# OsbZIP47 Is an Integrator for Meristem Regulators During Rice Plant Growth and Development

**DOI:** 10.3389/fpls.2022.865928

**Published:** 2022-04-13

**Authors:** Sandhan Prakash, Rashmi Rai, Mohamed Zamzam, Owais Ahmad, Raghavaram Peesapati, Usha Vijayraghavan

**Keywords:** *Oryza sativa*, shoot apical meristem, panicle, floret, *PERIANTHIA*, *FASCIATED EAR4*, OsMADS1

## Abstract

Stem cell homeostasis by the WUSCHEL–CLAVATA (WUS-CLV) feedback loop is generally conserved across species; however, its links with other meristem regulators can be species-specific, rice being an example. We characterized the role of rice *OsbZIP47* in vegetative and reproductive development. The knockdown (KD) transgenics showed meristem size abnormality and defects in developmental progression. The size of the shoot apical meristem (SAM) in 25-day *OsbZIP47KD* plants was increased as compared to the wild-type (WT). Inflorescence of KD plants showed reduced rachis length, number of primary branches, and spikelets. Florets had defects in the second and third whorl organs and increased organ number. *OsbZIP47KD* SAM and panicles had abnormal expression for CLAVATA peptide-like signaling genes, such as *FON2-LIKE CLE PROTEIN1* (*FCP1*), *FLORAL ORGAN NUMBER 2* (*FON2*), and hormone pathway genes, such as cytokinin (CK) *ISOPENTEYLTRANSFERASE1* (*OsIPT1*), *ISOPENTEYLTRANSFERASE 8* (*OsIPT8*), auxin biosynthesis *OsYUCCA6, OsYUCCA*7 and gibberellic acid (*G*A) biosynthesis genes, such as *GRAIN NUMBER PER PANICLE1* (*GNP1/OsGA20OX1*) and *SHORTENED BASAL INTERNODE* (*SBI/OsGA2ox4*). The effects on *ABBERANT PANICLE ORGANIZATION1* (*APO1*), *OsMADS16*, and *DROOPING LEAF* (*DL*) relate to the second and third whorl floret phenotypes in *OsbZIP47KD*. Protein interaction assays showed OsbZIP47 partnerships with RICE HOMEOBOX1 (OSH1), RICE FLORICULA/LEAFY (RFL), and OsMADS1 transcription factors. The meta-analysis of KD panicle transcriptomes in *OsbZIP47KD*, *OsMADS1KD*, and *RFLKD* transgenics, combined with global OSH1 binding sites divulge potential targets coregulated by OsbZIP47, OsMADS1, OSH1, and RFL. Further, we demonstrate that OsbZIP47 redox status affects its DNA binding affinity to a *cis* element in *FCP1*, a target locus. Taken together, we provide insights on *OsbZIP47* roles in SAM development, inflorescence branching, and floret development.

## Introduction

The post-embryonic shoot development in flowering plants depends on the balance between stem cell renewal in the central zone of above ground meristems and the adoption of specific differentiation programs in cells from the peripheral zone. The genetic framework of the basic WUSCHEL–CLAVATA (WUS-CLV) pathway for meristem maintenance is largely conserved in monocots and dicots, yet some functional differences are reported among cereal grass models, such as maize and rice. In maize, functions for *TASSEL DWARF1* (*TD1, CLV1* ortholog) and *FASCIATED EAR2* (*FEA2, CLV2* ortholog) in the shoot apical meristem (SAM) are not obvious in the respective mutants, yet mutants in these genes have significant and somewhat differential effects on the female *vs.* male inflorescence meristems (IMs) (Bommert et al., 2005; Dodsworth, 2009; Pautler et al., 2013; Chongloi et al., 2019). In rice, *FLORAL ORGAN NUMBER 1* (*FON1*) is the *CLV1* ortholog, while *FON2/FON4*, *FON2 SPARE1* (*FOS1*) and *FON2-LIKE CLE PROTEIN1* (*FCP1*) encode CLV3 peptide paralogs. FON2 signaling through FON1 majorly regulates the homeostasis of IMs whereas FCP1 triggered signaling regulates SAM through effects on *WUSCHEL RELATED HOMEOBOX* (*OsWOX4*), functionally related to *AtWUS* (Nagasawa et al., 1996; Suzaki et al., 2004, 2006; Ohmori et al., 2013). These tissue-specific effects of maize *TD1*, *FEA2*, and of rice *CLV3-like* genes exemplify species-specific innovations in signaling components of this core meristem regulatory circuit. In the SAM of Arabidopsis, AtWUS activates *SHOOT MERISTEMLESS (STM*), and both directly regulate *CLV3* expression to maintain constant stem cell number (Su et al., 2020). Integration of CLV-WUS pathway with the roles of class I *KNOTTED-1-LIKE HOMEOBOX* (*KNOX*) genes, Arabidopsis *STM*, rice *HOMEOBOX1* (*OSH1*), and maize *KNOTTED1* (*KN1*) in meristem maintenance is conserved across species (Vollbrecht et al., 2000; Brand et al., 2002; Tsuda et al., 2011). Similarly, the interlinking of WUS-CLV pathway with phytohormone-based meristem control, by cytokinin (CK), auxin (IAA/AUX), gibberellin (GA), brassinosteriod (BR) actions, is also conserved (Kurakawa et al., 2007; Gordon et al., 2009; Lee et al., 2009; Zhao et al., 2010; Yamaki et al., 2011; Somssich et al., 2016). OSH1 positively autoregulates itself directly by binding to evolutionarily conserved *cis*-elements within its locus (Tsuda et al., 2011). Further, OSH1 induces the expression of CK biosynthesis genes, such as *ADENOSINE PHOSPHATE ISOPENTENYL TRANSFERASE 2* (*OsIPT2*) and *OsIPT3* (Sakamoto et al., 2006). Interestingly, CK treatment of callus activates the transcription of rice *KNOX* genes (Tsuda et al., 2011). AtWUS and OsWOX4 also regulate CK signaling in Arabidopsis and rice, respectively (Leibfried et al., 2005; Ohmori et al., 2013). In the floral meristem center, the timing of the termination of stem cell activity is co-incident with carpel/ovule specification. This creates a determinate floral meristem for normal reproduction. Meristem termination is mediated by the concerted activity of floral organ identity genes (Class A, C, and E) whose regulatory effects on *WUS*-*CLV* and *WUS*-*KNOX* pathway genes operate in both monocots and eudicots [reviewed by Tanaka et al. (2013), Callens et al. (2018), and Chongloi et al. (2019)]. These genes are in turn spatially and temporally regulated. For example, Arabidopsis *LEAFY* (*LFY*) directly activates *APETALA1* (*AP1*) and *WUS* (Lenhard et al., 2001; Lohmann et al., 2001) while repressing the shoot meristem identity gene, *TERMINAL FLOWER1* (*TFL1*) (Moyroud et al., 2009, 2010). Furthermore, in young floral meristems, *LFY* together with *UNUSUAL FLORAL ORGAN* (*UFO*) and *WUS* activate *APETALA3* (*AP3*) and *AGAMOUS* (*AG*) gene expression in the third and fourth whorls of the developing meristem (Parcy et al., 1998; Busch et al., 1999; Wagner et al., 1999; Lenhard et al., 2001; Lohmann et al., 2001). In the later stages of floral meristem development, AG directly activates *KNUCKLES* (*KNU*) which leads to the repression of *WUS* by the recruitment of Polycomb group (PcG) chromatin modifiers (Ming and Ma, 2009; Sun et al., 2009, 2014; Liu et al., 2011; Zhang, 2014). Aside from LFY, the *AG* expression is also influenced by *PERIANTHIA* (*PAN*) that encodes a bZIP class TF, whose orthologs are *Oryza sativa basic LEUCINE ZIPPER* 47 (*OsbZIP47*) and maize *FASCIATED EAR4* (*ZmFEA4*). Floral meristem size and organ patterning defects in the Arabidopsis *pan-3 lfy-31* double the mutant, and in transgenics with modified PAN fusion proteins (repressive *vs*. activated forms) show roles of *AtPAN* in floral determinacy, meristem size, and floral organ patterning (Running and Meyerowitz, 1996; Chuang et al., 1999; Das et al., 2009; Maier et al., 2009, 2011). Maize *ZmFEA4* activates the expression of genes involved in AUX pathway and lateral organ differentiation and also regulates both SAM and IM size homeostasis (Pautler et al., 2015). Unlike Arabidopsis and maize, *OsbZIP47* (LOC_Os06g15480) is not well-characterized, and its interacting partners are largely unknown. Further, how inflorescence BM identity and transition regulators intersect with the two meristem maintenance pathways (CLV-WUS and KNOX1) is not much explored in rice. Here, functional characterization of *OsbZIP47* by RNA interference (dsRNAi)-based knockdown (KD) and identification of some meristem regulators, such as OsbZIP47 interacting partners sheds light on its role in meristem size and meristem developmental progression. Further, our transcriptome and meta-analysis uncovered downstream pathways that can be co-regulated by OsbZIP47 and OSH1, OsMADS1, or RFL.

## Materials and Methods

### Plasmid Constructs Generation and Rice Transformation

For siRNA (interference) mediated KD of endogenous *OsbZIP47*, a gene-specific 226bp 3′UTR DNA fragment was cloned in the sense and in the antisense orientation in pBluescript vector, and were separated by a 270-bp linker. Subsequently, the insert in recombinant pBluescript was re-cloned in the binary rice expression vector, pUN downstream to the maize ubiquitin promoter for the expression of *OsbZIP47* hairpin RNAs (Supplementary Figure 1; Prasad et al., 2001). For the over-expression of *OsbZIP47*, the full length cDNA was cloned at *Bam*HI (blunted)-*Kpn*I sites in the pUN vector to create *pUbi*:*OsbZIP47* (Supplementary Figure 4). These constructs for KD and over-expression of *OsbZIP47* were transformed into the *Agrobacterium tumefaciens* strain, LBA4404 and then co-cultivated with embryogenic calli from TP309 WT (*O. Sativa* var *japonica*) seeds as described by Prasad et al. (2001). Transgenic plants, dsRNAi *OsbZIP47* and Ox-*OsbZIP47*, were grown in IISc, Bangalore, Green house condition, approximately at 27°C during the months of January–May and July–October always with wild-type (WT) controls.

### Phenotypic Characterization of Knockdown Transgenic

The transgenic plants, such as dsRNAi *OsbZIP47* and Ox-*OsbZIP47* were selected on half-strength MS medium containing 50 mg L^–1^ of hygromycin. Phenotypic analysis was done with T3 dsRNAi *OsbZIP47* transgenics and T1 Ox-*OsbZIP47* lines. Eosin-hematoxylin stained 25 DAG seedling tissue sections (7 μm, Lecia microtome; RM2045) were imaged by Apotome2 Zeiss. The cell size in the SAM was measured by ImageJ. The seedling height was measured at age eight DAG. Adult plant height, lamina joint angle, panicle length, branch characteristics, and spikelet numbers were measured after panicle booting. Pre-anthesis florets, in panicles prior to emergence from the flag leaf, were imaged using Leica Wild M3Z stereomicroscope.

### RNA-Sequencing and RT-qPCR

Next Generation Sequencing (NGS) of RNA from *OsbZIP47* KD panicles (0.1–0.5 cm) was done for two biological replicates with matched WT panicles as controls. The total RNA was extracted using Trizol Reagent (Sigma) according to manufacturer’s instructions. About 1 μg of total RNA was used for library preparation using rRNA depletion-based NEB Next UltraII RNA kit. The NGS was performed using Illumina Hi-Seq, pair-end 2 × 150 bp chemistry. After quality check (using FastQC and multiQC software), the reads were mapped against indexed *O. sativa* ssp. *japonica* cv. reference genome (RAP-DB)^1^ using STAR2 (v2.5.3a). Further, differential gene expression (DGE) of read counts between WT and transgenics were computed using edgeR (v3.28.0) package with the absolute log2 fold change ≥ 1 with *p*-value ≤ 0.05. For real-time qPCR experiments, oligo(dT)-primed cDNAs were synthesized using 2 ug of total RNA with MMLV (reverse transcriptase, NEB). The qRT-PCR reactions were set up with 50–70 ng of cDNA, 250 nM gene-specific primers, and FastStart Universal Sybr Green Master (Rox) mix (Roche) in CFX384 real-time system (Biorad) or Applied Biosystems ViiA 7 system. Fold change in the transcript levels of deregulated genes was calculated as a difference in cycle threshold value between transgenic and wild type. To obtain normalized threshold value (ΔΔCt), first ΔCt value was calculated by subtracting the Ct value for internal control; *Ubiquitin5*, from the Ct value for each gene of interest (Gene Ct-Ubi5 Ct). Then ΔΔCt was calculated by subtracting the WT ΔCt value from the ΔCt value obtained from the transgenic tissue. The fold-change was calculated as 2^^–(ΔΔCt)^. Primers used and their sequences are listed in Supplementary Table 2. The RNA sequencing raw data files used in this study have been deposited to Gene Expression Omnibus (GEO) database under the accession number GSE196747.

### RNA *in situ* Hybridization

To generate *OsbZIP47* riboprobes, a gene-specific 226bp DNA fragment from 3′UTR (1329-1555 bp) was PCR-amplified and cloned in the pBluescript KS + vector. Sense and antisense Digoxigenin-labeled (DIG-UTP, Roche) riboprobes were prepared by *in vitro* transcription using T3 and T7 RNA polymerases (NEB), respectively. Tissue processing and probe hybridizations was done according to the study by Prasad et al. (2005). Signal was developed using anti-digoxygenin-alkaline phosphatase (AP) conjugated antibodies (Roche) and 5-Bromo-4-chloro-3-indolyl phosphate (BCIP)-nitro blue tetrazolium (NBT) chromogenic substrates (Roche). Images were captured by Apotome2 Zeiss microscope system.

### Bacterial Expression of OsbZIP47 Full-Length Protein and Studies of Oligomeric Status

For OsbZIP47 protein expression and purification from bacteria, *OsbZIP47* full-length (FL) CDS was cloned in the pET32a vector. Thioredoxin-His-tagged OsbZIP47FL was expressed from Rosetta (DE3) bacterial strain induced with 0.2 mM of isopropyl β- *d*-1-thiogalactopyranoside (IPTG) for 3 h at 37°C. Oligomeric states of OsbZIP47 protein was determined by analytical size-exclusion chromatography (SEC) performed at 4*^o^*C on a Superdex 200 increase column Cytiva (Formerly, GE Healthcare Life Sciences), Marlborough, United States pre-equilibrated with a buffer (25 mM of sodium phosphate (pH 7.4), 100 mM of NaCl, and 5% of glycerol). Approximately, 400 μg of protein, (∼2 mg/ml) was injected into AKTA purifiers Cytiva (Formerly, GE Healthcare Life Sciences), Marlborough, United States connected to the column. The flow rate was maintained at 0.3 ml/min and the protein elution profile was at 220 nm. The molecular weight was calculated using a standard plot. Molecular weight was calculated using the equation: Y = −0.602X + 4.6036, where Y = V_*e*_/V_*o*_ (V_*e*_ = Elution volume; V_*o*_ = Void volume) and X = Log of molecular weight in Dalton.

### Electrophoretic Mobility Shift Assays

*Escherichia coli* rosetta (DE3) bacterial lysates with the Trx-His-OsbZIP47 FL was prepared in a buffer: 10mM of HEPES-KOH, pH 7.8, 50mM of NaCl, 0.5% of Non-idet P-40, 0.5 mM of EDTA, 1 mM of MgCl2, 10% of glycerol, 0.5 mM of DTT, and 1x protease inhibitor cocktail (Sigma). About 1–4 μl of lysate was incubated with 5’end P^32^ labeled DNA oligonucleotide probes for 30 min at 4°C in 1× EMSA buffer (20 mM of HEPES-KOH pH 7.8, 100 mM of KCl, 2 mM of DTT, 1 mM of ETDA, 0.1% of BSA, 10 ng of Herring sperm DNA, 10% of glycerol, 1× protease inhibitor cocktail) in 15 μl reactions. After binding, the reaction constituents were resolved on an 8% of native-PAGE gel in 0.5× Tris-borate EDTA (TBE) buffer at room temperature. Gel autoradiography was done in a phoshorimager (GE; Typhoon FLA 9500). The DNA probe sequences are listed in Supplementary Table 2.

### Microscale Thermophoresis Assay

*Escherichia coli* rosetta (DE3)-expressed proteins (Trx-His-OsbZIP47 FL and Trx-His; Supplementary Figure 9) were added to the buffer: 10mM of HEPES-KOH pH 8.0, 50 mM of NaCl, 0.5% of TWEEN-20, 0.5 mM of EDTA, 1 mM of MgCl_2_, 10% of glycerol, 2 mM of beta mercaptoethanol, and 1 mM of PMSF. About 10 mM of each protein was labeled with 5 mM of Red-NHS 2nd Generation primary amine labeling dye (NanoTemper GmbH, Cat# MO-L011), and then eluted in the buffer: 10 mM of HEPES-KOH pH 8.0, 50 mM of NaCl, 0.5% of TWEEN-20, 0.5 mM of EDTA, 1 mM of MgCl_2_, 10% of glycerol, 1X PIC (ROSCHE), and a reducing/oxidizing agent (20 mM of DTT/1 mM of oxidized glutathione). The labeled protein was incubated with dsOsFCP1 oligonucleotides which was serially diluted from 100 μM to 3.05 nM in 16 steps and fluorescence was measured using Monolith NT.115Pico (NanoTemper GmbH). The excitation power was varied between 1 and 50% to obtain measurable fluorescence signal. The MST power was varied between medium to high, to achieve high signal to noise ratio. For OsbZIP47 FL, the initial fluorescence was measured which is indicative of rapid binding. For Trx-His tag, the response evaluation was done at default on time. MO Control v1.6.1 (NanoTemper GmbH) and MO Affinity Analysis v2.6 (NanoTemper GmbH) were used for the analysis.

### Yeast Two-Hybrid Assays

The full length CDS of *OsbZIP47* was amplified from KOME clone, AK109719 using gene-specific primers, cloned into pBSKS vector and validated by restriction digestions and Sanger sequencing. The CDS was subsequently cloned into yeast two hybrid vectors, pGBDUC1 and pGADC1. Similarly, all the CDS fragments that would encode prey proteins, such as OsMADS1, OsETTIN1/2, RFL, OSH1, OsMADS15, OsMADS2, OSH15, and OsMADS15 were PCR-amplified from either KOME cDNA clones or from cDNA made from panicle tissue RNA, and subcloned into pGBDUC1 and pGADC-1 vectors. The bait clone, pGBDUC1 OsbZIP47 and indicated prey recombinants in pGADC1 were co-transformed into the yeast, pJ69-4A yeast two-hybrid (Y2H) strain (James et al., 1996). Transformants were selected on synthetic drop out media lacking leucine and uracil. Protein interactions were assessed in at least five purified transformants by serial dilution spotting of broth cultures onto SD/-Leu-Ura-His plates supplemented with 10 mM of 3AT and by the ONPG assay (Supplementary Materials and Methods).

### Bimolecular Fluorescence Complementation Assays

The *OsbZIP47* cDNA with a truncated C domain (amino acid 199–385) was cloned into pSPYCE (M) (*C*-terminal fusion) and pSPYNE (R) 173 (*N*-terminal fusion) bimolecular fluorescence complementation (BiFC) vectors (Waadt et al., 2008). Similarly, the full-length CDS encoding prey proteins, such as OsMADS1, OsETTIN 2, RFL, OSH1, and OsMADS15 were subcloned into pSPYNE (R) 173 vector. Six combinations of cEYFP and nEYFP fusions, including positive and negative controls, were transiently co-expressed in onion (*Allium cepa*) epidermal cells by *Agrobacterium. tumefaciens* (C58C1) infiltration as described by Xu et al. (2014). Co-transformed tissues were incubated at 25°C in dark for 48 h before being assayed for YFP activity. Fluorescence images were screened using a confocal laser microscope (Zeiss LSM880, Airyscan) with 2AU 480 nm excitation and 520 nm emission for the detection of YFP signal.

### Meta-Analysis

The published transcriptome datasets in dsRNAi*OsMADS1* and dsRNAi*RFL* panicles were adopted in this study to compare them with that of *OsbZIP47KD* transcriptome dataset. The differentially expressed genes (DEGs) from each dataset was taken up for pair-wise comparison to identify unique, or commonly (upregulated, or downregulated) downstream genes. The deregulated genes were also corelated with the published data on OSH1 genome-wide binding (Supplementary Materials and Methods). To align genes from the diverse datasets, i.e., transcriptomes downstream to *OsMADS1*, *RFL*, and genes bound by OSH1 for meta-analysis and for GO enrichment analyses, the gene IDs as per RAP-dB (see text footnote 1) were converted to their corresponding gene ID in MSU-TIGR v7.^2^ After this curation, among the 2,800 RAP-dB ID genes, only 2,210 genes were also annotated in MSU-TIGR v7. The list of RAP-dB gene IDs and their corresponding MSU v7 LOC_IDs are presented in Supplementary Dataset 1.

## Results

### *OsbZIP47* Knockdown Plants Have Enlarged Shoot Apical Meristem Size

To investigate the developmental roles of *OsbZIP47*, we generated thirteen independent *OsbZIP47* KD transgenics (*OsbZIP47KD*) by RNA interference (dsRNAi, Figure 1A) specific to a unique region of *OsbZIP47* 3′UTR. Based on the degree of KD and seed viability in primary T0 transgenic lines, we chose two lines; *OsbZIP47K*D line #10 and *OsbZIP47K*D line #14 for detailed phenotypic analysis in T3 generation. As a representative, phenotypic data from the *OsbZIP47K*D line #14 is further discussed here. In pooled panicle tissues (0.1–0.5 cm) from this line, qRT-PCR showed approximately 24-fold downregulation of the endogenous *OsbZIP47* transcripts (Supplementary Figure 1). The earliest phenotype noted was the seedling height at 8 days after germination (DAG), which was significantly reduced in *OsbZIP47KD* as compared to the WT (Figures 1B,C and Supplementary Table 1). This observation led us to examine SAM in the histological sections of seedlings aged 25 days after germination (DAG) from both WT and *OsbZIP47KD* plants. First, we examined SAM size and found that SAM area was increased as compared to WT (Figures 1D,F). Consistent with SAM enlargement in *OsbZIP47KD* plants, SAM width and height showed significant and marginal increase, respectively (Supplementary Table 1). To understand the cellular differences that underlie meristem size abnormalities, the cell size of L1 layer in the upper central and the peripheral zone of the meristem and the internal cells underlying the L1 layer were measured. Intriguingly, the size of these cells was increased as compared to WT (Figure 1E). Further, the spatial distribution of dividing cells in 25DAG SAMs was assessed by RNA *in situ* hybridization for the cell cycle S-phase marker, HISTONE4 (H4) (Supplementary Figure 2). Compared to WT, the overall H4 transcript signal in the median longitudinal SAM sections of *OsbZIP47KD* seedlings was higher. Altogether, these results suggest that the increased SAM area in *OsbZIP47KD* seedlings is attributed to an increase in cell size and number. To understand some molecular corelates for SAM phenotypes, transcript levels for few known regulators of SAM size homeostasis were tested (Figure 1G) using SAM tissues from 25 DAG seedlings. The downregulation of *FCP1* and *FON2* (rice homologs of *CLV3*), *APO1* (*UFO1* homolog), *CYP734A4*, and *YUCCA6* was observed. Also, *CUC1*, the lateral meristem boundary marker (Aida et al., 1997; Takeda et al., 2011), showed a marginal reduction in expression. The downregulation of rice *CLV3* homologs in *OsbZIP47KD* SAM may contribute to the overall enlarged SAM size. Further, the increased cell size in L1 layer and its underlying cells could be attributed to a reduction in *CYP734A4* expression in SAM of *OsbZIP47KD* plants. Of note is the report that SAM cells in *CYP734A* RNAi plants are more vacuolated as compared to the WT which was suggested to indicate premature cell differentiation (Tsuda et al., 2014). Altogether, these gene expression effects of *OsbZIP47* can be related to abnormal SAM size homeostasis on its KD with novel effects on the components in the CLV-WUS pathway, on other meristem regulators, AUX, and BR phytohormone pathways.

**FIGURE 1:**
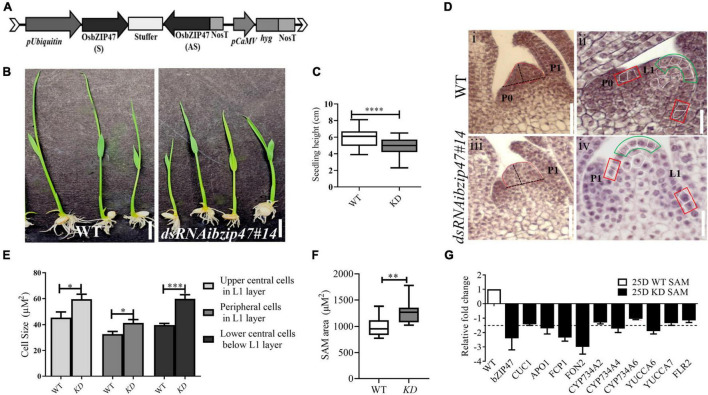
*OsbZIP47* knockdown (KD) vegetative phenotypes. **(A)** Schematic representation of *dsRNAiOsbZIP47* transgene T-DNA segment. **(B)** Seedling height of 8-day *OsbZIP47KD* (*dsRNAibZIP47#14*) plants is shorter than that of wild-type (WT) plants. Scale bar = 1 cm. **(C)** Seedling height data shown as mean ± s.d., Student’s *t-*tests, ****P < 0.0001, *n* = 30. **(D)** Representative histological sections of SAMs from WT and *dsRNAibZIP47#14*. SAM area in 25 days after germination (DAG) seedlings marked by red outline in panels **(i,iii)**. SAM height and width are marked by dashed black lines. Measured cells are marked with white outlines in panels ii and iv. Scale bar in panes **(i,iii)** are of 50 μM, and panels **(ii,iv)** are of 20 μM. **(E)** Comparison of L1 cell size in the central, and peripheral cells, and in the lower central cells underlying the central L1 layer. The statistical analysis of cell size, for cells in different regions of the meristem, was derived from 10 to 12 different sections. Data is shown as mean ± s.d. Student’s *t-*tests. *P < 0.05, ***P < 0.001. **(F)** Comparison of SAM area in *OsbZIP47KD* (*dsRNAibZIP47#14*) *vs.* WT in 25 DAG seedlings. Data is shown as mean ± s.d. Student’s *t* tests, **P < 0.01, *n* = 10. **(G)** RT-qPCR analyses of *CUC1, APO1, FCP1, FON2, CYP734A2, CYP734A4, CYP734A6, YUCCA6, DRUS2/FLR2*, and *FON2* transcripts in SAM from 25 DAG seedlings. Fold-change values were determined by comparing the normalized expression levels in *OsbZIP47KD* plants to WT plants.

### Late Heading Date and Altered Panicle Architecture of *OsbZIP47* Knockdown Plants

*OsbZIP47KD* plants are delayed by 20 days for SAM to IM transition. At this stage, *OsbZIP47KD* plant height was reduced compared to WT (Figures 2A–D) suggesting that in the WT, *OsbZIP47* promotes developmental transition from the vegetative to reproductive phase. The shorter plant height was due to poor stem internode elongation in the KD transgenics without change in internode number (Figure 2F). The panicle of KD plants showed developmental abnormalities, i.e., reduced inflorescence axis (panicle rachis) length (Figure 2E), reduced number of primary branches, and spikelets (Figures 3A,L,M and Supplementary Table 1). Together, these phenotypes indicate early progression of primary branch meristems to spikelets in *OsbZIP47KD* plants and point to a possible role of *OsbZIP47* in the temporal control of branch meristem indeterminacy. Moreover, *OsbZIP47KD* plants had greater flag leaf lamina joint angle as compared to the WT (Figures 3B,C,K). KD plants of *CYP734A4* (Tsuda et al., 2014), a gene with reduced expression in *OsbZIP47KD* plants (Figure 1G), also share this phenotype and have abnormal meristems. Plant architecture, flowering time, leaf angle, and inflorescence architectures all impact yield, grain shape, and size (Harder and Prusinkiewicz, 2013; Sakuma and Schnurbusch, 2020). Interestingly, seeds from *OsbZIP47KD* plants were altered for the length/width (L/W) ratio as compared to WT (Figures 3I,J), suggesting *OsbZIP47* impedes cell proliferation in the grain width direction, which is supported by a recent finding of Hao et al. (2021). In later sections of our study on *dsRNAiOsbZIP47* lines, we identify some molecular links underlying cell proliferation in the developing grain. 

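EL2 (Os03g0107700), an inhibitor of cyclin-dependent kinases, was at 26.1 ± 9.95 CPM (SD, n = 2) in OsbZIP47KD and 88.2 ± 62.6 CPM (SD, n = 2) in WT. CYCD7;1 (Os11g0706801), a D-type cyclin, had no count in either WT library and 4 and 5 counts in the libraries labelled OsbZIP47KD. Against a floor of 3 counts over the WT libraries, CYCD7;1 was at least 3.87-fold higher, and the 95% counting interval reaches down to 2.54-fold. MKK10-1 (Os02g0694900), a kinase that activates MAP kinases, was at 6.70 ± 0.983 CPM (SD, n = 2) in OsbZIP47KD and 2.04 ± 0.213 CPM (SD, n = 2) in WT. EL2 had a log2 fold change of -1.76 (standard error 0.62, adjusted p = 0.320 from edgeR's quasi-likelihood test) and MKK10-1 one of 1.71 (standard error 0.67, adjusted p = 0.272 from the same test), so neither passed the test. CYCD7;1 was under the count filter and was not tested. On the log2 scale its bound was 1.95, and 0.90 without WT replicate 1 or 0.94 without WT replicate 2, where the floor rests on 1 WT library. EL2 passed an adjusted p under 0.05 with edgeR's exact test and with the replicate number as a block. It missed that threshold with no filter, DESeq2 and limma. EL2 ran from -0.76 without WT replicate 1 to -2.38 without WT replicate 2 in log2 fold change with 1 library left out.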

We propose that the role of *OsbZIP47* in restriction of cell proliferation is likely attributed to the positive regulation of *EL2*, encoding a plant cyclin-dependent kinase inhibitor, and negative regulation of some key cell-cycle regulators i.e., *CYCLIN-D7-1* (*CYCD7;1*) and *MITOGEN-ACTIVATED PROTEIN KINASE KINASE 10* (*MKK10-1*) in WT panicles (Supplementary Dataset 1). Rice EL2 cell cycle inhibitory functions are proposed to link cell cycle progression with biotic and abiotic stress responses (Peres et al., 2007). In Arabidopsis, *AtCYCD7* expression is transcriptionally regulated by cell type-specific transcription factors that confine its expression to appropriate developmental window as ectopic expression triggered division (Weimer et al., 2018). The OsMKK10-1 paralog, OsMKK10-2 phosphorylates OsMPK6 *in vivo* (Ma et al., 2017). This is interesting since mutations of *OsMPK6* impair differentiation of L1 layer cells during early embryogenesis (Yi et al., 2016).

**FIGURE 2:**
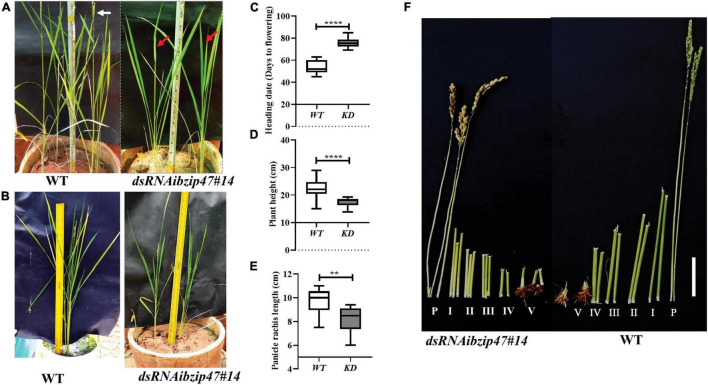
Phenotypic effects of *OsbZIP47KD* on plant growth and floral transition. **(A)** Flowering timing (SAM to inflorescence meristem (IM)/panicle meristem transition) in *OsbZIP47KD* plants is delayed by approximately 22 days as compared to the WT. White arrow indicates the booted panicle in WT and red arrow points to the absence of the booted panicle in a *OsbZIP47KD* plant of the same age. **(B)** Height of mature flowering plants shows that as compared to the WT, *OsbZIP47KD* plants are shorter. Quantitation of heading dates **(C)**, plant height **(D)**, and panicle rachis length **(E)** in WT and *OsbZIP47KD* plants. Data are shown as the mean ± s.d. (Student’s *t*-tests, **P < 0.01, ****P < 0.0001, *n* = 10). **(F)** Internodes in mature flowering WT and *OsbZIP47KD* plants are displayed and are numbered from I to V from the apical end. P is the panicle bearing node and internode. Bar, 2.5 cm. Shorter internodes from I to V in *OsbZIP47KD* contributes to the reduced height.

**FIGURE 3:**
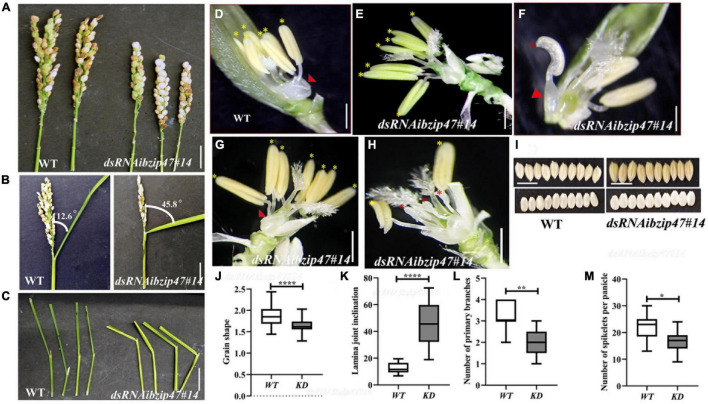
Floret organ numbers and organ development in *OsbZIP47KD* plants. **(A)** Shorter panicle *OsbZIP47KD* with reduced number of primary branches and spikelet number per panicle as compared to the WT plant. **(B,C)** Flag leaf angle in fully headed panicles shows increased lamina joint angle in *OsbZIP47KD* plant as compared to the WT. **(D)** WT floret organs shown after removal of lemma and the spikelet sterile lemmas. Red arrow points to the pair of lodicules and yellow asterisks to the six normal stamens. **(E–H)** Organ phenotypes in *OsbZIP4*7*KD* florets. **(E)** Floret with seven stamens (yellow asterisks) with normal filaments and anthers. **(F)** Floret with mildly deformed lodicule (red arrowhead), two of its six normal stamens (others were removed) and a chimeric second whorl organ with lodicule and stamenoid features (red asterisk). **(G)** Floret with deformed lodicule and seven normal stamens (yellow asterisk). **(H)** Floret with slightly deformed lodicule, short stamens, and shrunken anthers (red asterisk), two near normal stamens (yellow asterisk). **(I,J)** Grain morphology in *OsbZIP47KD* and WT plants. The length/width (L/W) ratio of *OsbZIP47KD* seeds was lower than that of WT seeds, suggesting increased grain width. Scale bar = 1 cm in panels **(A–I)**. **(J–M)** Statistical analysis (mean ± s. d.) of grain shape, lamina joint angle, primary branch number, and number of spikelets per panicles. Data in panels **(J)** [*n* = 40 in panel **(J)**], **(K)** (*n* = 10), **(L)** (*n* = 11), **(M)** (*n* = 9), Student’s *t*-tests, *P < 0.05, **P < 0.01, ***P < 0.001.

### *OsbZIP47* Contributes to Second and Third Whorls, Lodicule, and Stamen Organ Development

*OsbZIP47KD* floret phenotypes were largely restricted to lodicules and stamens (Figures 3D–H). The organ defects were grouped into four classes. Class I, representing 40% of *OsbZIP4KD* florets, had mild deformed lodicule (distal elongation) with normal stamen number (Supplementary Figure 3). In class II (∼28%), mild lodicule elongation occurred with abnormal short stamens and poorly developed anthers (Figure 3H). Florets of class III (∼20%) had partially deformed lodicules with an increase in stamen number to 7 (Figures 3E,G). In class IV (∼12%) florets had mildly elongated lodicules and chimeric organs with lodicule and stamen characteristics (Figure 3F). Also, in most florets of all classes, the lodicules were abnormally fused with lemma making dissection of the lemma from the floret difficult. Altogether, these data suggest that *OsbZIP47* contributes to floral organ development in the second and third whorls. In a complementary analysis, we examined consequences of ubiquitous overexpression of full-length *OsbZIP47*cDNA in transgenic rice. Surprisingly, none of the *OsbZIP47OX* lines had any notable phenotypic changes from the WT despite ∼10-fold overexpression in *OsbZIP47OX* panicle tissues (Supplementary Figure 4). A speculation is that *OsbZIP47* functions may depend on partners or that some post-translational modifications (PTMs) may modulate its functions, as was concluded from overexpression studies of Arabidopsis *AtPAN* (Chuang et al., 1999).

### Tissue Expression Profile of *OsbZIP47* Through Development

RNA *in situ* hybridization was performed to examine spatial distribution of *OsbZIP47* mRNA in various above ground meristems. These experiments confirmed transcripts in meristems that is consistent with the phenotypes of *OsbZIP47KD* plants. In SAM of wild type young seedlings (5 DAG and 25 DAG), transcripts were evenly distributed (Figures 4A,B). This pattern is somewhat different from maize *FEA4* where the signals are excluded from SAM stem cell niche and from incipient P0 leaf primordium (Pautler et al., 2015). During reproductive development, high levels of *OsbZIP47* transcripts are shown at the apical end of growing IM/rachis and at the ends of branch meristem (PBM and SBM, Figures 4C,D) which may relate to the poorly branched inflorescence of knockdown plants. In elongating primary and secondary branches (Figure 4D), transcript signal is mild and spatially uniform. In spikelet meristem (SM, Sp2, Figure 4E), and in floral meristems (Sp4-Sp6, Figure 4F), the signal is high and spatially uniform. However, in mature florets, *OsbZIP47* RNA was confined to the lodicule, stamen and carpel organ primordia, and differentiating organs (Figure 4G). Additionally, hybridization signal in carpel wall (c) and ovule (o) was observed (Figure 4H). Arabidopsis *pan* mutant flowers occasionally have multiple carpels up to three with deviated gynoecium (Running and Meyerowitz, 1996). We speculate *OsbZIP47* may have a minor role in carpel development or could be functionally redundant with floral C-class function genes. Thus, *OsbZIP47* is expressed in various above-ground meristems reflecting its diverse roles in different meristems.

**FIGURE 4:**
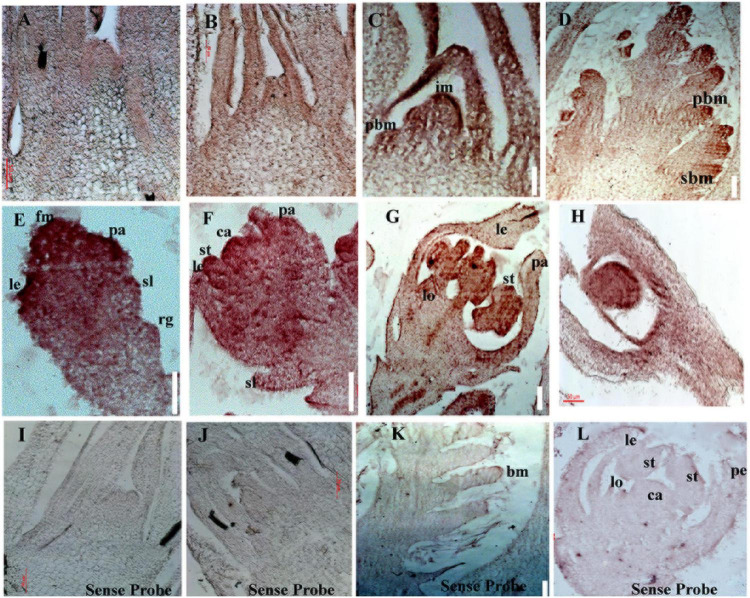
Spatial distribution of *OsbZIP47* transcripts in meristems and florets. **(A,B)** *OsbZIP47 in situ* RNA hybridization signal in SAM tissues from 5 DAG and 25 seedlings. Expression in SAM and in emerging leaf primordia. **(C,D)** Inflorescence meristem (IM) with emerging primary branch meristems show expression of *OsbZIP47* in the elongation meristem and primary branch meristems (prb), secondary branch meristems (srb), and in young leaves. **(E)** *OsbZIP47* transcripts in very early floret meristem (FM) with uniform spatial distribution of signal. **(F)** Floret uniform signal in the well-formed stamens (st), lemma/palea (le and pa) organ primordia, and in the central early carpel primordia. **(G)** High level of *OsbZIP47* expression in the lodicule and in stamens, and lower signal in the near mature lemma and palea. **(H)** *OsbZIP47* transcripts in the ovary wall and ovule. **(I,J)** SAM in 5 DAG and 25 DAG plants probe with sense probe as a negative control. **(K,L)** IM and near mature floret, respectively probed with sense RNA.

### Heterodimerization of OsbZIP47 With Other Floral Meristem Regulators

Heterodimerization of transcription factors can modulate genome wide gene expression by modifying specificity and affinity to target DNA binding sites, and by integrating independent pathways controlled by two or more factors. Interacting partners of OsbZIP47 or of its Arabidopsis and Maize homologs are largely unknown. To understand molecular mechanism of OsbZIP47, we investigated its interaction with different transcription factors. Among the co-occurring motifs in genome-wide loci bound by OsMADS1, the motif for bZIP factor binding is enriched (Khanday et al., 2016). This was the basis for our hypothesis that OsMADS1 and members of OsbZIP family could function in complexes in early floral meristems. Further, the temporal co-expression profiles of *OsMADS1* and *OsbZIP47* overlap in developing panicles (Arora et al., 2007; Nijhawan et al., 2008); hence we tested interaction among these proteins using the heterologous yeast two hybrid assay (Figure 5). Additionally, to investigate possibility of OsbZIP47 heterodimerization with other meristem regulators, we relied on reports from genetic studies in Arabidopsis, maize and rice to curate and choose candidates for interaction assays (Das et al., 2009; Khanday et al., 2013; Deshpande et al., 2015; Pautler et al., 2015). OSH1, OsH15, ETTIN1, ETTIN2, and RFL emerged as candidates. We re-visited reports on the panicle and floret expression patterns of these meristem regulators to deduce if spatial co-expression of *OsbZIP47*, *OSH1* and *OSH15* could occur. RNA *in situ* patterns of *OSH1* in rice panicles and florets (Komatsu et al., 2001; Chu et al., 2006; Hu et al., 2015) and *OsbZIP47* transcript spatial profile (Figure 4) point to an overlap of *OsbZIP47* and *OSH1* transcripts in primary and secondary branch primordia and in a broad range of developing spikelet/floret meristems (Sp2–Sp8) (Supplementary Figure 5). Further, mutant *osh1* (Tsuda et al., 2011, 2014) and *OsbZIP47KD* plants share common phenotypes such as increased leaf lamina joint angle, short panicle with reduced number of spikelets and deformed stamens. Moreover, Pautler et al. (2015) reported that several gene loci are cobound by ZmKN1 (the ortholog of rice OSH1) and ZmFEA4 (ortholog of *OsbZIP47*). These findings together indicate likelihood of OsbZIP47 and OSH1 interactions for co-regulation of target genes. Also, OsH15, a closely related paralog of OSH1 (Tsuda et al., 2011), co-expresses with *OsbZIP47* in spikelet meristem/floret meristem stage 6 (Yoon et al., 2017; Supplementary Figure 5). As *OsbZIP47* KD caused abnormal floral phenotypes, it was intriguing to determine if OsbZIP47 could heterodimerize with OsH15. In Arabidopsis, *pan ettin* phenotypes suggest *AtPAN* and *AtETTIN/AUXIN-RESPONSIVE FACTOR3* (*ARF3*) redundantly regulate floral organ numbers and patterns (Sessions et al., 1997). Additionally, rice *ETTIN1* and *ETTIN2* RNAi lines have aberrant plant height, compromised panicle branching, and defects in stamen and carpel development (Khanday et al., 2013). Some of these phenotypes resembled those observed in *OsbZIP47KD* plants. Similarly, for mutants in *RFL*, the rice *AtLEAFY* ortholog, the alleles *apo2* and *ssc*, or the *RNAi RFL*KD (Kyozuka et al., 1998; Rao et al., 2008; Wang et al., 2017) plants share some phenotypes with *OsbZIP47KD* plants. The common phenotypes include shorter plant height, delayed flowering, reduced panicle rachis length, and branch complexity. Thus, we hypothesized that OsETTIN1, OsETTIN2, and RFL may interact with OsbZIP47 to modulate aspects of organ development. Based on these meta-analyses, protein partnership between OsbZIP47 and OSH1, OsH15, ETTIN1, ETTIN2, and RFL was tested by the Y2H assay. Moreover, we also tested the interactions of OsbZIP47 with OsMADS15 (an A Class APETALA1/FRUITFULL AP1/FUL-clade transcription factor) and OsMADS2 (a B class PISTILLATA/GLOBOSA-like protein). OsMADS15 regulates vegetative to reproductive floral transition and functions in specifying meristem identity (Kater et al., 2006; Kobayashi et al., 2012). OsMADS2 functions in partnership with OsMADS16/SUPERWOMAN1 (SPW) as a B-class complex (Lombardo et al., 2017; Kong et al., 2019). The delayed flowering phenotypes of *OsbZIP47KD* transgenics and the defects in the second and third whorl floral organs, justified our choice of OsMADS15 and OsMADS2, respectively. Since full length OsbZIP47 exhibited transcriptional transactivation activity in yeast (Supplementary Figure 6A), a C-terminal truncated version (OsZIP47ΔC) lacking 186-385 amino acids including the transcription activation domain was taken as bait protein in fusion with Gal4 BD. Prey proteins (OsMADS1, OSH1, OsH15, ETTIN1, ETTIN2, RFL, OsMADS15, or OsMADS2) were fused to GAL4 AD. The GAL4AD-OsMADS15 interaction with GAL4DB-OsMADS1 was taken as the positive control (Lim et al., 2000). In addition, homodimerization capability of OsbZIP47ΔC was tested. Growth pattern of transformed yeast cells on reporter media SD/-Leu-Ura-His + 10 mM3AT and the X-gal quantitative assays (Supplementary Figure 6B) suggested that OsbZIP47 can heterodimerize with OsMADS1, OSH1, and RFL. We also found a strong homodimerization of OsbZIP47ΔC protein (Figures 5A,B). Both OsMADS15 and OsH15 showed weak interactions with OsbZIP47 (Figure 5A), while ETTIN1, ETTIN2, and OsMADS2 showed no interaction. Further, we performed *in-planta* BiFC assays to substantiate the protein–protein interactions screened in Y2H assay. *OsbZIP47ΔC* was cloned upstream to the coding sequence of C-terminal region of split YFP to express *OsbZIP47ΔC*-cYFP fusion protein. The coding sequences of *OsMADS1*, *OsbZIP47ΔC*, *RFL, OsETTIN2*, and *OSH1* were cloned in frame downstream to the coding sequence of the N-terminal split YFP (nYFP) to express nYFP fusion proteins. These six different combinations of nYFP and cYFP fusion proteins were transiently co-expressed in onion epidermal cells. Nuclear YFP fluorescence signals confirmed protein interaction of OsbZIP47 with OsMADS1, OSH1, and RFL (Figure 5B). Thus, we suggest that OsbZIP47 partnership with OsMADS1, OSH1, and RFL could contribute to meristem functions, inflorescence complexity, and floret development.

**FIGURE 5:**
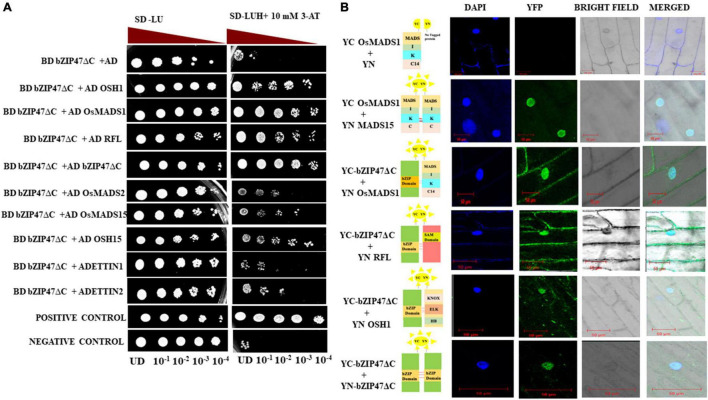
Interaction of OsbZIP47 with other meristem factors. **(A)** Yeast two hybrid (Y2H) assays with OsbZIP47ΔC protein (lacking 186–380 amino acids in C terminal) and predicted protein partners, such as OsMADS1 (MIKC14 domain), RFL, OsETTIN1, OsETTIN2, OSH1, OsMADS2, OsMADS15, and OSH15. Serial dilutions of yeast cells (PJ694A) spotted on media lacking histidine and supplemented with 10 mM 3-AT. Growth after five days at 30°C is shown. Yeast transformants with OsMADS15 in pGBDUC1 vector and OsMADS1 MIKC14 in pGADC1vector served as positive control for protein interaction. A combination of pGADC1 and pGBDUC1 empty vectors (without protein fusion) was the negative control. **(B)** Validation of Y2H protein interactions by Bimolecular Fluorescence Complementation (BiFC) assays in onion epidermal cells. YFP fluorescence was detected when OsbZIP47ΔC-cYFP fusion protein was co-expressed with OsMADS1-nYFP, RFL-nYFP, and OSH1 nYFP. Absence of YFP fluorescence in the negative control i.e., OsbZIP47ΔCYC and YN domain alone was the negative control. Bars = 50 μm.

### Transcriptome of Developing Inflorescences of *OsbZIP47* Knockdown Lines

To capture gene expression landscape in *OsbZIP47KD* panicles, high throughput RNA-sequencing was carried out in two biological replicates of *OsbZIP47KD* and WT panicles (In2-In4, 1 mm to 5 mm panicles), and the DEGs (greater than two-fold change, *p*-value < 0.05) were extracted (Supplementary Dataset 1, Supplementary Materials and Methods). 

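Gene counts were available for 4 libraries, 2 from WT panicles and 2 from panicles of the OsbZIP47KD line 14, in which a hairpin RNA is transcribed against OsbZIP47. Panicles were 0.1 to 0.5 cm long. The authors depleted ribosomal RNA, sequenced the libraries, aligned reads to the rice genome with STAR and deposited raw read counts per RAP gene and a table of scaled counts. The raw counts summed to 5611969 and 5100799 in WT replicates 1 and 2, and to 3839165 and 4063036 in OsbZIP47KD replicates 1 and 2. Of 37862 genes in the table, 25289 passed edgeR's expression filter and were tested by its quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment. The p-values set the difference between the groups against the spread between libraries of a group. Where a library was left out, its group held 1 library, and the spread came from the other group alone. Adjusted p-values from such fits, whether lower or higher, are less certain. Both OsbZIP47KD libraries come from line 14, so effects particular to that line cannot be told apart from the knockdown. Levels are given as CPM, the counts scaled to library totals with TMM factors. Intervals and limits on low counts cover counting error only. OsbZIP47 (Os06g0265400), the gene targeted by the hairpin, had 471 and 261 counts in the WT libraries and 1003 and 919 counts in the libraries labelled OsbZIP47KD. This is a log2 fold change of 1.77 (standard error 0.25, adjusted p = 0.0141 from edgeR's quasi-likelihood test), so the gene was higher in both libraries labelled OsbZIP47KD than in both WT libraries. Its adjusted p was 0.0969 without OsbZIP47KD replicate 1 and 0.0672 without OsbZIP47KD replicate 2, within a range of 9.33e-10 to 0.0969 over all settings and tools. The hairpin carries 226 bp of the 3′ UTR of OsbZIP47, so reads of the transgene can count toward the gene, and its total count therefore does not check the labels. The RT-qPCR in the paper found OsbZIP47 transcripts lower in OsbZIP47KD panicles, and every direction given for these libraries rests on their labels.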

Further, DEGs were examined for gene ontology pathway enrichment. Among the DEGs, 1,945 genes were upregulated, and 855 genes were downregulated in *OsbZIP47KD* panicles (Supplementary Figure 7, Supplementary Dataset 1). 

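At an adjusted p under 0.05, 32 genes were higher and 132 lower in the libraries labelled OsbZIP47KD. Among the genes with the largest rises were UGT709A4 (Os07g0490100), a glycosyltransferase, at 41.9 ± 11.6 CPM (SD, n = 2) in OsbZIP47KD and 1.54 ± 0.216 CPM (SD, n = 2) in WT, and ODC4 (Os03g0654900), at 18.3 ± 5.89 CPM (SD, n = 2) in OsbZIP47KD and 0.576 ± 0.252 CPM (SD, n = 2) in WT. LAX2 (Os04g0396500), which acts in axillary meristem formation, was at 9.92 ± 5.54 CPM (SD, n = 2) in OsbZIP47KD and 0.387 ± 0.0145 CPM (SD, n = 2) in WT. Among the largest falls, LEA24 (Os03g0655400), a dehydrin that protects cells from water loss, was at 13.3 ± 1.80 CPM (SD, n = 2) in OsbZIP47KD and 217 ± 84.8 CPM (SD, n = 2) in WT. The ethylene response factor gene ERF103 (Os02g0764700) was at 1.66 ± 1.34 CPM (SD, n = 2) in OsbZIP47KD and 26.1 ± 9.42 CPM (SD, n = 2) in WT, and Amy3D (Os08g0473900), an alpha-amylase of starch breakdown, at 2.95 ± 2.48 CPM (SD, n = 2) in OsbZIP47KD and 34.7 ± 5.54 CPM (SD, n = 2) in WT. These values come with a log2 fold change of -4.02 (standard error 0.31, adjusted p = 3.24e-04 from edgeR's quasi-likelihood test) for LEA24 and of 4.74 (standard error 0.41, adjusted p = 2.91e-04 from the same test) for UGT709A4, and the other 4 genes also passed edgeR's quasi-likelihood test. Amy3D has neighbouring identifiers on each side that were called with it, Os08g0473800 and the ethylene response factor gene ERF104. UGT709A4 has 1 such neighbour, Os07g0489950. These genes may share reads, although their counts differ by up to 1.8, 6 and 3.15 times, respectively, in a library. At the criterion of the study, a log2 fold change of at least 1 in either direction and an unadjusted p of at most 0.05, 1169 genes were higher and 631 lower. LAX2 had an adjusted p of 0.269 without OsbZIP47KD replicate 2 (range 7.15e-05 to 0.269 over all settings and tools), from edgeR's quasi-likelihood test. LAX2 also missed the threshold with limma and the abundance trend removed. LAX2 ran from 3.87 without OsbZIP47KD replicate 2 to 5.01 without OsbZIP47KD replicate 1 in log2 fold change with 1 library left out, ERF103 from -3.31 without OsbZIP47KD replicate 2 to -5.20 without OsbZIP47KD replicate 1 and Amy3D from -2.88 without OsbZIP47KD replicate 2 to -4.89 without OsbZIP47KD replicate 1. Without OsbZIP47KD replicate 2 the criterion gave 736 genes higher and 829 lower, without OsbZIP47KD replicate 1 it gave 1881 and 1069, and without WT replicate 2 1367 and 1127. At an adjusted p under 0.05, the higher and lower genes numbered 87 and 186 without WT replicate 1, 382 and 850 without WT replicate 2, 21 and 49 without OsbZIP47KD replicate 1, and 21 and 49 without OsbZIP47KD replicate 2. The share of genes past the adjusted threshold that were higher was 19.5%, and over all settings and tools it ran from 13.4% with limma to 49.4% with the likelihood ratio test and the 1 CPM filter, which was chosen after the data were seen. It was 30.1% with library size scaling, which shifted the median log2 fold change to 0.10 from 0.02, 31.8% with DESeq2 and 43.1% with the exact test.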

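Among the genes that the study lists as lower in OsbZIP47KD, which it calls positively regulated, 15 of 92 (9 to 65) tested genes of its RNA class fell at an adjusted p under 0.05, a class that holds the clock regulator OsLHY and the ethylene response factor gene ERF104. Values in parentheses are the lowest and highest number over all settings and tools. In lipid metabolism 3 of 18 (2 to 12) fell, in major carbohydrate metabolism 5 of 7 (2 to 7) and in minor carbohydrate metabolism 3 of 7 (0 to 6). Signalling genes fell in 11 of 53 (5 to 42) cases, development genes in 2 of 19 (2 to 13) and hormone genes in 5 of 27 (2 to 20). No member of these classes rose at that threshold by edgeR's quasi-likelihood test, and none was higher at an unadjusted p under 0.05 or by DESeq2, edgeR's exact test or limma. DESeq2 called 31 RNA, 24 signalling and 10 hormone genes lower, and edgeR's exact test 46, 31 and 17. The study chose these genes on the same samples, so the counts are not independent evidence of their direction. In the same libraries, 5 of 5 tested genes of a list of photosynthesis and leaf tissue, also chosen by the study on these samples, had a log2 fold change below 0, of which 3 fell at an adjusted p under 0.05 (range 1 to 5 lower and 0 to 0 higher over all settings and tools). In the study's photosynthesis class of higher genes, 7 of 7 tested genes were above 0, which follows from their choice as higher genes, and none passed edgeR's quasi-likelihood test. ERF104 (Os08g0474000) was at 9.45 ± 3.25 CPM (SD, n = 2) in OsbZIP47KD and 152 ± 69.2 CPM (SD, n = 2) in WT. ERF104 had an adjusted p of 0.0691 without OsbZIP47KD replicate 1 and 0.129 without OsbZIP47KD replicate 2 (range 1.85e-41 to 0.129 over all settings and tools), from edgeR's quasi-likelihood test.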

Gene Ontology (GO) analysis of positively regulated gene set (Figures 6A,B and Supplementary Materials and Methods, Supplementary Dataset 2) revealed enrichment of RNA (regulation of transcription), lipid, CHO metabolism, signaling, development, and hormone metabolism pathways (Figure 6A). Whereas in the negatively regulated set, genes related to secondary metabolism, transport, cell wall, signaling, stress, hormone metabolism, and miscellaneous factors were overrepresented (Figure 6B). 

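Among the genes that the study lists as higher in OsbZIP47KD, few passed the adjusted threshold. The expression filter kept 1277 of these 1944 genes for testing, against 784 of the 854 that the study lists as lower. Metacaspase gene MC1 (Os03g0388900), a cysteine protease of the caspase-like family, was at 6.74 ± 3.62 CPM (SD, n = 2) in OsbZIP47KD and 0.0943 ± 0.133 CPM (SD, n = 2) in WT. Of the stress class 1 of 27 tested genes rose at an adjusted p under 0.05 by edgeR's quasi-likelihood test, and of the miscellaneous class 2 of 110, with ranges of 0 to 20 and 1 to 43 over all settings and tools. In secondary metabolism 0 of 25 passed, in transport 0 of 63, in cell wall 0 of 34, in signalling 0 of 55 and in hormone metabolism 0 of 26. The filter left 33 stress and 62 miscellaneous genes untested, and 21, 27, 20, 36 and 16 genes of these last 5 classes, respectively. At an unadjusted p under 0.05, these 5 classes held 24, 56, 29, 52 and 22 higher genes, respectively. DESeq2 called 5, 2, 4, 6 and 1 of them, edgeR's exact test 8, 13, 10, 12 and 6, and limma 0 in each, and the highest numbers in any setting or tool were 15, 15, 12, 16 and 11. The study chose these genes on the same samples, so the counts are not independent evidence. MC1 had an adjusted p of 0.0794 without OsbZIP47KD replicate 1 and 0.318 without OsbZIP47KD replicate 2 (range 2.13e-04 to 0.318 over all settings and tools), from edgeR's quasi-likelihood test. MC1 also missed the threshold with the 1 CPM filter, limma, the abundance trend removed and libraries thinned to the smallest total. MC1 ran from 4.92 without WT replicate 2 to 7.87 without WT replicate 1 in log2 fold change with 1 library left out.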

Not surprisingly, genes involved in hormone signaling and metabolism were controlled by *OsbZIP47*, both positively and negatively (Figures 6C,D). Specifically, jasmonate (JA) and abscisic acid (ABA) pathway genes are overrepresented in the positively regulated gene set. 

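Genes of auxin synthesis and response were found on both sides of the comparison. The study's auxin group, from its classes of lower and higher genes, has 16 tested genes, of which 1 fell at an adjusted p under 0.05 (range 0 to 3 lower and 0 to 3 higher over all settings and tools). Of the group, 11 had a log2 fold change above 0 and 5 below 0 (10 higher and 4 lower at an unadjusted p under 0.05, and at an adjusted p under 0.05 1 higher and 1 lower by DESeq2, 1 higher and 1 lower by edgeR's exact test and 1 lower by limma). The gene that fell is Os12g0270300, chosen for mention after its values were seen, with a log2 fold change of -1.39 (standard error 0.22, adjusted p = 0.0150 from edgeR's quasi-likelihood test). TDD1 (Os04g0463500), from a separate list of auxin synthesis and transport, a subunit of anthranilate synthase needed to make the auxin precursor tryptophan, had 329 and 217 counts in WT and 56 and 62 in OsbZIP47KD in the 4 libraries. Its log2 fold change was -1.84 (standard error 0.29, adjusted p = 0.0150 from edgeR's quasi-likelihood test). Of 5 tested genes of that list, 4 had a log2 fold change above 0 and only TDD1 passed edgeR's quasi-likelihood test (4 higher and 1 lower at an unadjusted p under 0.05, and at an adjusted p under 0.05 1 higher and 1 lower by DESeq2, 2 higher and 1 lower by edgeR's exact test and 1 lower by limma). In a list of auxin response genes matched to the study's genes, 6 were tested and none passed edgeR's quasi-likelihood test (3 higher and 2 lower at an unadjusted p under 0.05, and none at an adjusted p under 0.05 by DESeq2, edgeR's exact test or limma). Of that list, 3 were higher and 2 lower when adjusted over the list alone. All these genes were chosen by the study on the same samples, so the counts are not independent evidence. Os12g0270300 had an adjusted p of 0.0626 without OsbZIP47KD replicate 1 and 0.109 without OsbZIP47KD replicate 2 (range 2.34e-06 to 0.109 over all settings and tools), and TDD1 one of 0.0697 without OsbZIP47KD replicate 1 and 0.0779 without OsbZIP47KD replicate 2 (range 2.30e-06 to 0.0779 over all settings and tools), from edgeR's quasi-likelihood test.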

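Of 13 tested genes of abscisic acid synthesis and signalling, 12 had a log2 fold change below 0 in the libraries labelled OsbZIP47KD and 4 fell at an adjusted p under 0.05 (range 0 to 9 lower and 0 to 1 higher over all settings and tools, and 1 was higher and 11 lower when adjusted over the list alone). They include OsPP2C30 (Os03g0268600), a phosphatase that represses the pathway, and OsSAPK2 (Os07g0622000), a kinase that transmits the signal. OsPP2C30 had a log2 fold change of -1.35 (standard error 0.21, adjusted p = 0.0154 from edgeR's quasi-likelihood test) and OsSAPK2 one of -1.67 (standard error 0.26, adjusted p = 0.0154 from the same test). For the transcription factor gene OsbZIP23 (Os02g0766700), it was -1.19 (standard error 0.23, adjusted p = 0.0429 from edgeR's quasi-likelihood test). OsPP2C30 lies beside another gene model that was called with it and may share its reads. Of 5 tested jasmonate genes, all 5 had a log2 fold change below 0 and none passed edgeR's quasi-likelihood test (4 lower at an unadjusted p under 0.05, and at an adjusted p under 0.05 3 lower by DESeq2 and 4 lower by edgeR's exact test and none by limma). Among the jasmonate genes, 0 were higher and 3 lower when adjusted over the list alone. Their tested members JAZ10 and JAZ12 also belong to the list of wound and elicitor genes, and JAZ10, chosen for mention after its values were seen, had 1291 and 405 counts in WT and 219 and 146 in OsbZIP47KD. Of 4 further members under the filter, the study lists 3 as higher, OsAOS3 with 0 and 0 counts in WT and 7 and 19 in OsbZIP47KD, OsAOS4 with 3 and 0 counts in WT and 4 and 18 in OsbZIP47KD and OsLOX5 with 6 and 7 counts in WT and 3 and 45 in OsbZIP47KD, chosen for mention after their values were seen. Both lists were matched to genes that the study chose on these samples, so the counts are not independent evidence of their direction. In the same libraries, 5 of 5 tested genes of a list of photosynthesis and leaf tissue, also chosen by the study on these samples, had a log2 fold change below 0, of which 3 fell at an adjusted p under 0.05 (range 1 to 5 lower and 0 to 0 higher over all settings and tools). In the study's photosynthesis class of higher genes, 7 of 7 tested genes were above 0, which follows from their choice as higher genes, and none passed edgeR's quasi-likelihood test. OsPP2C30 had an adjusted p of 0.0530 without OsbZIP47KD replicate 1 and 0.109 without OsbZIP47KD replicate 2 (range 4.08e-05 to 0.109 over all settings and tools), and OsSAPK2 one of 0.0910 without OsbZIP47KD replicate 1 and 0.108 without OsbZIP47KD replicate 2 (range 2.63e-08 to 0.108 over all settings and tools), from edgeR's quasi-likelihood test. OsbZIP23 had an adjusted p of 0.197 without OsbZIP47KD replicate 2 (range 2.37e-04 to 0.197 over all settings and tools), from edgeR's quasi-likelihood test. OsbZIP23 also missed the threshold with upper quartile scaling, the 1 CPM filter, the abundance trend removed and libraries thinned to the smallest total.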

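CKX1 (Os01g0187600), a cytokinin dehydrogenase that breaks cytokinin down, had 0 and 2 counts in the WT libraries and 7 and 6 counts in the libraries labelled OsbZIP47KD. This is a ratio of 8.38 (95% counting interval 1.90 to 76.4) without a test. With 1 library left out, the log2 ratio of CKX1 ran from 1.47 without WT replicate 2 to 3.24 without OsbZIP47KD replicate 2, against 3.07 with all libraries. The lower value is set against the floor of 3 counts, since WT replicate 1 had no count. IPT7 (Os05g0551700), an enzyme of cytokinin synthesis, had 1 and 2 counts in WT and 9 and 15 in OsbZIP47KD, a ratio of 10.3 (95% counting interval 3.13 to 53.5). Of 3 tested cytokinin genes, none passed edgeR's quasi-likelihood test (3 higher at an unadjusted p under 0.05, and none at an adjusted p under 0.05 by DESeq2, edgeR's exact test or limma). Of 5 tested genes of ethylene synthesis and signalling, 1 fell at an adjusted p under 0.05 (range 1 to 2 lower and 0 to 1 higher over all settings and tools). The gene that fell encodes an oxidase of the last step of ethylene synthesis. The member that edgeR's exact test called higher is OsACS3 (Os08g0143300), chosen for mention after its values were seen. It was matched by its name, and the study's table describes it as an AMP-binding protein. In the study's class of ethylene signal transduction, from its classes of lower and higher genes, 3 of 8 genes were tested, 3 had a log2 fold change above 0 and none passed edgeR's quasi-likelihood test (3 higher at an unadjusted p under 0.05, and none at an adjusted p under 0.05 by DESeq2, edgeR's exact test or limma). Counts adjusted over the list alone were 3 higher and 0 lower for cytokinin and 2 higher and 3 lower for ethylene. The study chose both groups on these samples, so these are not independent evidence. IPT7 had a log2 fold change of 3.24 (standard error 1.10, adjusted p = 0.214 from edgeR's quasi-likelihood test).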

CK degradation and ethylene signal transduction genes are notable in the negatively regulated gene set. 

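GA2OX2 (Os01g0332200), one of the oxidases that inactivate gibberellin, had 2 and 0 counts in the WT libraries and 16 and 16 in the libraries labelled OsbZIP47KD, a ratio of 20.6 (95% counting interval 5.26 to 178). The study's table gives this identifier both a locus described as a gibberellin oxidase and one described as a retrotransposon protein, and the counts do not separate them. Of 7 tested genes of gibberellin synthesis and inactivation, 5 had a log2 fold change above 0 and 2 below 0. None passed edgeR's quasi-likelihood test at an adjusted p under 0.05 (4 higher and 2 lower at an unadjusted p under 0.05, and at an adjusted p under 0.05 1 lower by DESeq2 and 3 higher and 1 lower by edgeR's exact test and none by limma). Within this list, 3 were higher and 2 lower when adjusted over the list alone. The study picked these genes from the same libraries, so the list is not independent evidence. GA2OX2 had an adjusted p of 0.137 from edgeR's quasi-likelihood test. GA2OX2 passed an adjusted p under 0.05 with edgeR's exact test (range 0.0151 to 0.480 over all settings and tools). GA2OX2 ran from 3.27 without WT replicate 2 to 7.13 without WT replicate 1 in log2 fold change with 1 library left out.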

Interestingly, genes of GA pathway were enriched in the positively regulated gene set, whereas genes for GA-synthesis-degradation were enriched in the negatively regulated gene set (Figure 6D). Examples of *OsbZIP47* downstream genes that could interlink hormone pathways for panicle and floret development include *APETALA-2-LIKE TRANSCRIPTION FACTOR39* (OsAP2-39), 9- cis-epoxycarotenoid dioxygenase3 (*OsNCED3*), and *ELONGATED UPPER MOST INTERNODE1* (*OsEUI1*). *AP2-39* balances the antagonistic relation between ABA and GA by modulating the expression levels of *OsNCED3* and *OsEUI1* to regulate plant height, yield, and seed germination (Yaish et al., 2010; Shu et al., 2016). 

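NCED3 (Os03g0645900), an enzyme of abscisic acid synthesis, was at 55.5 ± 1.60 CPM (SD, n = 2) in OsbZIP47KD and 147 ± 21.5 CPM (SD, n = 2) in WT, with a log2 fold change of -1.40 (standard error 0.20, adjusted p = 0.0101 from edgeR's quasi-likelihood test). OsAP2-39 (Os04g0610400), a transcription factor gene, was at 23.9 ± 3.58 CPM (SD, n = 2) in OsbZIP47KD and 47.8 ± 25.7 CPM (SD, n = 2) in WT. EUI1 (Os05g0482400), a cytochrome P450 that inactivates gibberellin, was at 12.1 ± 11.9 CPM (SD, n = 2) in OsbZIP47KD and 1.57 ± 1.15 CPM (SD, n = 2) in WT. AP2-39 had a log2 fold change of -0.996 (standard error 0.37, adjusted p = 0.257 from edgeR's quasi-likelihood test) and EUI1 one of 2.94 (standard error 0.89, adjusted p = 0.195 from the same test), so neither passed the test. NCED3 had an adjusted p of 0.0541 without OsbZIP47KD replicate 1 and 0.0617 without OsbZIP47KD replicate 2 (range 1.79e-06 to 0.0617 over all settings and tools), and AP2-39 one of 7.67e-04 without WT replicate 2 (range 7.67e-04 to 0.914 over all settings and tools), from edgeR's quasi-likelihood test. EUI1 passed an adjusted p under 0.05 with no filter, DESeq2, edgeR's exact test and the replicate number as a block. It missed that threshold with limma, the 1 CPM filter and RLE, upper quartile and library size scaling. AP2-39 ran from -0.32 without WT replicate 1 to -1.51 without WT replicate 2 in log2 fold change with 1 library left out, and EUI1 from 1.21 without OsbZIP47KD replicate 2 to 3.90 without WT replicate 2. NCED3 lies beside another gene model that was called with it and may share its reads.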

We observed positive regulation of *OsAP2-39* and *OsNCED3*, and negative regulation of *EUI1* by *OsbZIP47*. Thus, we suggest that *OsbZIP47* may enhance ABA biosynthesis and modulate GA biosynthesis possibly to regulate plant height and panicle rachis elongation (Figures 2D,E). Examples of other *OsbZIP47* downstream genes linked to different phenotypes in *OsbZIP47KD* plants are further discussed. Interestingly, in *OsbZIP47KD* inflorescences, whole transcriptome analyses showed higher transcript levels for the *CLV3* paralog genes, *FON2/4* and *FCP1.* Moreover, genes from the KNOX-WUS pathway, and isopentenyl-transferases, *IPT6*, and IPT8 that encode CK-biosynthesis rate limiting enzymes were also upregulated. These results together, suggest the roles of *OsbZIP47* in the regulation of panicle primary branch meristems and secondary branch meristems. 

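Transcripts of the CLV3-like peptide genes were few in every library. FON2 (Os11g0595400) had 4 and 0 counts in the WT libraries and 5 and 23 in the libraries labelled OsbZIP47KD, a ratio of 9.02 (95% counting interval 3.16 to 35.4). With 1 library left out, the log2 ratio of FON2 ran from 1.75 without OsbZIP47KD replicate 2 to 3.77 without OsbZIP47KD replicate 1, against 3.17 with all libraries. FCP1 (Os04g0473800) had no count in either WT library and was at least 6.87-fold higher against a floor of 3 counts over those libraries, with a 95% counting interval that reaches down to 4.97-fold. Both genes were under the count filter, so no test was made, and neither passed edgeR's quasi-likelihood test when every gene with a count was tested (adjusted p = 0.351 for FON2 and 0.245 for FCP1). IPT8 (Os01g0688300), an isopentenyl transferase of cytokinin synthesis, was at 6.34 ± 0.477 CPM (SD, n = 2) in OsbZIP47KD and 1.08 ± 0.724 CPM (SD, n = 2) in WT. It had a log2 fold change of 2.54 (standard error 0.79, adjusted p = 0.179 from edgeR's quasi-likelihood test), which did not pass the test. IPT8 ran from 1.96 without WT replicate 1 to 3.38 without WT replicate 2 in log2 fold change with 1 library left out.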

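SPL7 (Os04g0551500), a transcription factor gene of the inflorescence, was at 31.0 ± 15.6 CPM (SD, n = 2) in OsbZIP47KD and 15.1 ± 0.838 CPM (SD, n = 2) in WT. OsMADS16 (Os06g0712700), a floral organ identity gene, was at 47.9 ± 34.5 CPM (SD, n = 2) in OsbZIP47KD and 22.2 ± 2.33 CPM (SD, n = 2) in WT, and its level in OsbZIP47KD replicate 1 was 23.5 CPM against 72.3 CPM in replicate 2. DL (Os03g0215200), a YABBY gene of carpel development, was at 23.9 ± 5.35 CPM (SD, n = 2) in OsbZIP47KD and 11.5 ± 3.27 CPM (SD, n = 2) in WT. SPL7 had a log2 fold change of 1.03 (standard error 0.37, adjusted p = 0.235 from edgeR's quasi-likelihood test), OsMADS16 one of 1.11 (standard error 0.49, adjusted p = 0.377 from the same test) and DL one of 1.06 (standard error 0.36, adjusted p = 0.209 from the same test). All 3 means were higher in the libraries labelled OsbZIP47KD, and none of the differences passed the test. SPL7 ran from 0.35 without OsbZIP47KD replicate 1 to 1.47 without OsbZIP47KD replicate 2 in log2 fold change with 1 library left out, and OsMADS16 from 0.08 without OsbZIP47KD replicate 2 to 1.65 without OsbZIP47KD replicate 1.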

Reduced transcript expression was observed for *SQUAMOSA PROMOTER BINDING PROTEIN-LIKE 7* (*SPL7*), *OsMADS16*, and *YABBY* domain factor-*DROOPING LEAF* (*DL*) in *OsbZIP47KD*. The *SPL7* regulates inflorescence meristem and spikelet transition (Dai et al., 2018). *OsMADS16* and *DL* regulate lodicule, stamen, and carpel development (Nagasawa et al., 2003; Yamaguchi et al., 2004). Moreover, the F-box gene, *APO1* with roles in spikelet and floret development was also deregulated (Supplementary Dataset 1 and Figure 6E; Ikeda et al., 2005, 2007). These findings corelate with the *OsbZIP47KD* inflorescence branching and floret organ defects (Figures 2, 3). 

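APO1 (Os06g0665400) encodes an F-box protein that keeps panicle meristems in their branching state. It was at 29.7 ± 7.98 CPM (SD, n = 2) in OsbZIP47KD and 10.6 ± 3.27 CPM (SD, n = 2) in WT. The difference did not pass edgeR's quasi-likelihood test at an adjusted p under 0.05 after low counts were filtered out. It passed with no filter, and missed that threshold with DESeq2 and limma.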

The positive regulation of *CUC1* by *OsbZIP47* supports plausible mechanism for its influence on organ whorl boundaries (Takeda et al., 2011; Figure 6E and Supplementary Dataset 1) and could explain the development of chimeric floral organs in *OsbZIP47KD* transgenics. 

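CUC1 (Os03g0327100) encodes a NAC transcription factor that sets the boundaries between organs. It was at 8.41 ± 5.83 CPM (SD, n = 2) in OsbZIP47KD and 38.0 ± 8.40 CPM (SD, n = 2) in WT, with a log2 fold change of -2.18 (standard error 0.44, adjusted p = 0.0634 from edgeR's quasi-likelihood test). Both libraries labelled OsbZIP47KD were below both WT libraries, and the difference did not pass the test after low counts were filtered out. CUC1 passed an adjusted p under 0.05 with no filter, DESeq2, edgeR's exact test and the replicate number as a block. It missed that threshold with limma, the 1 CPM filter and RLE, upper quartile and library size scaling. CUC1 ran from -1.60 without OsbZIP47KD replicate 2 to -3.19 without OsbZIP47KD replicate 1 in log2 fold change with 1 library left out. The paper writes that positive regulation of CUC1 by OsbZIP47 supports a plausible mechanism for its influence on organ whorl boundaries and could explain the chimeric floral organs of OsbZIP47KD plants.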

Transcription factors control the dynamics of hormone signaling pathways by modulating gene expression levels. 

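Of the bHLH genes that the study lists, 1 of 21 tested rose at an adjusted p under 0.05 (11 higher and 5 lower at an unadjusted p under 0.05, and at an adjusted p under 0.05 2 higher and 2 lower by DESeq2, 4 higher and 2 lower by edgeR's exact test and 1 higher by limma; range 0 to 4 higher and 0 to 4 lower over all settings and tools). The gene that rose is OsbHLH022 (Os03g0671000), chosen for mention after its values were seen, with a log2 fold change of 2.75 (standard error 0.46, adjusted p = 0.0202 from edgeR's quasi-likelihood test). Of the C2H2 zinc finger genes 1 of 16 rose (10 higher and 3 lower at an unadjusted p under 0.05, and at an adjusted p under 0.05 4 higher and 1 lower by DESeq2, 5 higher and 2 lower by edgeR's exact test and 1 higher by limma; range 0 to 7 higher and 0 to 4 lower). The gene that rose is OsIDD6, a regulator of the transition to flowering. Of the CO-like, TCP and trihelix genes, 4, 3 and 4 were tested and none passed edgeR's quasi-likelihood test. At an unadjusted p under 0.05, 3 CO-like, 3 TCP and 2 trihelix genes were higher and 1, 0 and 1 lower. DESeq2 called 1 TCP gene higher and no CO-like or trihelix gene, edgeR's exact test called 1 of each class higher and 1 CO-like gene lower, and limma called none. The study selected these genes on the same samples, so the counts are not independent evidence. OsbHLH022 had an adjusted p of 0.0832 without OsbZIP47KD replicate 1 and 0.108 without OsbZIP47KD replicate 2 (range 3.37e-05 to 0.108 over all settings and tools), from edgeR's quasi-likelihood test.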

Transcription factors genes that are deregulated in *OsbZIP47KD* panicles include bHLH gene members (22 genes), Co-like Zn finger (5 genes), TCP class 1 (2 genes), and TCP class 2 (1 gene), trihelix (4 genes), C2H2 zinc (20 genes) (Figure 6C and Supplementary Dataset 2). 

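MYB-related genes were mostly lower in the libraries labelled OsbZIP47KD. Of the 4 tested, 3 fell at an adjusted p under 0.05 (range 2 to 3 lower and 0 to 1 higher over all settings and tools), among them OsLHY and, chosen for mention after their values were seen, Os01g0863300 and MID1 (Os05g0442400), which acts in the response to drought in reproductive tissue. In log2 fold change, Os01g0863300 was at -3.18 (standard error 0.31, adjusted p = 7.66e-04 from edgeR's quasi-likelihood test) and MID1 at -2.29 (standard error 0.41, adjusted p = 0.0313 from the same test). None of 10 tested NAC genes and none of 13 tested WRKY genes passed edgeR's quasi-likelihood test, with 9 and 9 of them below 0 in log2 fold change, respectively. For the NAC genes, the counts were 1 higher and 8 lower at an unadjusted p under 0.05, and at an adjusted p under 0.05 3 lower by DESeq2 and 1 higher and 4 lower by edgeR's exact test and none by limma. For the WRKY genes, they were 3 higher and 6 lower at an unadjusted p under 0.05, and at an adjusted p under 0.05 2 lower by DESeq2 and 1 higher and 4 lower by edgeR's exact test and none by limma. The study lists 5 NAC genes as higher and 10 as lower, and 5 of these were under the filter. Of the WRKY genes it lists 6 as higher and 10 as lower, and 3 were under it. Several of both belong to the wound and elicitor list, where 13 of 14 tested members were higher in WT replicate 1. OsWRKY53 of that list, chosen for mention after its values were seen, had 2408 and 713 counts in WT and 409 and 223 in OsbZIP47KD. The study selected all these genes from the same libraries, so they are not independent evidence. MID1 had an adjusted p of 0.115 without OsbZIP47KD replicate 2 (range 4.66e-05 to 0.115 over all settings and tools), from edgeR's quasi-likelihood test. MID1 ran from -1.78 without OsbZIP47KD replicate 2 to -3.13 without OsbZIP47KD replicate 1 in log2 fold change with 1 library left out.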

The genes for transcription factors that are positively regulated by *OsbZIP47* are from NAC class, WRKY class, and MYB-related class genes. Among the latter class is OsLHY (LATE ELONGATED HYPOCOTYL)/CCA1 (CIRCADIAN CLOCK ASSOCIATED1) which functions in photoperiodic flowering, plant tillering, and grain yield (Wang et al., 2020; Sun et al., 2021). We speculate that the delayed flowering phenotype of *OsbZIP47KD* plants can be associated with the positive regulation of *OsLHY* by *OsbZIP47*. 

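OsLHY (Os08g0157600), a transcription factor gene of the circadian clock, was at 10.4 ± 1.80 CPM (SD, n = 2) in OsbZIP47KD and 56.2 ± 16.2 CPM (SD, n = 2) in WT. This is a log2 fold change of -2.43 (standard error 0.31, adjusted p = 0.00518 from edgeR's quasi-likelihood test). In a list of clock genes, 3 of 4 tested genes fell at an adjusted p under 0.05 (range 1 to 3 lower and 0 to 1 higher over all settings and tools). PRR95 (Os09g0532400), a pseudo-response regulator of the clock, had 1429 and 1165 counts in WT and 158 and 160 in OsbZIP47KD, with a log2 fold change of -2.66 (standard error 0.20, adjusted p = 5.62e-05 from edgeR's quasi-likelihood test). Adjusted over the list alone, 3 were lower and 1 higher, which is not independent evidence because the study chose these genes on the same samples. Neither the sample labels nor the paper's methods give the time of day at collection. For these clock genes, a difference in that time between the groups cannot be told apart from the knockdown. In the same libraries, 5 of 5 tested genes of a list of photosynthesis and leaf tissue, also chosen by the study on these samples, had a log2 fold change below 0, of which 3 fell at an adjusted p under 0.05 (range 1 to 5 lower and 0 to 0 higher over all settings and tools), such as the chlorophyll-binding protein gene OsCAB1R (Os09g0346500). In the study's photosynthesis class of higher genes, 7 of 7 tested genes were above 0, which follows from their choice as higher genes, and none passed edgeR's quasi-likelihood test. OsCAB1R had a log2 fold change of -2.40 (standard error 0.29, adjusted p = 0.00357 from edgeR's quasi-likelihood test). OsLHY had an adjusted p of 0.0530 without OsbZIP47KD replicate 1 (range 3.36e-10 to 0.0530 over all settings and tools), from edgeR's quasi-likelihood test.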

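DRUS2/FLR2 (Os01g0769700), a receptor-like kinase of the FERONIA family, was at 127 ± 3.00 CPM (SD, n = 2) in OsbZIP47KD and 267 ± 71.0 CPM (SD, n = 2) in WT, with a log2 fold change of -1.07 (standard error 0.21, adjusted p = 0.0429 from edgeR's quasi-likelihood test). Counts in the 2 libraries labelled OsbZIP47KD, 495 and 524, lay closer together than those in WT, 1681 and 1089. DRUS2/FLR2 had an adjusted p of 0.174 without WT replicate 1, 0.132 without OsbZIP47KD replicate 1 and 0.199 without OsbZIP47KD replicate 2 (range 2.92e-05 to 0.199 over all settings and tools), from edgeR's quasi-likelihood test. DRUS2/FLR2 also missed the threshold with upper quartile scaling, the abundance trend removed and libraries thinned to the smallest total.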

We also speculate that positive regulation of *DWARF AND RUNTISH SPIKELET2/FERONIA like Receptor 2* (*DRUS2/FLR2*) may contribute to architecture, fertility, and seed yield (Li et al., 2016; Figure 6E and Supplementary Dataset 1). To obtain a predicted list of candidate direct genes and targets of OsbZIP47, we queried the dataset of deregulated genes in *OsbZIP47KD* panicles for the occurrence of *cis* motif typical to the TGA-subclade within the large family of bZIP factors in the rice, Arabidopsis, and maize genomes. Arabidopsis TGA sub-family includes AtPAN, the homolog of OsbZIP47, and AtPAN binds to the core *cis* regulatory element TGACG (Gutsche and Zachgo, 2016). Among the 2,210 differentially expressed annotated (MSU-TIGR v7) genes, a large number displayed the core motif TGACG in their TSS-promoter proximal regions (-500 bp to + 100 bp from TSS; Supplementary Dataset 3). 

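The counts of FCP1 in the libraries labelled OsbZIP47KD were 4 in replicate 1 and 12 in replicate 2, and the level was 1.95 ± 1.29 CPM (SD, n = 2). The limit that a count of 0 allows, 3 counts, is 0.566 CPM in WT replicate 1 and 0.596 CPM in WT replicate 2. On the log2 scale the bound for FCP1 was 2.78. It was 1.85 without OsbZIP47KD replicate 2, 1.73 without WT replicate 1 and 1.77 without WT replicate 2, where the floor rests on a single WT library.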

Interestingly, the TGACG core motif occurred three times in this region of the *FCP1* locus hinting that *FCP1* deregulation is likely a direct effect of OsbZIP47. Other predicted direct targets that relate to developmental functions of OsbZIP47 are *APO1*, *GNP1* (*GA20Ox1*), *CYCD7*, *OsSPL7*, *OsIAA20*, and *GRX6*, to name a few. 

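GNP1 (Os03g0856700), an oxidase of gibberellin synthesis, was at 26.5 ± 2.37 CPM (SD, n = 2) in OsbZIP47KD and 11.2 ± 0.146 CPM (SD, n = 2) in WT, with a log2 fold change of 1.24 (standard error 0.32, adjusted p = 0.110 from edgeR's quasi-likelihood test). IAA20 (Os06g0166500), an auxin response repressor, had 0 and 2 counts in WT and 6 and 16 in OsbZIP47KD, a ratio of 14.2 (95% counting interval 3.48 to 124), and was under the filter for testing. The log2 ratio of IAA20, 3.83 with all libraries, ran from 2.23 without WT replicate 2, where it is set against the floor, to 4.25 without OsbZIP47KD replicate 1. GNP1 passed an adjusted p under 0.05 with edgeR's exact test (range 0.0300 to 0.326 over all settings and tools). Counts of GRX6 (Os01g0667900), a glutaredoxin gene, were 271 and 172 in WT and 14 and 51 in OsbZIP47KD.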

Other gene targets could be regulated by degenerate *cis* elements related to “core motif” or by “core motif” in other distal regions of these loci. This *in silico* prediction of downstream targets of OsbZIP47 provides an extra level of confidence to the transcriptome-based deregulated gene set and can facilitate DNA–protein interaction studies. Overall, these results give a snapshot of *OsbZIP47* molecular functions in inflorescence tissues and give leads to its unique *vs.* evolutionarily conserved roles for panicle meristem transitions and floral organ development.

**FIGURE 6:**
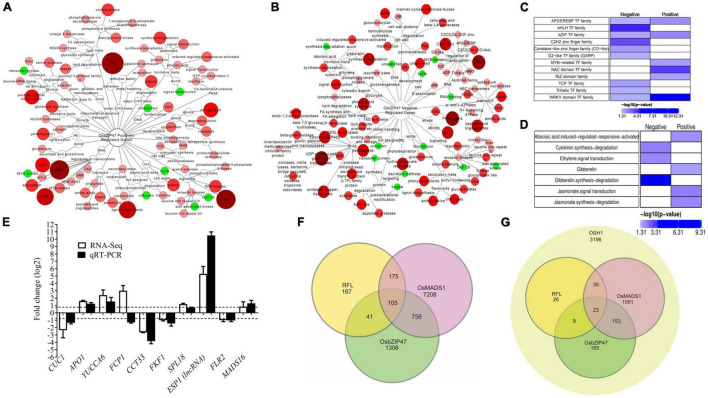
Differentially expressed genes (DEGs) and GO enrichment analysis of pathways downstream to OsbZIP47. Enrichment networks depicting pathways regulated by OsbZIP47. **(A)** positively regulated, and **(B)** negatively regulated pathways. The red and green color nodes represent enriched and depleted functional categories, respectively (*P* < 0.05). The size and color intensity of the node correlates with the over-representation of genes within the given class. **(C)** Enrichment map of transcription factor (TF) genes shows those encoding members from bHLH, G2-like, C2H2 zinc finger, TCP, Trihelix are underrepresented, whereas TFs, such as AP2/EREBP, MYB-related, NAC domain, TAZ, WRKY, and bZIP were overrepresented. **(D)** The 2,210 DEGs annotated in MSU-TIGR v7 were taken for GO-enrichment analysis for phytohormone metabolism and signaling. Cytokinin (CK) degradation, ethylene signal transduction genes, and gibberellin (GA)-synthesis-degradation were enriched in negatively regulated dataset, whereas, abscisic acid (ABA), GA pathway, and jasmonate (JA) pathways predominate in the positively regulated set. **(E)** RT-qPCR analysis of the relative fold-change for transcripts from several candidate target genes of OsZIP47 in 0.1 to 0.5 cm panicles from *OsbZIP47KD* as compared to WT tissues. The normalization of transcript level of each gene was done using *UBQ5* transcript levels. Error bars represent the standard deviation. **(F)** Venn diagram showing unique and overlapping sets of differentially expressed genes (DEGs) derived from *OsMADS1, OsbZIP47*, and *RFL* transcriptome datasets (Rao et al., 2008; Khanday et al., 2013; this study). **(G)** Genes implicated to be coregulated by *OsMADS1, OsbZIP47*, and *RFL* and bound by *OSH1* (Rao et al., 2008; Khanday et al., 2013; Tsuda et al., 2014; this study).

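ESP1, labelled as a lncRNA in Figure 6E, was taken to be Os01g0356951, the only lncRNA of the primer table. No table of the paper pairs the name with the identifier. In the RNA-Seq counts, it had 2 and 0 counts in WT and 35 and 79 in the libraries labelled OsbZIP47KD. It rose by a log2 fold change of 6.00 (standard error 0.89, adjusted p = 0.0127 from edgeR's quasi-likelihood test), a ratio of 73.4 (95% counting interval 19.9 to 614). FKF1 (Os11g0547000), a blue light receptor of the photoperiod pathway, was at 48.2 ± 4.33 CPM (SD, n = 2) in OsbZIP47KD and 99.6 ± 5.72 CPM (SD, n = 2) in WT, with a log2 fold change of -1.05 (standard error 0.20, adjusted p = 0.0433 from edgeR's quasi-likelihood test). SPL18 (Os09g0507100), a transcription factor gene of grain and panicle growth, was at 25.4 ± 9.66 CPM (SD, n = 2) in OsbZIP47KD and 10.6 ± 3.00 CPM (SD, n = 2) in WT, with a log2 fold change of 1.26 (standard error 0.38, adjusted p = 0.164 from edgeR's quasi-likelihood test). ESP1 had an adjusted p of 0.115 without OsbZIP47KD replicate 2 (range 1.89e-08 to 0.115 over all settings and tools), and FKF1 one of 0.0705 without WT replicate 1, 0.130 without OsbZIP47KD replicate 1 and 0.133 without OsbZIP47KD replicate 2 (range 0.00149 to 0.133 over all settings and tools), from edgeR's quasi-likelihood test. FKF1 also missed the threshold with upper quartile scaling, library size scaling, the abundance trend removed and libraries thinned to the smallest total. ESP1 ran from 5.06 without WT replicate 2 to 8.92 without WT replicate 1 in log2 fold change with 1 library left out.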

### Comprehensive Datamining of Transcriptome Datasets of *OsMADS1*, *OsbZIP47*, *RFL*, and Genome Binding Dataset for *OSH1*

Extending our findings of OsbZIP47 interaction with OsMADS1, RFL, and OSH1, we carried out meta-analyses of published transcriptome datasets affected in mutants of these partner proteins. To identify candidate genes for co-regulation by these factors, the differential transcriptome in *dsRNAiOsbZIP47KD*, dsRNAi*OsMADS1*, and dsRNAi*RFL* panicles were examined (Rao et al., 2008; Khanday et al., 2013). First, we aligned genes from three different transcriptomic datasets for this meta-study (Supplementary Materials and Methods). The 2,210 (as annotated by MSU-TIGR v7) deregulated genes in *dsRNAiOsbZIP47KD* panicles were examined for overlap with 8,246 affected genes in *dsRNAiOsMADS1KD* transcriptome (Figure 6F and Supplementary Dataset 4; Khanday et al., 2013). Among 758 candidate genes co-regulated by both OsbZIP47 and OsMADS1 (Figure 6F and Supplementary Dataset 4), 204 genes were downregulated in both *OsbZIP47KD* and *OsMADS1KD* lines. These genes included Gibberellin-regulated protein precursor expressed (*GASR3*), auxin-responsive *SMALL AUXIN-UP RNA 11* (*OsSAUR11*), *DRUS2/FLR2*, and *JASMONATE ZIM-DOMAIN12* (*TIFY11D/OsJAZ12*) (ZIM domain transcription factor). 

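GASR3 (Os03g0760800), a gibberellin-regulated peptide gene, was at 6.74 ± 7.68 CPM (SD, n = 2) in OsbZIP47KD and 28.8 ± 2.85 CPM (SD, n = 2) in WT. SAUR11 (Os02g0643800), an auxin-responsive gene, was at 5.14 ± 0.857 CPM (SD, n = 2) in OsbZIP47KD and 11.4 ± 3.81 CPM (SD, n = 2) in WT, and JAZ12 (Os10g0392400), a repressor of jasmonate signalling, at 20.4 ± 9.94 CPM (SD, n = 2) in OsbZIP47KD and 62.5 ± 18.2 CPM (SD, n = 2) in WT. GASR3 had a log2 fold change of -2.07 (standard error 0.80, adjusted p = 0.341 from edgeR's quasi-likelihood test), SAUR11 one of -1.15 (standard error 0.49, adjusted p = 0.316 from the same test) and JAZ12 one of -1.62 (standard error 0.35, adjusted p = 0.0795 from the same test). None of these passed the test. GASR3 passed an adjusted p under 0.05 with edgeR's exact test. JAZ12 passed an adjusted p under 0.05 with no filter, DESeq2 and edgeR's exact test, and missed it with limma. GASR3 ran from -1.30 without OsbZIP47KD replicate 1 to -4.43 without OsbZIP47KD replicate 2 in log2 fold change with 1 library left out, and JAZ12 from -1.19 without OsbZIP47KD replicate 2 to -2.28 without OsbZIP47KD replicate 1.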

Another group of genes (386 out of 758 genes) were upregulated in both *OsbZIP47KD* and *OsMADS1KD* panicle datasets. This sub-set includes *OsMADS16*, *GNP1* (*GRAIN NUMBER PER PANICLE1*) and genes that regulate hormone signaling, such as *OsIAA20, YUCCA7, PROBABLE AUXIN EFFLUX CARRIER COMPONENT 5B* (*PIN5B)*, and *ETHYLENE INSENSITIVE LIKE 4* (*EIL*). 

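PIN5B (Os08g0529000), an auxin transporter, had 2 and 0 counts in WT and 6 and 14 in the libraries labelled OsbZIP47KD, a ratio of 12.9 (95% counting interval 3.13 to 114), and was under the filter for testing. The log2 ratio of PIN5B, 3.69 with all libraries, ran from 2.05 without WT replicate 1, where it is set against the floor, to 4.05 without OsbZIP47KD replicate 1. YUCCA7 (Os04g0128900), an enzyme of auxin synthesis, was at 9.92 ± 1.48 CPM (SD, n = 2) in OsbZIP47KD and 3.29 ± 0.151 CPM (SD, n = 2) in WT. EIL4 (Os08g0508700), a transcription factor gene of the ethylene response, was at 6.97 ± 0.260 CPM (SD, n = 2) in OsbZIP47KD and 2.43 ± 0.501 CPM (SD, n = 2) in WT. YUCCA7 had a log2 fold change of 1.59 (standard error 0.54, adjusted p = 0.212 from edgeR's quasi-likelihood test) and EIL4 one of 1.51 (standard error 0.64, adjusted p = 0.312 from the same test), and neither passed the test.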

Among the 758 candidate genes co-regulated by OsbZIP47 and OsMADS1, a subgroup of 153 genes (Figure 6G) are also bound by OSH1 (Tsuda et al., 2014). 

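SPH (Os04g0447100), a lipoxygenase gene, was at 14.3 ± 6.14 CPM (SD, n = 2) in OsbZIP47KD and 34.1 ± 28.6 CPM (SD, n = 2) in WT. Its counts were 288 and 70 in WT replicates 1 and 2, and 38 and 78 in the libraries labelled OsbZIP47KD, which lie on both sides of WT replicate 2. The log2 fold change was -1.25 (standard error 0.70, adjusted p = 0.501 from edgeR's quasi-likelihood test). Without WT replicate 1 it was 0.02, in the opposite direction, and without WT replicate 2 it was more negative than with all libraries.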

Striking among this sub-set are: *IAA20*, *YUCCA7, SPLIT-HULL* (*SPH*), and *DRUS2*/*FLR2*. Similarly, 41 genes (Figure 6F) are common to the DEGs in *OsbZIP47KD* panicles (RNA-Seq) and a low-density microarray study of panicles from dsRNAi*RFL* KD plants (Rao et al., 2008). Interestingly, 32 out of 41 genes were downregulated in both these datasets including ethylene signaling gene, *ACO1* which regulates internode elongation (Iwamoto et al., 2011), JA signaling gene, *TIFY11D* (Kim et al., 2009), and the *EMBRYOSAC1* (*OsEMSA1*) involved in embryo sac development (Zhu Q. et al., 2017). 

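ACO1 (Os09g0451400), the oxidase that makes ethylene from its precursor, was at 14.8 ± 5.40 CPM (SD, n = 2) in OsbZIP47KD and 61.3 ± 13.4 CPM (SD, n = 2) in WT, with a log2 fold change of -2.04 (standard error 0.31, adjusted p = 0.0143 from edgeR's quasi-likelihood test). EMSA1 (Os10g0524300), a gene of embryo sac development, was at 3.99 ± 3.96 CPM (SD, n = 2) in OsbZIP47KD and 13.0 ± 7.74 CPM (SD, n = 2) in WT, with a log2 fold change of -1.71 (standard error 0.75, adjusted p = 0.350 from edgeR's quasi-likelihood test), which did not pass the test. ACO1 had an adjusted p of 0.0666 without OsbZIP47KD replicate 1 (range 4.59e-07 to 0.0666 over all settings and tools), and EMSA1 one of 0.0400 without WT replicate 1 (range 0.0400 to 0.734 over all settings and tools), from edgeR's quasi-likelihood test. EMSA1 ran from -0.93 without OsbZIP47KD replicate 2 to -3.47 without OsbZIP47KD replicate 1 in log2 fold change with 1 library left out. ACO1 has a neighbouring gene model that was called with it and may share its reads.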

Finally, we identified 105 DEGs common to the differential transcriptome in *RFLKD*, *OsMADS1KD*, and *OsbZIP47KD* panicles (Figure 6F). 

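EIL2 (Os07g0685700), an ethylene response regulator, was at 292 ± 137 CPM (SD, n = 2) in OsbZIP47KD and 592 ± 138 CPM (SD, n = 2) in WT. AOS1 (Os03g0767000), an enzyme of jasmonate synthesis, was at 116 ± 1.08 CPM (SD, n = 2) in OsbZIP47KD and 231 ± 137 CPM (SD, n = 2) in WT, and GA2OX9 (Os02g0630300), which inactivates gibberellin, at 19.9 ± 9.55 CPM (SD, n = 2) in OsbZIP47KD and 68.2 ± 22.2 CPM (SD, n = 2) in WT. In log2 fold change, EIL2 was at -1.02 (standard error 0.34, adjusted p = 0.259 from edgeR's quasi-likelihood test), AOS1 at -0.99 (standard error 0.42, adjusted p = 0.380 from the same test) and GA2OX9 at -1.78 (standard error 0.36, adjusted p = 0.0657 from the same test). None of these passed the test. EIL2 passed an adjusted p under 0.05 with DESeq2. GA2OX9 passed an adjusted p under 0.05 with no filter, DESeq2 and edgeR's exact test, and missed it with limma. EIL2 ran from -0.61 without OsbZIP47KD replicate 2 to -1.66 without OsbZIP47KD replicate 1 in log2 fold change with 1 library left out, AOS1 from -0.22 without WT replicate 1 to -1.54 without WT replicate 2 and GA2OX9 from -1.36 without OsbZIP47KD replicate 2 to -2.43 without OsbZIP47KD replicate 1.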

The notable genes include *ETHYLENE INSENSITIVE-LIKE GENE 2* (*EIL2*), *ALLENE OXIDE SYNTHASE* (*AOS1*), and *GIBBERELLIN 2-OXIDASE 9* (*GA2OX9*). A subset of 23 genes are potentially regulated by OSH1 (Figure 6G; Tsuda et al., 2014). We infer that these transcription regulators possibly multimerize in one or more forms of complexes to regulate meristem development in rice. Overall, these findings hint that protein complexes, plausibly heterogeneous, with the combinations of OsbZIP47 and its varied partner factors may spatially and temporally co-ordinate downstream gene expression during panicle development, spikelet, and floret development.

### Redox-Dependent DNA Binding of OsbZIP47

DNA binding by Arabidopsis AtPAN is redox-sensitive due to the five Cysteine residues in the extended N-terminal domain (Gutsche and Zachgo, 2016; Supplementary Figure 8). Unlike AtPAN homologs from diverse species, rice OsbZIP47 lacks this domain. All proteins share a conserved Cys in the C terminal transcription transactivation domain (AtPAN Cys340/OsbZIP47 Cys269). Cys17 in OsbZIP47 is conserved in monocot species, while Cys196 is unique to *OsbZIP47.* Thus, though the rice and *Arabidopsis* proteins are homologs, they differ in size and in the overall number of cysteine residues. To examine OsbZIP47 oligomerization and the effects of its redox status on binding to target gene *cis* DNA elements, the full length (FL) OsbZIP47 protein was expressed in bacteria. The DNA binding activity of AtPAN is regulated by *S*-glutathionylation of the conserved Cys340 by AtROXY1, a glutaredoxin redox enzyme (Li et al., 2009; Gutsche and Zachgo, 2016). The corresponding conserved Cys 269 in OsbZIP47 may also render the rice protein to be redox-sensitive for biochemical activity. To determine if OsbZIP47 FL protein forms higher order self-oligomers, SEC with the purified Trx-His OsbZIP47 (62 Kda) protein was done and the elution of the protein in the column void volume (Figure 7A) suggested either aggregation or the formation of high order oligomers in the given condition. To examine the latter possibility, the purified OsbZIP47-His-Trx protein was treated with 2 mM of diamide, an oxidizing agent. In parallel, another aliquot of the protein was treated with 20 mM DTT, a reducing agent, and both treated protein fractions were analyzed on a non-reducing SDS-PAGE gel. The oxidized OsbZIP47-His-Trx sample had slower mobility whereas the reduced OsbZIP47-His-Trx sample migrated with the expected mobility for a ∼68 Kda protein. Importantly, we found that the effects of the oxidizing agent (diamide) can be reversed by DTT treatment. These data show that OsbZIP47 oligomerization is affected by its redox status (Figure 7B). Recently, OsbZIP47 maize ortholog, FEA4 was shown to switch its oligomerization status following redox change (Yang et al., 2021). Next, we tested the DNA binding affinity of OsbZIP47 to the TGACGT *cis* motif (predicted for OsbZIP47 DNA binding) present at around -371 bp upstream of the start codon in the *OsFCP1* locus (Figure 7C). The latter is a downstream gene target whose expression levels are affected in the SAM and in the panicles of *OsbZIP47KD* plants. The OsbZIP47 FL protein status was altered by incubation with the reducing agent DTT (20 mM) or with the oxidant diamide (2 mM) for 30 min prior to the incubation with the TGACGT motif containing DNA substrate. OsbZIP47 FL protein bound to the TGACGT motif under reducing conditions. Interestingly, incubation with diamide decreased OsbZIP47 FL-DNA interaction. Thus, electrophoretic mobility shift assays showed redox-sensitive DNA-binding of the OsbZIP47 FL protein (Figure 7D). Further, we quantified the binding affinity of OsbZIP47 FL with *cis* element from the *OsFCP1* locus using microscale thermophoresis (MST). To this end, OsbZIP47 FL protein was labeled with the RED-NHS 2nd Generation Dye (MO-L011, Nanotemper GmbH) and was mixed with increasing concentrations of *OsFCP1* oligos until saturation. The fluorescent signals obtained with increasing ligand concentrations followed a clear sigmoidal binding curve. As expected, OsbZIP47 FL protein displayed a stronger binding affinity to the *OsFCP1* locus in its reduced state, with a dissociation constant K_*d*_ of 815 nM, as compared to K*_*d*_* of 2.16 uM in the oxidized state (Figure 7E). The differential K_*d*_ values confirm a redox sensitive DNA–protein interaction. The Trx-His tag protein was taken as a negative control in these assays and no interaction between protein and ligand was detected (Supplementary Figure 9). Overall, the results of our qualitative and quantitative data suggest that affinity of *OsbZIP*47 FL binding to DNA was redox-dependent despite the absence of the extended Cys rich N-terminal domain commonly found in homologs from other species. Recently, OsbZIP47 close ortholog, ZmFEA4 was shown to interact with three GRX proteins to modulate its redox status and DNA accessibility (Yang et al., 2021).

**FIGURE 7:**
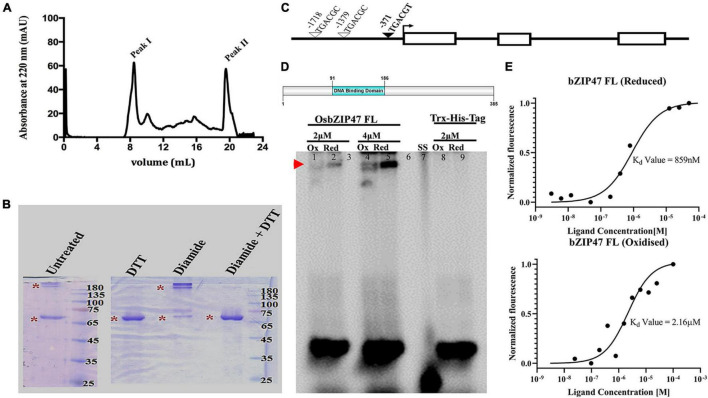
OsbZIP47 oligomerization and the effects of its redox status on DNA binding. **(A)** Size-exclusion chromatography (SEC) profile for OsbZIP47 protein/oligomer on a Superdex 200 increase column. **(B)** Mobility of purified OsbZIP47-Trx protein on non-reducing 10% of SDS-PAGE after treatment with 2 mM of diamide (an oxidizing agent), or with 20 mM DTT (a reducing agent), or with 2 mM diamide followed by 20 mM DTT. **(C)** Schematic representation of the *FCP1* gene locus. Exons are open white boxes, introns are shown as black lines, and the predicted *cis* motifs for bZIP DNA binding domain (DBD) are represented as inverted triangles. The DNA binding properties of OsbZIP47FL protein was tested for the TGACGT *cis* motif located at -371bp of *FCP1* (marked with a filled inverted triangle). **(D)** Schematic representation of OsbZIP47 FL protein (amino acid 1 to 385) used for EMSA and microscale thermophoresis assays. EMSA assays with full-length OsbZIP47 (62 Kda protein) shows retarded mobility of DNA-protein complex for the OsFCP1 locus (as indicated by red arrow). Lanes 1 and 2 correspond to the oxidized and reduced form of bZIP47 FL protein incubated with 2 μM of oligo. Lanes 4 and 5 represent the oxidized and reduced form of the same protein, incubated with 4 μM of oligo. Lanes 8 and 9 correspond to Trx-Tag protein incubated with 4 μM of probe. Lanes 3 and 6 are blank. Unbound dsDNA oligonucleotide is at the bottom. **(E)** Microscale thermophoresis-based assay to determine the dissociation constant for OsbZIP47 full-length and OsFCP1 dsDNA oligo interaction. 80 nM of fluorescently labeled protein was taken for binding with DNA sequences from OsFCP1 locus taken at a wide concentration range (100 μM to 3.05 nM). The OsbZIP47 full length protein was reduced with 20 mM DTT or oxidized with 1mM of oxidized glutathione. OsbZIP47 full length protein shows increased binding in the reduced state as compared to the oxidized state.

## Discussion

Arabidopsis PAN, maize FEA4, and rice bZIP47 proteins share a significant degree of similarity throughout their lengths with the most conserved region being the DNA binding domain (Supplementary Figure 8; Chuang et al., 1999; Nijhawan et al., 2008). Species-specific developmental roles for these factors may therefore arise from interacting co-regulators, from protein modification of these transcriptional regulators, and through variations in their downstream genes and pathways. Arabidopsis *AtPAN* has pleiotropic vegetative and reproductive growth effects. Flowers in the *pan* mutant are characterized by an increase in the floral organ number without a corresponding increase in FM size (Running and Meyerowitz, 1996; Chuang et al., 1999). Another study reported early flowering of *pan* mutant plants in long-day and short-day grown plants having an enlarged SAM and inflorescence meristems (Maier et al., 2011). Maize mutant *zmfea4* have enlarged vegetative SAMs, severely fasciated inflorescences, and florets with reduced stamen numbers (Pautler et al., 2015). We show that *OsbZIP47KD* plants have abnormalities in the shoot meristem size homeostasis similar to the enlarged SAM of maize *fea4* mutant. Yet, other phenotypes are unique to rice *OsbZIP47KD* lines, for instance, delayed flowering, increased stamen numbers, chimeric floral organs, and subtle changes to grain size and shape. Hence, despite redundancy of bZIP transcription factors, the phenotypes of single mutants, such as *atpan1*, *zmfea4*, and *OsbZIP47KD* indicate OsbZIP47 has evolutionarily conserved as well as unique roles in the vegetative and reproductive development. The partnership of OsbZIP47, with meristem regulators, OsMADS1, RFL, and OSH1 (KNOX1/STM), its oligomeric and redox status could relate to its functions in different meristems. This partnership and the findings that emerge from the differential transcriptome in *OsbZIP47KD* panicles allowed us to map OsbZIP47-regulated downstream genes, and those potentially dependent on its co-regulators.

### Meristem Development in Vegetative and Reproductive Phase

The enlarged SAM in *OsbZIP47KD* seedlings is superficially similar to that of maize *fea4*, yet there are underlying subtle differences in rice KD plants. A detailed phenotyping of SAMs from *OsbZIP47KD* seedlings showed increased cell size of L1 layer and its underlying cells suggesting precocious cell differentiation. Further, SAMs of *OsbZIP47KD* showed increased transcript signal of cell proliferation marker, H4 as indicated by *in situ* hybridization. The downregulation of *FON2*, *FCP1*, *YUCCA6, CUC1, APO1*, and *CYP734A4* in SAM, suggests several complex pathways by which OsbZIP47 contributes to SAM size and plant growth by modulating cell proliferation and differentiation. Notable here is the regulation of *CYP734A*, which as a direct target of OSH1 is suggested to repress premature cell differentiation in meristems (Tsuda et al., 2014). This observation together with our data on protein interactions between OsbZIP47 and OSH1 supports a plausible mechanism by which OsbZIP47-OSH1 partnership could regulate *CYP734A* expression with ensuing effects on meristem and lateral primordia development. Further, phytohormones, CK, AUX, and GA are also essential for cell division and organ differentiation (Leibfried et al., 2005; Zhao et al., 2010; Su et al., 2011). Transcriptome profiling of *OsbZIP47KD* panicles shows deregulated expression levels for different phytohormone related genes including *KNOTTED1-LIKE11*, *IPT1*, *IPT8*, *OsGA3OX2 OsGA2OX3*, *OsGA2OX4*, Os*GA20OX1*, *YUCCA6*, and *YUCCA7.* Plant meristems are under redox control by reactive oxygen species (ROS), the by-products of aerobic metabolism. 

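GA3OX2 (Os01g0177400), an oxidase that makes active gibberellin, was at 6.72 ± 0.276 CPM (SD, n = 2) in OsbZIP47KD and 0.596 ± 0.843 CPM (SD, n = 2) in WT. YUCCA6 (Os07g0437000), an enzyme of auxin synthesis, was at 12.0 ± 7.70 CPM (SD, n = 2) in OsbZIP47KD and 1.94 ± 0.0723 CPM (SD, n = 2) in WT. GA2OX4 (Os05g0514600) was at 5.59 ± 3.18 CPM (SD, n = 2) in OsbZIP47KD and 1.85 ± 0.479 CPM (SD, n = 2) in WT and GA2OX3 (Os01g0757200) at 33.9 ± 12.9 CPM (SD, n = 2) in OsbZIP47KD and 69.1 ± 21.7 CPM (SD, n = 2) in WT, both enzymes that inactivate gibberellin. KNOTTED1-LIKE11 (Os06g0646600), a homeobox gene, was at 9.92 ± 1.48 CPM (SD, n = 2) in OsbZIP47KD and 19.5 ± 10.8 CPM (SD, n = 2) in WT. GA3OX2 had a log2 fold change of 3.46 (standard error 1.02, adjusted p = 0.159 from edgeR's quasi-likelihood test) and YUCCA6 one of 2.62 (standard error 0.63, adjusted p = 0.0923 from the same test). For GA2OX4 it was 1.58 (standard error 0.76, adjusted p = 0.378 from edgeR's quasi-likelihood test) and for GA2OX3 -1.03 (standard error 0.31, adjusted p = 0.179 from the same test). That of KNOTTED1-LIKE11 was -0.97 (standard error 0.43, adjusted p = 0.336 from edgeR's quasi-likelihood test). None of these passed the test. GA3OX2 passed an adjusted p under 0.05 with no filter and edgeR's exact test. YUCCA6 passed an adjusted p under 0.05 with no filter, DESeq2 and edgeR's exact test. With limma neither GA3OX2 nor YUCCA6 passed, and with DESeq2 GA3OX2 did not. GA2OX3 passed an adjusted p under 0.05 with no filter. GA3OX2 ran from 2.45 without WT replicate 1 to 7.89 without WT replicate 2 in log2 fold change with 1 library left out, YUCCA6 from 1.74 without OsbZIP47KD replicate 2 to 3.10 without OsbZIP47KD replicate 1 and GA2OX4 from 0.79 without OsbZIP47KD replicate 1 to 2.07 without OsbZIP47KD replicate 2. KNOTTED1-LIKE11 ran from -0.28 without WT replicate 1 to -1.50 without WT replicate 2 in log2 fold change with 1 library left out.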

ROS levels control the expression of *WUS* and the activity of TCP class1 transcription factors to balance cell proliferation and differentiation in Arabidopsis SAM (Viola et al., 2013; Zeng et al., 2017). Like TCP class1, proteins containing cysteines with low pKa values are sensitive to cellular redox status (Martins et al., 2018). Glutaredoxins (GRX) reduce cellular ROS level and interact with different proteins including AtPAN1, ZmFEA4, and OsbZIP47 to modulate their activity by modifying their redox state (Li et al., 2009; Laporte et al., 2012; Schippers et al., 2016; Hao et al., 2021; Yang et al., 2021). Arabidopsis *pan* and maize *fea4* mutants exhibited increased meristem size (Maier et al., 2011; Pautler et al., 2015). Contrastingly, single, double, and triple mutations of different GRX paralogs in maize showed progressive reduction of meristem size, proposing a model where GRXs balance redox status and activity of ZmFEA4 to control meristem size (Yang et al., 2021). 

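Of 5 tested glutaredoxin genes, which encode small redox enzymes, 4 had a log2 fold change above 0 and 1 below 0. GRX6 was at 7.91 ± 6.02 CPM (SD, n = 2) in OsbZIP47KD and 42.6 ± 12.0 CPM (SD, n = 2) in WT, GRX16 (Os05g0198200) at 10.6 ± 6.90 CPM (SD, n = 2) in OsbZIP47KD and 4.48 ± 1.81 CPM (SD, n = 2) in WT and GRX20 (Os08g0558200) at 8.34 ± 0.349 CPM (SD, n = 2) in OsbZIP47KD and 1.06 ± 0.371 CPM (SD, n = 2) in WT. GRX6 had a log2 fold change of -2.41 (standard error 0.49, adjusted p = 0.0760 from edgeR's quasi-likelihood test), GRX16 one of 1.25 (standard error 0.59, adjusted p = 0.374 from the same test) and GRX20 one of 2.94 (standard error 0.70, adjusted p = 0.0886 from the same test). None of the list passed edgeR's quasi-likelihood test (3 higher and 1 lower at an unadjusted p under 0.05, and at an adjusted p under 0.05 1 higher and 1 lower by DESeq2 and 1 higher and 1 lower by edgeR's exact test and none by limma). Within the list, 3 were higher and 1 lower when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same samples. GRX6 and GRX20 passed an adjusted p under 0.05 with no filter, DESeq2 and edgeR's exact test (range 0.00499 to 0.254 for GRX20 over all settings and tools). GRX6 ran from -1.87 without OsbZIP47KD replicate 1 to -3.54 without OsbZIP47KD replicate 2 in log2 fold change with 1 library left out, and GRX16 from 0.36 without OsbZIP47KD replicate 2 to 1.73 without OsbZIP47KD replicate 1.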

Interestingly, in transcriptome profiling of *OsbZIP47KD* panicles, *OsGRX6* was downregulated whereas *OsGRX16* and *OsGRX20* were upregulated (Supplementary Dataset 1), suggesting a mechanism by which *OsbZIP47* could be regulating meristem development. We propose OsbZIP47 functions as an integrator of the WUS-CLV and KNOX pathways for meristem development as it regulates the expression levels of key signaling factors in both pathways. Also, genes predicted to have roles in floral organ primordia differentiation such as *OsBLH1* (*BEL1*-like homeodomain), *OsKANADI1*, and *CUC1* are deregulated in *OsbZIP47KD* panicle tissues. 

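KANADI1 (Os09g0395300), a gene of organ polarity, was at 9.18 ± 1.53 CPM (SD, n = 2) in OsbZIP47KD and 2.82 ± 0.516 CPM (SD, n = 2) in WT, with a log2 fold change of 1.70 (standard error 0.57, adjusted p = 0.212 from edgeR's quasi-likelihood test). BLH1 (Os12g0160500), a homeobox gene, had 7 and 6 counts in WT and 8 and 47 in the libraries labelled OsbZIP47KD, a ratio of 5.45 (95% counting interval 2.94 to 10.9), and was under the filter for testing. Without OsbZIP47KD replicate 2, the log2 ratio of BLH1 was 0.73, against 2.45 with all libraries.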

Interestingly, reproductive panicle branching phenotypes of *OsbZIP47KD* panicles resemble *apo1* and *apo2/rfl* mutants (Ikeda et al., 2005, 2007; Rao et al., 2008; Ikeda-Kawakatsu et al., 2009; Deshpande et al., 2015). Thus, the interactions between RFL and OsbZIP47 could positively regulate the panicle meristem branch identity and its developmental transitions. One example of a target gene for co-regulation by OsbZIP47 and RFL is *CUC1*. Further, the elevated transcript levels of *APO1* in *OsbZIP47KD* panicle tissues hints that *OsbZIP47* in the WT panicle suppresses the expression of *APO1* which we speculate may affect the partnership with *APO2/RFL.* From this, we anticipate that *OsbZIP47* could have evolved to regulate some unique molecular pathways for vegetative and reproductive phase meristem growth and development.

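APO1 had a log2 fold change of 1.48 (standard error 0.36, adjusted p = 0.0890 from edgeR's quasi-likelihood test). Its counts were 44 and 65 in WT and 92 and 148 in the libraries labelled OsbZIP47KD, both above both WT libraries. APO1 passed an adjusted p under 0.05 with no filter, edgeR's exact test and the replicate number as a block. It missed that threshold with DESeq2, limma, the 1 CPM filter and RLE, upper quartile and library size scaling. In log2 fold change it ran from 1.18 without OsbZIP47KD replicate 2 to 1.79 without WT replicate 2.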

### Transition of Shoot Apical Meristem to Inflorescence Meristem

Knockdown of rice *OsbZIP47* showed delayed flowering (Figure 2A). This trait is common in mutants or KD transgenics in *OsMADS1* and *APO2/RFL* that encode OsbZIP47 protein partners (Jeon et al., 2000; Rao et al., 2008; Ikeda-Kawakatsu et al., 2012; Kannan et al., 2021). These observations support our hypothesis that these factors function in “one or more” complexes. Panicle transcript analysis in KD transgenics indicates that *OsbZIP47* can promote flowering by fine-tuning the expression of several flowering time regulators that are upstream to florigens, *HEADING DATE* 3a (*Hd3a*) and *RICE FLOWERING LOCUS* (*RFT*), and by controlling the expression of circadian clock-associated genes. 

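Of 4 tested flowering time genes, 1 rose at an adjusted p under 0.05 (range 0 to 1 higher and 0 to 0 lower over all settings and tools; 3 were higher and 0 lower when adjusted over the list alone, not independent evidence because the study chose the genes on these samples). The gene that rose, OsIDD6 (Os08g0554400), a zinc finger regulator of flowering, was at 123 ± 27.9 CPM (SD, n = 2) in OsbZIP47KD and 56.4 ± 0.328 CPM (SD, n = 2) in WT, with a log2 fold change of 1.13 (standard error 0.21, adjusted p = 0.0411 from edgeR's quasi-likelihood test). OsLF (Os05g0541400) was at 3.33 ± 1.02 CPM (SD, n = 2) in OsbZIP47KD and 0.785 ± 0.577 CPM (SD, n = 2) in WT, LBD38 (Os03g0609500) at 4.71 ± 0.757 CPM (SD, n = 2) in OsbZIP47KD and 0.968 ± 0.0362 CPM (SD, n = 2) in WT and PCL1 (Os01g0971800), a clock gene, at 27.0 ± 9.12 CPM (SD, n = 2) in OsbZIP47KD and 11.0 ± 3.83 CPM (SD, n = 2) in WT. OsLF had a log2 fold change of 2.06 (standard error 0.96, adjusted p = 0.359 from edgeR's quasi-likelihood test), LBD38 one of 2.25 (standard error 0.82, adjusted p = 0.242 from the same test) and PCL1 one of 1.29 (standard error 0.38, adjusted p = 0.152 from the same test), and these did not pass the test. OsIDD6 had an adjusted p of 0.0566 without OsbZIP47KD replicate 1 and 0.216 without OsbZIP47KD replicate 2 (range 0.00186 to 0.216 over all settings and tools), and PCL1 one of 0.0252 without WT replicate 2 (range 0.0252 to 0.521 over all settings and tools), from edgeR's quasi-likelihood test. OsLF ran from 1.44 without WT replicate 1 to 3.00 without WT replicate 2 in log2 fold change with 1 library left out.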

Examples of genes from these two categories are *O. sativa LATE FLOWERING* (*OsLF*), *LATERAL ORGAN BOUNDARY DOMAIN* (*OsLBD38*), *INDETERMINATE DOMAIN 6* (*OsIDD6*), *FLAVIN-BINDING, KELCH REPEAT F-BOX1* (*OsFKF1*), *PHYTOCLOCK 1*(*OsPCL1*), and *OsLHY*/*CCA1*. Several rice flowering time quantitative trait loci (QTLs) also influence grain traits (Chen et al., 2014; Zhu Y.J. et al., 2017; Ma et al., 2019). The effect of *OsbZIP47KD* on rice grain shape is not reported for maize *fea* kernels suggesting unique effects of *OsbZIP47* on grain size and shape in rice as also reported by Hao et al. (2021). 

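GW7 (Os07g0603300), a gene of grain width and length, was at 131 ± 30.9 CPM (SD, n = 2) in OsbZIP47KD and 270.1 ± 38.5 CPM (SD, n = 2) in WT, with a log2 fold change of -1.04 (standard error 0.21, adjusted p = 0.0482 from edgeR's quasi-likelihood test). FLO2 (Os04g0645100), which acts in endosperm filling, was at 39.7 ± 14.7 CPM (SD, n = 2) in OsbZIP47KD and 88.3 ± 18.3 CPM (SD, n = 2) in WT, LG3 (Os03g0183000) at 6.08 ± 4.90 CPM (SD, n = 2) in OsbZIP47KD and 1.45 ± 0.191 CPM (SD, n = 2) in WT and GS9 (Os09g0448500) at 26.1 ± 2.92 CPM (SD, n = 2) in OsbZIP47KD and 6.09 ± 4.88 CPM (SD, n = 2) in WT. These last 3 did not pass the test, with log2 fold changes of -1.15 (standard error 0.28, adjusted p = 0.0986 from edgeR's quasi-likelihood test), 2.05 (standard error 0.82, adjusted p = 0.284 from the same test) and 2.10 (standard error 0.51, adjusted p = 0.106 from the same test), respectively. Of 6 tested grain size and shape genes, 1 fell at an adjusted p under 0.05 (range 0 to 2 lower and 0 to 2 higher over all settings and tools; 4 were higher and 2 lower when adjusted over the list alone, not independent evidence because the study chose the genes on these samples). GW7 had an adjusted p of 0.0645 without WT replicate 1, 0.0545 without OsbZIP47KD replicate 1 and 0.216 without OsbZIP47KD replicate 2 (range 3.35e-04 to 0.216 over all settings and tools), and FLO2 one of 2.75e-04 without WT replicate 2 (range 2.75e-04 to 0.213 over all settings and tools), from edgeR's quasi-likelihood test. GW7 also missed the threshold with RLE scaling, upper quartile scaling, library size scaling, the 1 CPM filter, limma, the 20 most abundant genes left out, the abundance trend removed and libraries thinned to the smallest total. FLO2 and GS9 passed an adjusted p under 0.05 with no filter, DESeq2 and edgeR's exact test, and neither passed with limma. LG3 ran from 0.83 without OsbZIP47KD replicate 2 to 2.64 without OsbZIP47KD replicate 1 in log2 fold change with 1 library left out, and GS9 from 1.43 without WT replicate 1 to 3.24 without WT replicate 2.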

Our transcriptomic analysis identified a set of grain shape genes regulated by *OsbZIP47.* Examples of this category are *LONG GRAIN 3* (*OsLG3*), *GRAIN SHAPE GENE ON CHROMOSOME 9* (*GS9*), *GRAIN WIDTH QTL on chromosome 7* (*GW*) and *FLOURY ENDOSPERM 2* (*FLO2*). *GS9 positively* controls the grain size by altering the cell division along with BR signaling (Zhao et al., 2018). Interestingly, we noted increased expression of *CYCD7;1* in *OsbZIP47KD* panicles (Supplementary Dataset 1). This is remarkable as in Arabidopsis, the tissue and stage-specific control of this G1-S phase cell cycle gene controls the cell division in different contexts, with ectopic expression driving increased cell division and expansion in the embryo and the endosperm (Collins et al., 2012; Weimer et al., 2018). With this, we postulate that *OsbZIP47* links flowering time, cell cycle, and BR signaling to regulate grain shape.

### Regulation of Inner Floral Organ Identity and Specification

Consistent with *OsbZIP47* expression in the second and third whorl organs of near mature florets (Sp6–Sp8), we observed lodicule and stamen differentiation defects in *dsRNAiOsbZIP47* florets. Increased stamen numbers, with degenerated anthers on short filaments and lodicule-stamen chimeric organs support roles for OsbZIP47 in organ differentiation. Interestingly, in *OsbZIP47KD* florets, the higher transcript abundance of *OsMADS16* (homolog of *AtAP3*) and *DL*, a contributor to Class C function in rice florets (Supplementary Dataset 2), are indicative of some distinct effects in rice florets. Overexpression of *OsMADS16* can increase stamen numbers and form stamenoid carpels without any effects on lodicules (Lee et al., 2003). More recently, rice transgenics with a modified repressive *OsMADS16* (OsMADS16-SDX repressor domain fusion) exhibited indehiscent anthers (Sato et al., 2012). These phenotypes are akin to third whorl organ differentiation defects seen in *OsbZIP47KD* florets. Microsporogenesis in anthers of Arabidopsis flowers requires *SPOROCYTELESS/NOZZLE* (*SPL/NZZ*), a target of Class B and C organ identity factors (Ito et al., 2004). 

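OsSPL (Os05g0501800), the rice match of the Arabidopsis SPOROCYTELESS gene, had 0 and 6 counts in the WT libraries and 6 and 32 in the libraries labelled OsbZIP47KD. This is a ratio of 8.16 (95% counting interval 3.42 to 23.6), and the gene was under the filter for testing. Without OsbZIP47KD replicate 2, the log2 ratio of OsSPL was 1.43, against 3.03 with all libraries, and without WT replicate 1 it was 1.97.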

In line with this, we noted upregulation of *OsSPL*, possibly an effect of increased *OsMADS16* in *OsbZIP47KD* florets. Since we did not detect OsbZIP47 interaction with OsMADS2 in the Y2H assay, we speculate that OsbZIP47 regulates stamen differentiation by modulating the expression of *OsMADS16.* Upstream regulators of *OsMADS16* are *OsDL* and *FON2* (Ikeda et al., 2007; Xu et al., 2017). Both are upregulated in *OsbZIP47KD* inflorescence. The upregulated transcript of *FON2* in *OsbZIP47KD* inflorescence suggests that *OsbZIP47KD* stamen phenotypes are *OsMADS16*-mediated.

### Biochemical Properties of OsbZIP47 Can Underlie Its Unique Functions and Downstream Effects

Multiple sequence alignment shows that OsbZIP47 shares nearly 50% of amino acid identity with homologs across diverse species. A common feature among many bZIP47 proteins, except OsbZIP47 and Bamboo PH01000727G0540, is a variably extended N terminal domain (Supplementary Figure 8). DNA binding activity of Arabidopsis PAN is redox-sensitive due to the presence of five Cysteine (Cys) amino acids in the extended N-ter domain and the conserved C-ter Cys340 in the transcription transactivation domain (Gutsche and Zachgo, 2016). OsbZIP47 protein has only three Cys (Cys17, Cys196, and Cys269). Cys17 is represented in all the monocot species. Cyse269 (Cys 340 of AtPAN) is conserved in all homologs compared here (Supplementary Figure 8). Cys196 is unique to OsbZIP47. Interestingly, among proteins compared here, wheat TAE56722G002 has the maximum number of 11 Cys. These observations hint that the number of Cys residues in this clade of bZIP proteins may have evolved for species-specific roles, plausibly for the adoption of unique structures with effects on tissue-specific target gene expression. Despite being a shorter protein with fewer Cys residues, OsbZIP47 showed redox-dependent DNA binding to *OsFCP1*, a downstream gene whose expression was upregulated in *OsbZIP47KD* panicles. Yang et al. (2021) demonstrated that OsbZIP47 maize ortholog, FEA4 interacts with three GRX proteins to modulate its redox status and DNA accessibility proposing a model by which redox status of FEA4 mediate meristem size. In rice, OsGRX19 or MICROSPORELESS1 (OsMIL1) is a potential glutaredoxin redox enzyme for OsbZIP47 as it is a homolog of the glutaredoxin redox enzyme, AtROXY1 and ZmMSCA1 from Arabidopsis and maize, respectively (Timofejeva et al., 2013; Yang et al., 2015). Interaction between OsMIL1 and TGA1 in yeast and the reduction of glutathionylation of OsbZIP47 by ROXY homolog, WG1 are both established (Hong et al., 2012; Hao et al., 2021). Indehiscent anthers phenotype is common to *OsbZIP47KD* and *mil1* mutant (Hong et al., 2012) leading us to propose S-glutathionylation of OsbZIP47 could be important for the development of anther. Overall, we uncover conserved as well as unique functions and mechanisms of OsbZIP47 that support meristem growth and determinacy during vegetative and reproductive development leading to grain formation. Together, these functions make OsbZIP47 a potential locus for allele mining and crop improvement.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196747.

## Author Contributions

UV, SP, RR, MZ, and OA designed the research. SP, RR, MZ, and OA performed research and experiments. RP performed bioinformatic analyses. Data analyses and manuscript preparation was done by SP, RR, MZ, RP, and UV. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
https://rapdb.dna.affrc.go.jp/

2
http://rice.plantbiology.msu.edu/

# Supplementary material for: OsbZIP47 Is an Integrator for Meristem Regulators During Rice Plant Growth and Development
**Source:** Front Plant Sci. 2022 Apr 13;13:865928. doi: 10.3389/fpls.2022.865928
**Supplement:** Supplementary file 1

## **SUPPLEMENTAL DATA**

**Supplemental Figure S1.** Schematic of T-DNA segment in the *pUbi:OsZIP47*-RNAi construct and assessment of knockdown of *OsZIP47* transcripts in transgenics.

**Supplemental Figure S2.** Spatial expression patterns of *H4*-Histone transcripts in 25-day old SAM of wild-type and *OsZIP47KD* seedlings.

**Supplemental Figure S3.** Floral phenotypes of *OsZIP47KD* plants.

**Supplemental Figure S4.** Generation of *OsZIP47* overexpression lines and phenotype in T1 generation plants.

**Supplemental Figure S5.** Schematics showing comparative spatial co-expression of *OsZIP47*, *OSH1* and *OSH15* in different developmental stages of rice floret.

**Supplemental Figure S6.** Yeast one hybrid assay to test transcriptional autoactivation of *HIS3* reporter by full length *OsZIP47* and quantitative  $\beta$ -galactosidase activity assay of the interacting protein pairs tested in yeast two hybrid assay.

**Supplemental Figure S7.** Volcano plot display of differentially expressed genes in panicles of *OsZIP47KD* versus WT.

**Supplemental Figure S8.** Multiple Sequence Alignment of *OsZIP47* with its orthologues showing conserved and non-conserved residues.

**Supplemental Figure S9.** SDS PAGE gel showing purified proteins used for DNA protein interaction analysis and MST assay for binding of Trx-His tag to *OsFCP1* annealed oligos.

**Supplemental Table S1.** Phenotypes of T3 generation *OsZIP47* knockdown plants.

**Supplemental Table S2.** List of primers/oligonucleotides used in this study.

**Supplemental Data Set S1.** List of genes deregulated by 2-fold ( $P < 0.05$ ) in panicles of *OsZIP47KD* lines as compared to the wild-type transcriptome.

**Supplemental Data Set S2.** List of DEGs for Gene Ontology Enrichment Analysis.

**Supplemental Data Set S3.** List of genes deregulated in *OsZIP47KD* panicles with TGA bZIP core motif in promoter regions.

**Supplemental Data Set S4.** List of genes co-regulated by *OsZIP47*, *OsMADS1* and RFL, bound or not bound by *OSH1*.

## Supplemental Figure S1

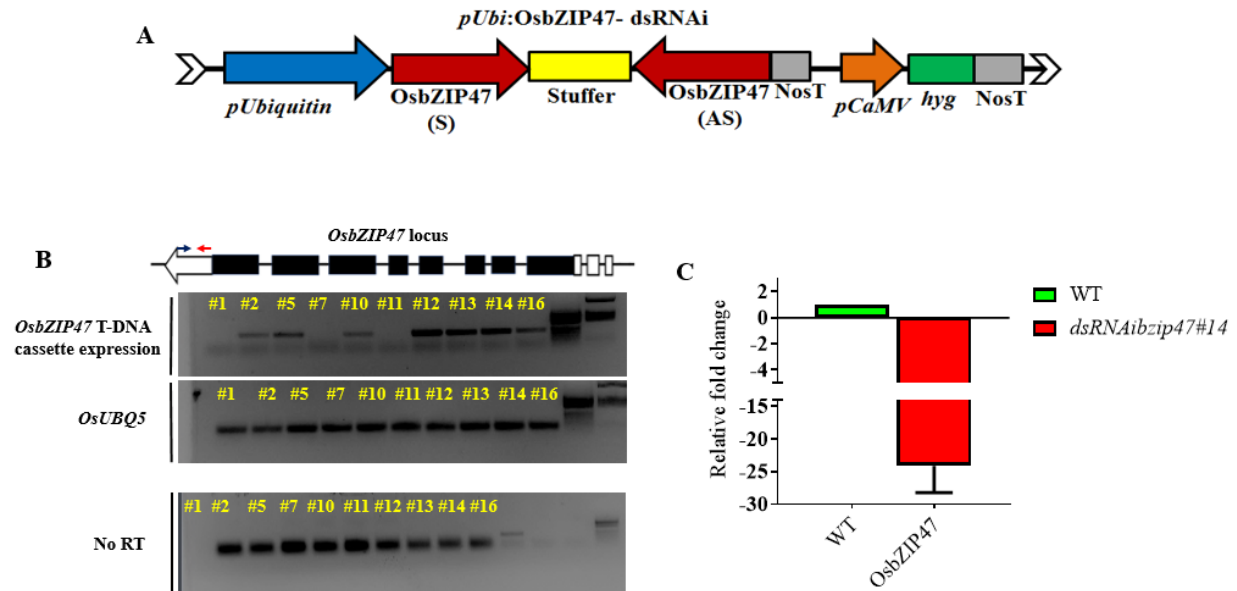

**Supplemental Figure S1.** (A) Schematic of T-DNA segment of *pUbi:OsZIP47-RNAi*. (B) Estimation of transgenic cassette-based expression of shRNAs in different *OsZIP47* KD lines. RNA from leaves of each line was used for RT-PCR to detect the transgenic shRNA. Red and black arrows indicate the location of the primers used to amplify a 226bp DNA fragment from 3'UTR that would generate *OsZIP47* hairpin RNA. Leaf tissue was chosen for these experiments as the endogenous *OsZIP47* is not expressed in leaves. (C) Estimation, by qRT-PCR, of the level of knockdown of endogenous *OsZIP47* expression in panicle tissues (0.1-0.5cm) from line number #14. The expression in wild type and in *OsZIP47*KD#14 was normalized to *Ubiquitin 5* internal control and the graph plotted after taking WT to 1.

## Supplemental Figure S2

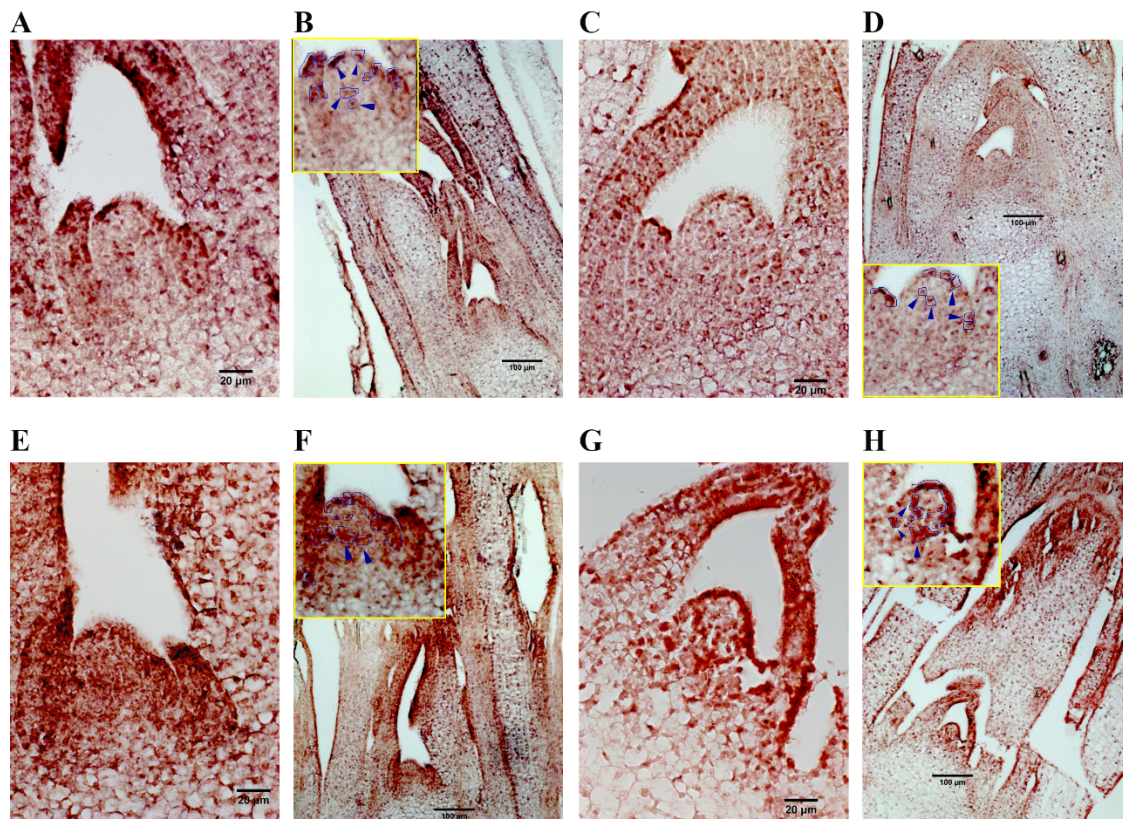

**Supplemental Figure S2.** RNA *in situ* localization of histone H4 transcripts in longitudinal sections of vegetative shoot apical meristem (SAM) of wild- type and *dsRNAibZIP47#14* in 25-day old seedlings. **(A-D)** wild type SAMs at 40X (A, C) and 10X (B, D) magnification. Blue arrowheads in the insets shown in B and D panels point at patches of cells (outlined with dashed blue line) with RNA hybridization signal. **(E-H)** *dsRNAibZIP47#14* SAMs at 40X (E, G) and 10X magnification (F, H). Blue arrowheads in the insets shown in F and H panels point at patches of cells (outlined with dashed blue line) with RNA hybridization signal. The number of cells

expressing histone H4 and the level of signal is increased in the median longitudinal sections of SAM in *dsRNAibZIP47#14* plants indicating altered cell division. Scale bars are of 20  $\mu$ m in A, C, E, G and 100  $\mu$ m in B, D, F, H.

### Supplemental Figure S3

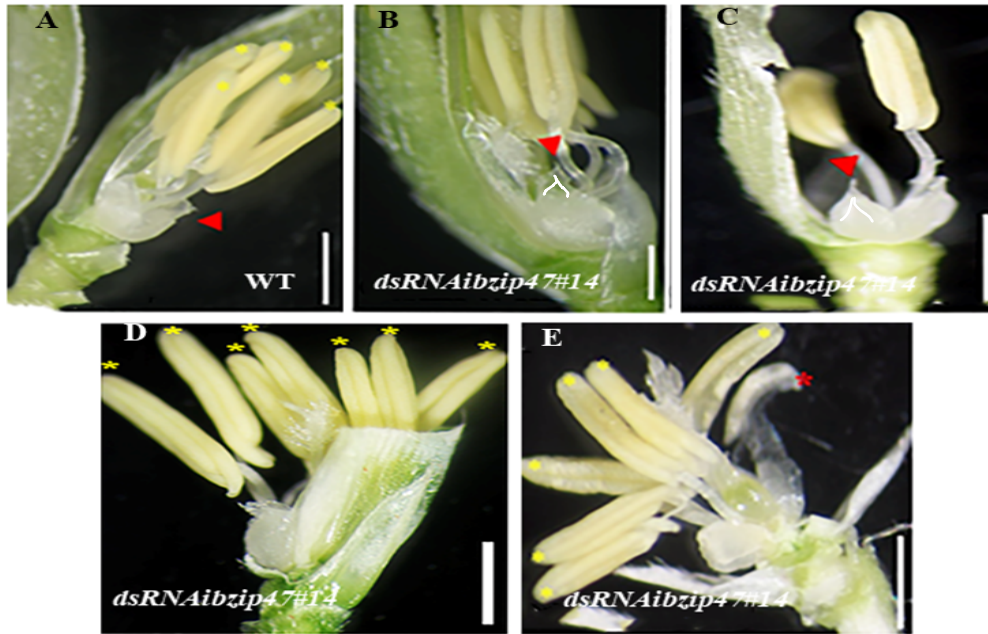

**Supplemental Figure S3.** Floral phenotypes of *OsbZIP47* knockdown plants. **(A)** A typical WT floret where lemma and sterile lemma were removed to expose and visualize inner floral organs. Red arrow indicates the pair of lodicules and yellow asterisks point to the six normal stamens. The central organ, carpel is not fully visible, due to lodicule and stamens. **(B-E)** Different floret from *OsbZIP47* KD lines, with floral organs phenotypic defects. **(B and C)** Mild distal elongation of the lodicule (outline marked with white line) with six normal stamens (stamens were dissected when needed to display the lodicule). **(D)** A floret with mildly deformed lodicule and with 7 apparently normal stamens (yellow asterisk). **(E)** A floret with a deformed lodicule, six stamens and a chimeric lodicule-stamenoid organ apparently from the second whorl (whorl position same as the normal lodicule).

## Supplemental Figure S4

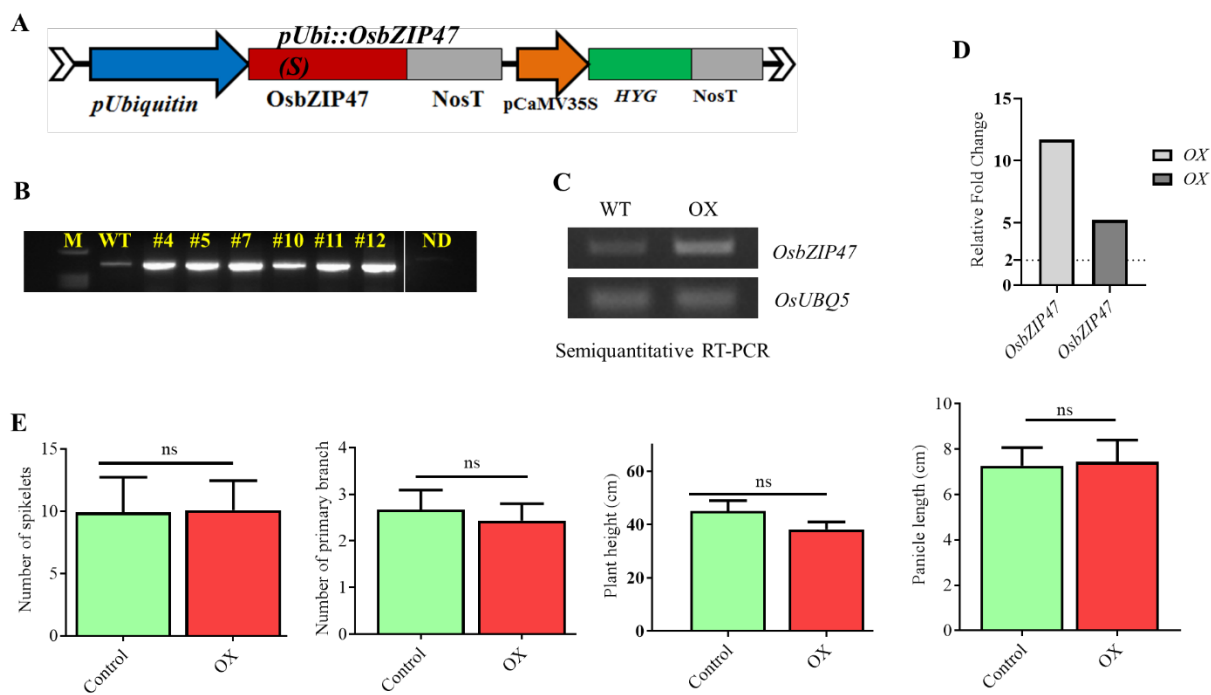

**Supplemental Figure S4.** Generation of *OsbZIP47* overexpression lines and phenotype in T1 generation plants. **(A)** Schematic representation of the T-DNA segment used to generate transgenics with *OsbZIP47* overexpression. The full-length cDNA of *OsbZIP47* was expressed from the maize ubiquitin promoter with NosT terminator at 3' end. **(B)** Validation of the transgenic status of different T0 lines by genomic DNA PCR for the selection marker Hygromycin. **(C and D)** Semi-quantitative RT-PCR and RT-qPCR based validation of overexpression of bZIP47 transcript in panicle tissues of transgenic line#4. Fold change values were determined by comparing the normalized expression levels in two biological replicates (light grey and dark grey bars) of *OxbZIP47* tissue to WT tissues. **(E)** Bar graphs show plant height, panicle length, number of primary branches on the panicle, and number of spikelets for line number #4 in the T1 generation. None of these traits in transgenic show any significant variation from the control vector transformed transgenic WT.

## Supplemental Figure S5

A

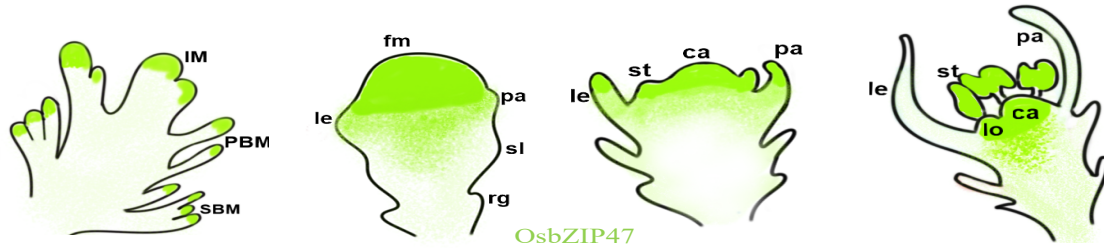

B

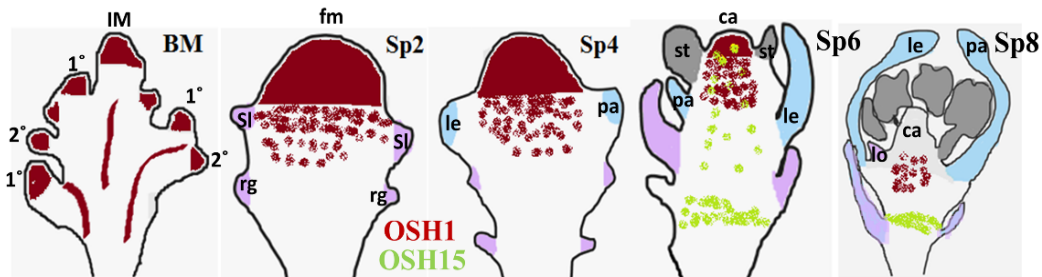

**Supplemental Figure S5.** Schematic representation of the comparative spatial co-expression analysis of *OsbZIP47* with meristem regulators, i.e., *OSH1* and *OSH15* deduced from the data in Fig. 4 and public datasets. **(A)** Spatial localization of *OsbZIP47* transcripts by RNA *in situ* hybridizations in WT inflorescence meristem (IM), branch meristems (PBM, SBM), spikelet meristem (SM), floral meristem/FM (Sp2), floral meristem (Sp4-Sp6) and mature florets (Sp8) tissues show strong ubiquitous expression in all meristems. Expression in mature florets is restricted to inner organs, lodicule, stamen and carpel. **(B)** Schematic representation for the expression of *OSH1* and *OSH15* transcripts from publicly available data (Chu et al., 2006; Hu et al., 2015; Komatsu et al., 2001; Yoon et al., 2017). This suggests that the expression of *OSH1* transcripts (in reddish-brown filled circles/ stipples) overlaps with the expression of *OsbZIP47* (panel A light green shading) in Branch meristem/BM, Spikelet meristem/SM (Sp2), floral meristem/FM (Sp4-Sp6) staged tissue whereas the expression of *OSH15* (light green circles/ stipples in panel B) partially overlaps with *OsbZIP47* (panel A light green shading) in floral meristem/FM (Sp6) staged tissue.

## Supplemental Figure S6

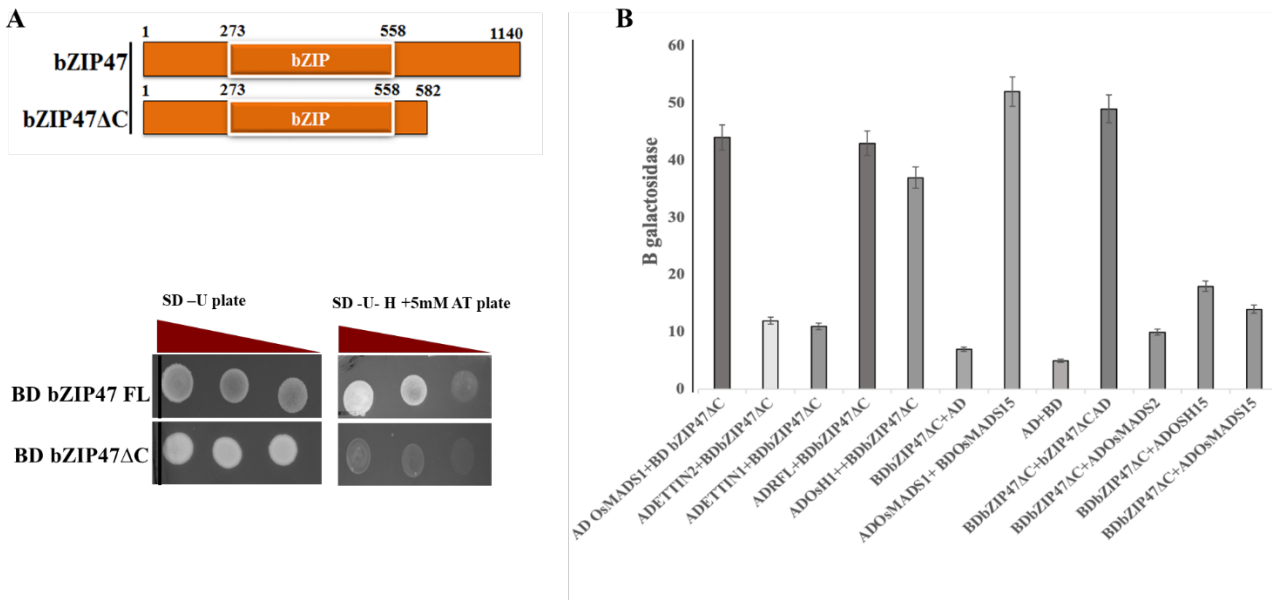

**Supplemental Figure S6. (A)** Top panel: Schematic representation of full-length and truncated OsbZIP47 proteins used for testing transactivation by yeast one-hybrid. Bottom left panel shows growth of yeast transformants selected on SD-Ura media. Bottom right panel shows growth of yeast transformants with only pGBDUC1 OsbZIP47 FL on His reporter plate (SD/-Ura - His +3AT) which was compared to transformants with only pGBDUC1Os bZIP47ΔC (deleted for transactivation domain). Growth in the top row of colonies indicates the full length protein can carry out transcriptional transactivation of *HIS3* reporter to confer growth in the absence of Histidine and in presence of a competitive inhibitor 3AT (3-Amino-1,2,4-triazole). **(B)** Quantitative  $\beta$ -galactosidase activity assay of the indicated protein interactions tested in pairs. ONPG was used as a substrate for detection of the *lacZ* reporter gene expressed enzyme and absorbance was determined at 420 nm. Yeast transformants with OsMADS15 expressed from pGBDUC1 vector and OsMADS1 MIKC14 from the pGADC1 vector served as the positive control for protein interaction. A combination of pGADC1 and pGBDUC1 empty vectors (without protein fusions) was the negative control.

Supplemental Figure S7

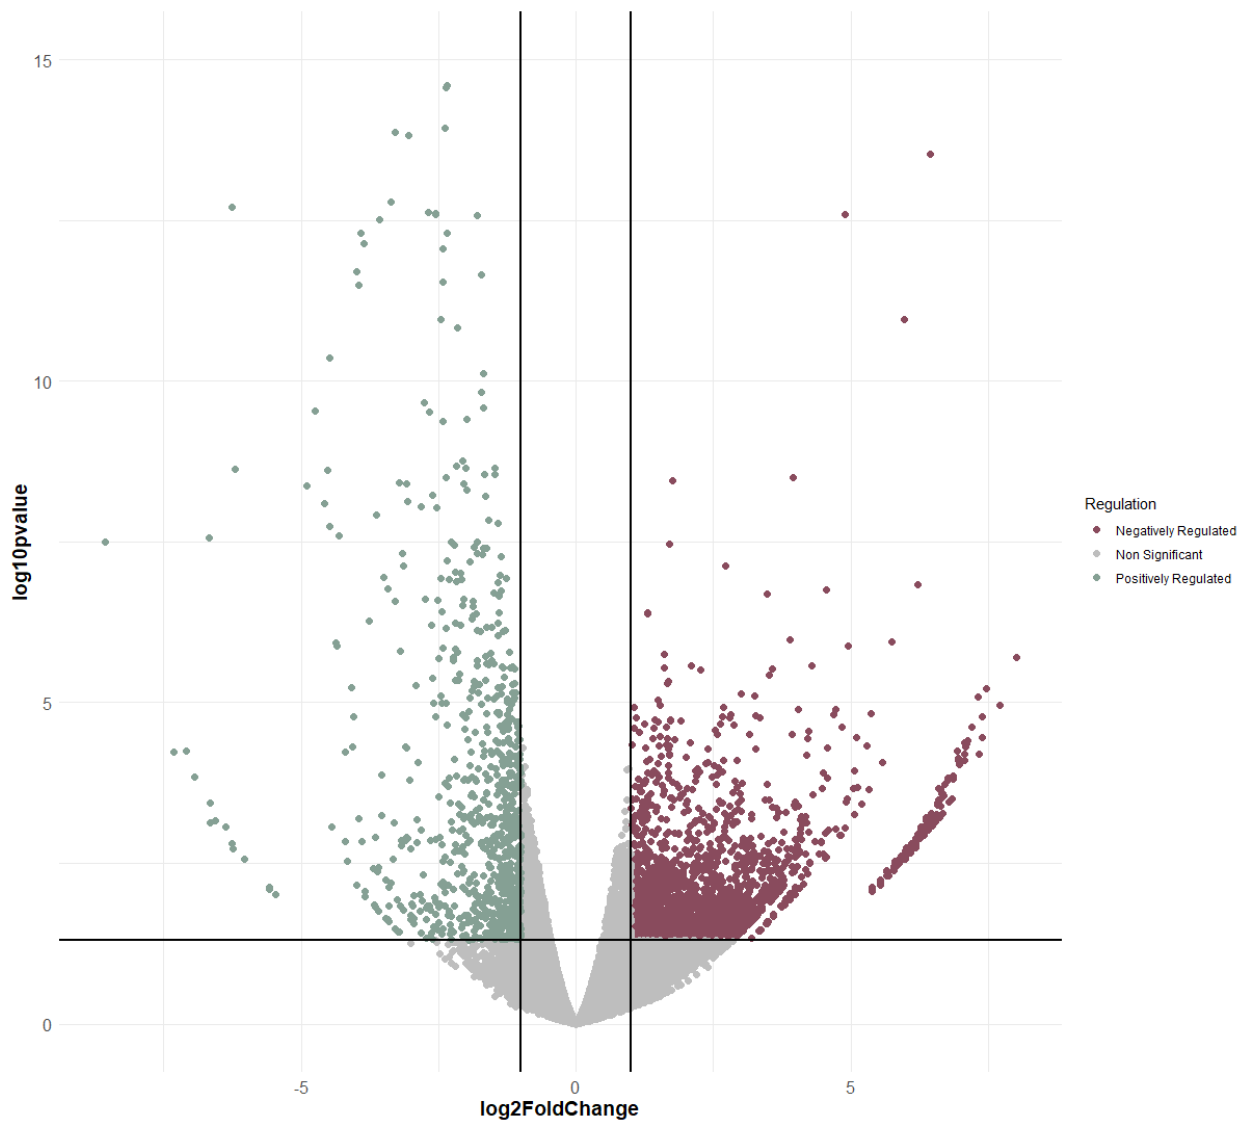

| Differentially expressed genes (DEGs) in <i>dsRNAiOsZIP47</i> vs WT from RNA-sequencing. |                     |                   |                     |
|------------------------------------------------------------------------------------------|---------------------|-------------------|---------------------|
| DEG with absolute $\log_2$ fold change $\geq 1$ , p-value $\leq 0.05$                    |                     |                   |                     |
| Tested genes                                                                             | Significantly DEG's | Upregulated genes | Downregulated genes |
| 29532                                                                                    | 2800                | 1945              | 855                 |

**Supplemental Figure S7.** Volcano plot display of differentially expressed genes in panicles of *dsRNAi OsbZIP47* transgenics as compared to WT tissues. Cyan dots represent genes/transcripts of positively regulated genes in WT panicles and maroon dots represents genes/transcripts of

negatively regulated genes in WT panicles. Grey dots represents genes/transcripts with non-significant deregulation.

## Supplemental Figure S8

|                         |                  |                                                               |     |
|-------------------------|------------------|---------------------------------------------------------------|-----|
| <i>A. thaliana</i>      | AT1G68640        | -----MQSSFKTVPFT-----PDFYS                                    | 16  |
| <i>Seita.4G118000</i>   | Seita.4G118000   | -----MHHPSH-----                                              | 6   |
| <i>Z. mays</i>          | Zm00001d037317   | -----MHRQPSPHAFS-----                                         | 11  |
| <i>Sobic.010G110100</i> | Sobic.010G110100 | -----MHPHQPSHAF-----                                          | 10  |
| <i>O. sativa</i>        | LOC_0s06g15480   | -----                                                         | 0   |
|                         | PH01000727G0540  | -----                                                         | 0   |
|                         | Bradilg43900     | -----MHQPRPFHVF-----                                          | 10  |
|                         | HVU0045G2233     | -----                                                         | 0   |
|                         | TAE28527G001     | -----                                                         | 0   |
|                         | TAE56722G002     | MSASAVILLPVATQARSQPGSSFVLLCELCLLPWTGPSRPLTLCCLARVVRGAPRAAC    | 59  |
|                         | TAE12213G004     | -----MHHPGPFHVF-----                                          | 11  |
|                         | AT1G68640        | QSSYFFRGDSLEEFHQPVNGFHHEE--AI-----DLSPNVTIA-SANLH-YTTF        | 62  |
|                         | Seita.4G118000   | --VFRAEQ-----GAGGYHHHVGDDGA--LLPEL--PRSPNYSSKSSSNL-TVSTF      | 49  |
|                         | Zm00001d037317   | SSGSWAEQ-----GA-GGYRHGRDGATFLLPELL--QRSPNPSSKSS--SAATF        | 55  |
|                         | Sobic.010G110100 | --SYWVEQ-----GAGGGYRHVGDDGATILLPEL--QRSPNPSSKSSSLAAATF        | 56  |
|                         | LOC_0s06g15480   | -----                                                         | 0   |
|                         | PH01000727G0540  | -----MA-PY                                                    | 4   |
|                         | Bradilg43900     | ---RAER-----GGTTAGY--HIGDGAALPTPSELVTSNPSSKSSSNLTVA-NF        | 56  |
|                         | HVU0045G2233     | -----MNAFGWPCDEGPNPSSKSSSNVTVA-NF                             | 28  |
|                         | TAE28527G001     | -----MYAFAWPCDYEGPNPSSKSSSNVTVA-NF                            | 28  |
|                         | TAE56722G002     | ---RAER-----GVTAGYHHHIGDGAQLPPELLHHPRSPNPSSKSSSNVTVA-NF       | 106 |
|                         | TAE12213G004     | ---RAER-----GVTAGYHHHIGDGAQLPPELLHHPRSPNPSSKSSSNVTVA-NF       | 58  |
|                         | AT1G68640        | DTVMDGGGGGG--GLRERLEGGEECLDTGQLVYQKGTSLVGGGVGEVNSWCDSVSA      | 119 |
|                         | Seita.4G118000   | VPPLAVA--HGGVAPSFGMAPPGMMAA-AADDGRFCL-PWAA--P-AGAAQFENWGD--SG | 100 |
|                         | Zm00001d037317   | VPPLAAA-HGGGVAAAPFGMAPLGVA--A-DEARFMTWPSA--A--AHFENWGD--SG    | 104 |
|                         | Sobic.010G110100 | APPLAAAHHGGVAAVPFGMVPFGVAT-A-DDARFCL-PWAT--P--AHFENWGD--SG    | 105 |
|                         | LOC_0s06g15480   | -----MAAHQGMMAA--TAADRFLPRMAA--AAAAASQVENWGD--SG              | 38  |
|                         | PH01000727G0540  | LP-I--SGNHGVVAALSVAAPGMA--TEAGRFCLPRAA--AAQPENWGD--SG         | 49  |
|                         | Bradilg43900     | AP-L--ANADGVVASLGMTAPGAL--TEVDRFCLPRAS-----AQFENWGD--SG       | 99  |
|                         | HVU0045G2233     | PS-L--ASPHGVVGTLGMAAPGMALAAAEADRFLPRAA--AAQFENWGDVSG          | 77  |
|                         | TAE28527G001     | PS-L--ASPHGVVGS LGMATPGMAFAAA-EGRFCTPRAA--VQQLENWGDLSG        | 76  |
|                         | TAE56722G002     | PS-L--ASPHGVVGS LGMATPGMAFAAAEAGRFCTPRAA--VQQLENWGDLSG        | 155 |
|                         | TAE12213G004     | PS-L--ASPHGVVGS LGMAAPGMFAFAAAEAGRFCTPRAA--AAQLENWGDLSG       | 107 |
|                         | AT1G68640        | MADNSQHTDTS-TDIDDDKTDQ-----LNGGHQGM-----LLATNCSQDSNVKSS       | 163 |
|                         | Seita.4G118000   | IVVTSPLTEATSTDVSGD-----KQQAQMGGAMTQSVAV--HVDSCAVKDGSRR        | 148 |
|                         | Zm00001d037317   | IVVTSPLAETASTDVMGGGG-----AMASQVDG-----HDNSLPACK-VEPR          | 146 |
|                         | Sobic.010G110100 | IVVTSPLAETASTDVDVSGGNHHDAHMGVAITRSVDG-----HENSPLVCK-VESR      | 157 |
|                         | LOC_0s06g15480   | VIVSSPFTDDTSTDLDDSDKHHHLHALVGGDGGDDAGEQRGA-----DSSAVS-KERRG   | 92  |
|                         | PH01000727G0540  | IVVTSPLTDTSTDS--GNK--HPAPMGGGGGAQ-RGLVCV-----DSSAVS-KERTR     | 95  |
|                         | Bradilg43900     | IVVTSPLTETS-TDLDDSDKRLV--SMGGGGGAQ--RWVGGCVDT-SERKG           | 145 |
|                         | HVU0045G2233     | IVVSSPLTETS-TDLGDSGEKHHA--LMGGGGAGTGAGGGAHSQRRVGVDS-SERTG     | 132 |
|                         | TAE28527G001     | IVVTSPLTETS-TDLDDSGDKHHA--LMGAGGA--GGGAHSQRRVGVDS-SERTG       | 126 |
|                         | TAE56722G002     | IVVTSPLTETS-TDLDDSGDKHHA--LMG-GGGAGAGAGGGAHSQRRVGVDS-SERTG    | 209 |
|                         | TAE12213G004     | IVVTSPLTETS-TDLDDSGDKHHA--LMG-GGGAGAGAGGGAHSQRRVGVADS-SERTG   | 161 |
|                         |                  | : : * : : *                                                   |     |

|                  |                                                          |     |
|------------------|----------------------------------------------------------|-----|
| AT1G68640        | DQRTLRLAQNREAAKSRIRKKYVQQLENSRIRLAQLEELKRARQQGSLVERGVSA  | 223 |
| Seita.4G118000   | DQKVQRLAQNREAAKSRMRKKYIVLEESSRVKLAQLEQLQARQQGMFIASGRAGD  | 208 |
| Zm00001d037317   | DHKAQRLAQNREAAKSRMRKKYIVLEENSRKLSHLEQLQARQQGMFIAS-----   | 201 |
| Sobic.010G110100 | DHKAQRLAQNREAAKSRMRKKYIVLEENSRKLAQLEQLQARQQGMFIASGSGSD   | 217 |
| LOC_0s06g15480   | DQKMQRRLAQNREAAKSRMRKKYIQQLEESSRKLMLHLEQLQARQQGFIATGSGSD | 152 |
| PH01000727G0540  | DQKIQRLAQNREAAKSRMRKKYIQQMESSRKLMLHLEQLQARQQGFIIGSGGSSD  | 155 |
| Bradi1g43900     | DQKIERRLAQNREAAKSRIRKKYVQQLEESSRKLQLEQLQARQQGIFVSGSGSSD  | 205 |
| HVU0045G2233     | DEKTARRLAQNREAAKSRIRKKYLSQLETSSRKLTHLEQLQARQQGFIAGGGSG-  | 191 |
| TAE28527G001     | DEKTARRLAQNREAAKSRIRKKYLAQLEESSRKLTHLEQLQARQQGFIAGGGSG-  | 185 |
| TAE56722G002     | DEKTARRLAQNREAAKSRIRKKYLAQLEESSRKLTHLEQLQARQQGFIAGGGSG-  | 268 |
| TAE12213G004     | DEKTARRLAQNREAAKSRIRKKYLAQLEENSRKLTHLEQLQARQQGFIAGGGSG-  | 222 |

|                  |                                                              |     |
|------------------|--------------------------------------------------------------|-----|
| AT1G68640        | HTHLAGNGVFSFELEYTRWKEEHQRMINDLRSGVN-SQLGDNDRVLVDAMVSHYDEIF   | 282 |
| Seita.4G118000   | LGGSTG--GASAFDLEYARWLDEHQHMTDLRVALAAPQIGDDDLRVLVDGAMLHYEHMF  | 266 |
| Zm00001d937317   | -----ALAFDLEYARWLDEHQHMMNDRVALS-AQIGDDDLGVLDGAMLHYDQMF       | 251 |
| Sobic.010G110100 | HGGSTG--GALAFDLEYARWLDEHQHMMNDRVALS-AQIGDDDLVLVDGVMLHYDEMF   | 274 |
| LOC_0s06g15480   | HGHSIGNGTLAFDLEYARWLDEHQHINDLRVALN-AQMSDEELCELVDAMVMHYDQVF   | 211 |
| PH01000727G0540  | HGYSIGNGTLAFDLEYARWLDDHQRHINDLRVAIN-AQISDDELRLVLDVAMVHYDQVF  | 214 |
| Bradi1g43900     | HGCSTG--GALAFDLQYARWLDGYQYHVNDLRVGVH-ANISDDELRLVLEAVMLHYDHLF | 262 |
| HVU0045G2233     | -DCSSG--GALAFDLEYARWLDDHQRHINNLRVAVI-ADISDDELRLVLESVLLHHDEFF | 247 |
| TAE28527G001     | -DCSSR--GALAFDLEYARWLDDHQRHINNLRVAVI-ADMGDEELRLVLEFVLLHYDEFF | 241 |
| TAE56722G002     | -DCSSG--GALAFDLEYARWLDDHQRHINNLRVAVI-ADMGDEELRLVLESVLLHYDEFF | 324 |
| TAE12213G004     | -DCSSG--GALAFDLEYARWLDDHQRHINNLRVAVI-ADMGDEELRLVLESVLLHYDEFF | 276 |

|                  |                                                               |     |
|------------------|---------------------------------------------------------------|-----|
| AT1G68640        | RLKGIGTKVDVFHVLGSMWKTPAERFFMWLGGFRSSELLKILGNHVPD-LTQQQLIGICN  | 341 |
| Seita.4G118000   | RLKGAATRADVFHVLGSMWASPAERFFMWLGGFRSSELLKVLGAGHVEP-LTQQQLVGICS | 325 |
| Zm00001d037317   | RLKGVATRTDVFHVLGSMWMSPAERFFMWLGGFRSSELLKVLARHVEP-LTQQQLVGICG  | 310 |
| Sobic.010G110100 | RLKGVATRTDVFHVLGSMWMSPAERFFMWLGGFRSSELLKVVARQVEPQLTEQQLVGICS  | 334 |
| LOC_0s06g15480   | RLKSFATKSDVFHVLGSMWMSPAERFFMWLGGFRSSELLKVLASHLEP-LTQQQLMGICN  | 270 |
| PH01000727G0540  | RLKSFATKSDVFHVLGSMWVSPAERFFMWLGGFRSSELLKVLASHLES-LTQQQLMGICN  | 273 |
| Bradi1g43900     | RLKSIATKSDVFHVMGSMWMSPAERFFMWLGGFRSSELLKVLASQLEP-LTQQQLMGICN  | 321 |
| HVU0045G2233     | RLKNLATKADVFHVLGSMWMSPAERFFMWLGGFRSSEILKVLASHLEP-LTQQQLMGICN  | 306 |
| TAE28527G001     | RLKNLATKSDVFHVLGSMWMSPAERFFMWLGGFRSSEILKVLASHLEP-LTQQQLMGICN  | 300 |
| TAE56722G002     | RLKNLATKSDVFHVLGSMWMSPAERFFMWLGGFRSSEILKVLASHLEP-LTQQQLVGICN  | 383 |
| TAE12213G004     | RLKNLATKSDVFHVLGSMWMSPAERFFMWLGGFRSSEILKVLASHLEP-LTQQQLMGICN  | 333 |

|                  |                                       |                            |     |
|------------------|---------------------------------------|----------------------------|-----|
| AT1G68640        | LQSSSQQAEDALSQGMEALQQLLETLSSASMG----  | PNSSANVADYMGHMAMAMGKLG     | 396 |
| Seita.4G118000   | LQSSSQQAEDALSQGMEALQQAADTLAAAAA--     | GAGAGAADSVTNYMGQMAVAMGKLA  | 382 |
| Zm00001d037317   | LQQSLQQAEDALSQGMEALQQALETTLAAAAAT---- | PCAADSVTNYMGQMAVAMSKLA     | 364 |
| Sobic.010G110100 | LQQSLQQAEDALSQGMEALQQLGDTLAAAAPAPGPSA | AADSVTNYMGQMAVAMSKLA       | 394 |
| LOC_0s06g15480   | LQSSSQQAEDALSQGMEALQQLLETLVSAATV-V    | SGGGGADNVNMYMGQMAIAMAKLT   | 329 |
| PH01000727G0540  | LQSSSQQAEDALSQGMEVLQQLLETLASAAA--     | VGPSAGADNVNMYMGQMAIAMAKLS  | 330 |
| Bradi1g43900     | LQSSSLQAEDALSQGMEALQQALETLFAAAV--     | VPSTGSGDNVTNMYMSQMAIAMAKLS | 379 |
| HVU0045G2233     | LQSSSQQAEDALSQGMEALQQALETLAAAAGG--    | GPLAG-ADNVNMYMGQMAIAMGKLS  | 363 |
| TAE28527G001     | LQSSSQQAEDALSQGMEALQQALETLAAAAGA--    | GPLAG-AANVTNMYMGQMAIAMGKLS | 357 |
| TAE56722G002     | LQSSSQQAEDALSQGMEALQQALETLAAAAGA--    | GPLAG-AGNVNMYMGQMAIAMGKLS  | 440 |
| TAE12213G004     | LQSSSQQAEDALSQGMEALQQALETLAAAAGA--    | GPLAG-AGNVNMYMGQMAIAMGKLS  | 392 |

## Supplemental Figure S9

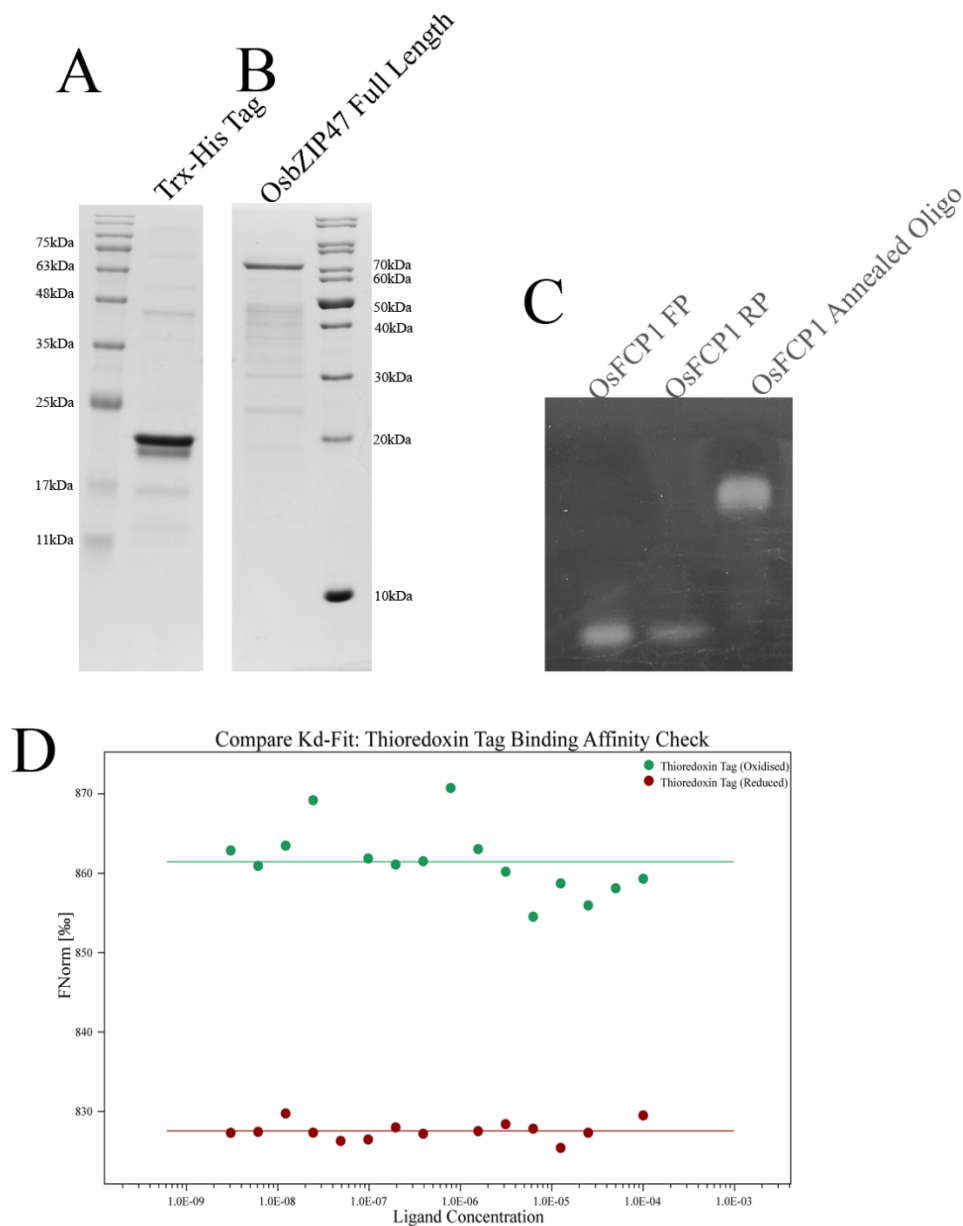

**Supplemental figure S9:** OsbZIP47FL purified protein and the control Trx-His tag protein alone used for DNA protein interaction analysis, and MST assay with the annealed double-stranded OsFCP1 oligonucleotide. **(A)** and **(B)** The 14% SDS PAGE gel images show the purified Trx-His tag alone protein and the purified OsbZIP47FL protein. The DNA protein interaction analysis carried out for tag alone is shown here as control. **(C)** Single-stranded forward and reverse DNA oligonucleotides from OsFCP1 locus (TGACGT cis motif located at -371bp of OsFCP1) run on

8% native PAGE gel along with annealed double-stranded OsFCP1 oligonucleotide. **(D)** Microscale thermophoresis experiment with the Trx-His tag alone done as control. A flatline with comparable fluorescence intensity at all concentrations of OsFCP1 oligo indicates no binding by the Trx-His protein tag alone.

**Supplemental Table S1.** Phenotypic quantification of *OsZIP47KD#14* of T3 generation plants

| Trait                             | TP309WT/<br>Mean $\pm$ SEM          | dsRNAibZIP47/<br>Mean $\pm$ SEM #14 | P-value         |
|-----------------------------------|-------------------------------------|-------------------------------------|-----------------|
| Seedling height (8 DAG, cm)       | 5.90 $\pm$ 0.17 (N=38)              | 4.816 $\pm$ 0.1 (N=31)              | **** (< 0.0001) |
| Days to floral transition (days)  | 53.57 $\pm$ 1.5 (N=14)              | 75.83 $\pm$ 1.3 (N=12)              | **** (< 0.0001) |
| Plant height at booting (cm)      | 22.30 cm $\pm$ 0.6 (N=25)           | 17.39 $\pm$ 0.5 (N=10)              | **** (< 0.0001) |
| Lamina angle ( $^{\circ}$ )       | 12.62 <sup>0</sup> $\pm$ 1.3 (N=10) | 45.84 $\pm$ 5.3 (N=10)              | **** (< 0.0001) |
| Panicle length (cm)               | 9.71cm $\pm$ 0.3 (N=13)             | 8.189 $\pm$ 0.3 (N=9)               | ** (0.0056)     |
| No. of primary branches           | 3.1 $\pm$ 0.2 (N=9)                 | 2.0 $\pm$ 0.2 (N=12)                | ** (0.0015)     |
| Number of spikelets               | 22.1 $\pm$ 1.3 (N=13)               | 16.6 $\pm$ 1.4 (N=9)                | * (0.0133)      |
| Seed size (Length/Width ratio mm) | 1.85 mm $\pm$ 0.03 (N=43)           | 1.643 $\pm$ 0.0 (N=41)              | **** (< 0.0001) |
| SAM area ( $\mu\text{m}^2$ )      | 996.5 $\pm$ 54.44 (N=12)            | 1262 $\pm$ 52.25 (N=15)             | ** (0.0018)     |
| SAM width ( $\mu\text{m}$ )       | 47.87 $\pm$ 1.68 (N= 10)            | 52.99 $\pm$ 1.33 (N=12)             | * (<0.05)       |
| SAM height ( $\mu\text{m}$ )      | 34.84 $\pm$ 0.93 (N=10)             | 36.32 $\pm$ 0.95 (N = 12)           | ns (>0.05)      |
| Number of cells in L1 layer       | 18 $\pm$ 0.58 (N=5)                 | 14 $\pm$ 0.49 (N=5)                 | *** (<0.0008)   |

| <b>Supplementary Table S2 : List of oligos used in this study</b> |                                          |
|-------------------------------------------------------------------|------------------------------------------|
| <b>Name</b>                                                       | <b>Sequence 5'→3'</b>                    |
| <b>Primer for qRT-PCR</b>                                         |                                          |
| OsZIP47 FP RT                                                     | GAG GGA CTA GAC TGA CTA AAG AG           |
| OsZIP47 3'UTR RP                                                  | CTC CTT TTG ACA TTG TAC GCG G            |
| OsFON2 RT FP2                                                     | ATG GGC CGG CTC TTC TTG TG               |
| OsFON2 RT RP2                                                     | CCT GCG CTC CAA TCA AAC GAC              |
| OsFCP1 RT FP2                                                     | ATC GTC GTC ACA ACC AGC GG               |
| OsFCP1 RT RP2                                                     | TCG TCG TCG TCG TCG TGG T                |
| OsCYP734A2 RT FP                                                  | ATGTGCGTAGGCCAGAACCT                     |
| OsCYP734A2 RT RP                                                  | GGTATAGGAGCATCAGCACTGTC                  |
| OsCYP734A4 RT FP                                                  | GACAGCGGCTTCAACGACTT                     |
| OsCYP734A4 RT RP                                                  | AGGTTGGTGGTCGTCTGCTT                     |
| OsCYP734A6 RT FP                                                  | GTTTCATACCGTTCGGCCTTG                    |
| OsCYP734A6 RT RP                                                  | GACGTATCTGGCCGACAACC                     |
| Os01g56330 FLR2 RT FP                                             | 5AAC AGT CTT TGC TTG TCA CCT GC          |
| Os01g56330 FLR2 RT RP                                             | AAT GAA GAT GGT CTT GCG CAT AGC          |
| Os01g0356951 lncRNA RT FP                                         | GAC CGC GAC ATG CAT CAC CTC              |
| Os01g0356951 lncRNA RT RP                                         | GCA ACA CTC GCT CTA CTC GGC              |
| OsCCT33 FP                                                        | TAG GGC TGT CCA AAC TTC AGG AGA          |
| OsCCT33 RP                                                        | GAC AAA CTC TAC AAT GTA CGA GGT CC       |
| OsFKF1 FP                                                         | GAA GCC GAC ATG GAG GAT TTT GAA CG       |
| OsFKF1 RP                                                         | TTG GGA ATC ACT CAT CTT CGT CGG G        |
| OsSPL18 FP                                                        | GCA CCA CCA CCA CCA CCA AAT CC           |
| OsSPL18 RP                                                        | TGC TGC TGC TGC TGC TCG CTG T            |
| OsCUC1 FP                                                         | GACTTCTGGAATAATCC                        |
| OsCUC1RP                                                          | AAGGAGGAAGAGAAGGAT                       |
| OsAPO1 FP                                                         | TAA ACGGATGAACCGAGGAT                    |
| OsAPO1 RP                                                         | AAAGGGGAGGCCCATCTGAT                     |
| OsMADS16 FP                                                       | 5'-CCAAACCACTTGATGTGTGC-3'               |
| OsMADS16 RP                                                       | CCAAGCACAGTTGCACAC                       |
| OsYUCCA6 FP                                                       | CCA TTC CCA GAT GGT TGG AAG G            |
| OsYUCCA6 RP                                                       | CAT GTT GCG CCT CAAGATATTTG              |
| OsYUCCA7 FP                                                       | GGA GGT GCA TCT CCG TCA TCT TC           |
| OsYUCCA7 RP                                                       | CAC TGC TGT GTC CTA CAA TAT CAC          |
| UBQ5 FP                                                           | ACCACTTCGACCGCCACTACT                    |
| UBQ5 RP                                                           | ACGCCTAAGCCTGCTGGTT                      |
|                                                                   |                                          |
| <b>Oligos for OsZIP47 EMSA</b>                                    |                                          |
| OsFCP1 locus EMSA-371_FP                                          | 5'-CAG CTG GCC CTG ACG TCA GCA ACC GG-3' |
| OsFCP1 locus EMSA-371_RP                                          | 5'-CCG GTT GCT GAC GTC AGG GCC AGC TG-3' |
|                                                                   |                                          |

| <b>Primers for cloning</b> |                                         |
|----------------------------|-----------------------------------------|
| OsZIP47 3'UTR FP           | GGA TCA ATA TCA TTT GCC TGA GTT CT      |
| OsZIP47 3'UTR RP           | CTC CTT TTG ACA TTG TAC GCG G           |
| OsZIP47 FL 5' FP (BamHI)   | GGATCCATG GCG GCG CAC CAG GGG ATG       |
| OsZIP47 FL 3' RP           | TAG TCC CTC GGC CGC GCC AG              |
| OsZIP47Δ582-1.14 CDS RP    | GAC GAG CTC GCA CAG CTC GTC GT          |
| OSH1 CDS FP                | CTCATGGAGGAGATCTCCCACCA                 |
| OSH1 CDS RP                | AGGCCGCCGTCGTTGATGAACT                  |
| RFL CDS FP                 | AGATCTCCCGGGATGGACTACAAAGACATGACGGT     |
| RFL CDS RP                 | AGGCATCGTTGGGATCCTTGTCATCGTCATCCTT      |
| OsMADS1 M FP (BamHI)       | GGATCC ATG GGG AGG GGG                  |
| OsMADS1 KC14 RP            | TAG TAA TTC CTG TAA CTT TTT CCT CAA GTC |
| OsMADS15 K FP (BamHI)      | GGA TCC GAG ATA ACT CTT CCC CAG TTG ACA |
| OsMADS15 C RP              | TTA AGC ATT GAG GTG GCT CAG CAT         |
| OsETTIN1 FP                | CCGGAATTCGGGATGACCGGGATCGACC            |
| OsETTIN1 RP                | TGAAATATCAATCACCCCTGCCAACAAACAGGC       |
| OsETTIN2 FP                | CCGGAATTCCGGATGCGGGAGGGAGAGGAC          |
| OsETTIN2 RP                | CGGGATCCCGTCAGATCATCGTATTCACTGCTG       |

## **Supplemental Materials and Methods:**

### **RNA *in situ* hybridization**

To generate H4, Histone riboprobe, a PCR amplified gene-specific 229bp DNA fragment joining the 3'UTR with the end of the coding sequence of LOC\_Os10g39410 was cloned in pBluescript KS+ vector. The resulting plasmid pBSKS H4 ISH#3 was linearized with HindIII and transcribed with T7 RNA polymerase to make sense RNA probe. For anti-sense riboprobe, the pBSKS H4 ISH#7 plasmid was linearised with HindIII and transcribed with T7 RNA polymerase. Tissue processing and probe hybridizations was done as described in Prasad et al. (2005). Signal was developed using anti-digoxigenin-alkaline phosphatase (AP) conjugated antibodies (Roche) and BCIP (5-Bromo-4-chloro-3-indolyl phosphate), NBT (nitro blue tetrazolium) chromogenic substrates (Roche).

### **ONPG assay**

To examine and compare the strength of protein interactions in the yeast two hybrid assay, quantitative  $\beta$ -galactosidase activity was determined with substrate 2-nitrophenyl  $\beta$ -D-galactopyranoside (ONPG, Sigma). Single yeast colony was inoculated in YPD media and grown at 30 °C, overnight. Cells with OD<sub>600</sub> 0.5–0.7 were pelleted and resuspended in Z-buffer (60 mM Na<sub>2</sub>HPO<sub>4</sub>, 40 mM NaH<sub>2</sub>PO<sub>4</sub>, 10 mM KCl, 1 mM MgSO<sub>4</sub>, pH 7.0) containing  $\beta$ -mercaptoethanol as well as 4 mg/mL ONPG solution. The reactions were incubated at 30 °C and stopped after 30 min for the development of yellow colour by adding 1 M Na<sub>2</sub>CO<sub>3</sub>. Absorbance was measured at 420 nm, and  $\beta$ -galactosidase activity was calculated according to the following formula:  $\beta$ -galactosidase activity =  $1000 \times A_{420} / (T \times V \times A_{600})$ , where T = time of reaction (min), and V = volume of culture used in the assay (mL).

### **Multiple Sequence Alignment**

Proteins homologous to OsbZIP47, from the indicated species, were downloaded from Plaza (Dicot 3.0 and Monocot 3.0) database. Multiple Sequence Alignment (MSA) was performed for proteins from Arabidopsis, Millet, Maize, Sorghum, Rice, Bamboo, Brachypodium, Barley, and Wheat using MUSCLE algorithm on the EMBL-EBI search and sequence analysis tools APIs in 2019 platform with default parameters.

### **Non-reducing SDS-PAGE analysis**

Redox dependent OsbZIP47 oligomerisation was analysed as described in Gutsche and Zachgo (2016). 10µg OsbZIP47-Trx tag bacterial protein was treated with either 20 mM DTT (reducing agent) or 2 mM diamide (oxidative agent, S-glutathionylation), or first 2mM diamide treatment for 30minute followed by 20mM DTT treatment for 30minute at RT. Free cysteines were blocked by 10mM Iodoacetamide (IAA) and 15min incubation in dark at RT. Protein pellet of each condition was resuspended in 1x Laemmli-buffer (without any reducing agent) and boiled for 5 min at 95°C. Protein samples were loaded on 12% SDS-PAGE gel and bands were visualised using Coomassie Brilliant Blue staining. EMSA and MST experiments were performed as detailed in materials and methods section of the main text.

### **Gene Ontology (GO) enrichment and meta-analysis**

To identify functional categories of differentially expressed gene sets (positively and negatively regulated by OsbZIP47), GO enrichment analysis was done using GOMAPMAN (<http://www.gomapman.org/ontology>) database as reference. The results are represented as positive and negative networks. The differential enrichment of different members of transcription factor classes and of various hormone metabolism and signaling genes was also determined and represented as heatmap. The significance of enrichment or depletion was calculated with ‘Phyper’ function in R package. The resultant p-values were used to construct the heatmap and enrichment networks. The genes deregulated by RFL, OsMADS1 and OsbZIP47 were compared and are provided in Supplementary dataset 2. The genes targeted by OSH1, bound in ChIPseq dataset from (Tsuda et al., 2014) were also identified. The quantitative representation of distinct and common list of genes between the three datasets is shown as Venn diagram.

How the deposited data were processed for this re-analysis (not part of the article)

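RNA-Seq libraries of WT panicles (n = 2) and of panicles of the OsbZIP47KD line 14 (n = 2), 0.1 to 0.5 cm long, were compared. The authors depleted ribosomal RNA, made paired reads on an Illumina instrument, checked their quality, aligned them to the rice genome of RAP-DB with STAR v2.5.3a and deposited the raw count of reads per gene. The program that counted the reads, its strand setting and the version of the annotation are not named in the paper's text or the labels, so reads of overlapping or antisense genes could not be told apart. The authors also deposited normalized values, a score that equals the count of a gene multiplied by 1 factor per library and rounded to a whole number. These values are given for the 29532 genes above 1 CPM in at least 2 libraries and are blank for the other 8330. The paper names edgeR v3.28.0 with a log2 fold change of at least 1 in either direction and a p-value of at most 0.05, and does not name the test or a filter in its text. Its supplement gives 29532 tested genes, the same number as lie above 1 CPM in at least 2 libraries.

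The raw counts were analysed with edgeR v4.0.16 in R v4.3.3. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, library sizes were scaled by TMM, and the groups were compared with the robust quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05, with no limit on the fold. Counts at the study's criterion come from the same fit. The fit tested 25289 of 37862 genes, and 36702 genes had a count in at least 1 library. The common biological coefficient of variation was 0.258. Across genes, which are not independent replicates, log CPM values correlated with r = 0.938 between the WT replicates, r = 0.917 between the OsbZIP47KD replicates and r = 0.879 to 0.914 between groups. The labels name no molecular identifiers. For genes under the filter, counts were pooled per group and their ratio given with an exact binomial 95% interval, and a group with no count was set to a floor of 3 counts over the group.

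Gene names and functions come from Supplementary Dataset 1 of the paper, because the RAP-DB genome and annotation that the paper names were not at hand for this re-analysis. No table pairs ESP1 of Figure 6E, labelled there as a lncRNA, with an identifier, and it was taken to be Os01g0356951, the only lncRNA of the primer table. The copy of Supplementary Dataset 1 holds 854 identifiers of lower genes and 1944 of higher genes, 1 fewer in each direction than the paper's totals, and the hormone table of Supplementary Dataset 2 is held only in part. Named genes were OsbZIP47, the genes that the paper names for the panicle transcriptome or shows in Figure 6E, whose values in the paper's table had been seen, the 10 largest rises and 10 largest falls among called genes with a mean of at least 1 CPM in the higher group, both OsbZIP47KD libraries on the same side of both WT libraries and a name, and up to 4 called members with the smallest p of each gene list. Of the genes the paper names, 48 were tested. The gene lists, the named-gene rule, the tests and the alternative settings were set before the data were examined. The lists could be matched only to genes that the study had already called on these samples, so their members were counted and no test of a set was made.

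The alternatives set then were RLE, upper quartile and library size scaling, no filter, a filter of 1 CPM in at least 2 libraries, DESeq2 v1.42.0, edgeR's exact test, limma v3.58.1 on the deposited normalized values with 1 added, the replicate number as a block, the 20 most abundant genes left out and each library left out in turn. Where a library was left out, the lone library of its group was assumed to vary like the other group. The exact test and the likelihood ratio test with the 1 CPM filter, removal of the trend with abundance by a loess and thinning of every library to the smallest total were added after the data were seen. Tests of the TGACG motif, of transcription factor families and of gene sets, and corrections for GC content and gene length, were not made for lack of a genome or annotation. The fit was tested on simulated data with the means, spread and library sizes of these samples, in which 100 genes were changed 2-fold and 100 genes 4-fold. It called 6% of the 2-fold and 54% of the 4-fold changes, and 12 unchanged genes among 25778 genes tested. Since 200 genes in all were changed, these 12 weighed more among the called genes than among the genes tested. In that simulation, 659 unchanged genes passed the study's criterion by the same fit. Unchanged genes called numbered 20 with DESeq2, 31 with the exact test, 41 with no filter and 29 with the replicate block. These settings called 12% to 16% of the 2-fold and 58% to 63% of the 4-fold changes. Genes that passed only with these settings are therefore less certain.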

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

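The tests of depth and of background reads were set before their results were seen, and the tests of OsbZIP47KD replicate 2, of the trend with abundance, of the OsbZIP47 counts and of the wound genes were chosen after the result was seen.

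Among the largest rises were 9 genes that the paper's text does not discuss, above the level in both WT libraries. Os03g0629800 had a log2 fold change of 7.96 and Os06g0543601 one of 6.45. MC1 had one of 5.78 and Os07g0575500 one of 4.97. Os01g0356951, taken to be ESP1 of Figure 6E, lies above MC1, at 6.00. For ODC4 the value was 4.92, for UGT709A4 4.74 and for LAX2 4.59. Os03g0299700 was at 4.23 and Os07g0122000 at 3.92. The adjusted p-values of the 9 genes from edgeR's quasi-likelihood test lay between 4.42e-05 and 0.0482. Os06g0543601 had an adjusted p of 0.0691 without OsbZIP47KD replicate 1 (range 9.97e-11 to 0.0691 over all settings and tools), and MC1 one of 0.0794 without OsbZIP47KD replicate 1 and 0.318 without OsbZIP47KD replicate 2 (range 2.13e-04 to 0.318 over all settings and tools), from edgeR's quasi-likelihood test. Os07g0575500 had an adjusted p of 0.0630 without WT replicate 1, 0.178 without OsbZIP47KD replicate 1 and 0.145 without OsbZIP47KD replicate 2 (range 7.80e-05 to 0.178 over all settings and tools), and LAX2 one of 0.269 without OsbZIP47KD replicate 2 (range 7.15e-05 to 0.269 over all settings and tools), from edgeR's quasi-likelihood test. Os07g0122000 had an adjusted p of 0.0885 without OsbZIP47KD replicate 1 and 0.197 without OsbZIP47KD replicate 2 (range 2.44e-04 to 0.197 over all settings and tools), from edgeR's quasi-likelihood test. MC1 also missed the threshold with the 1 CPM filter, limma, the abundance trend removed and libraries thinned to the smallest total. Os07g0575500 also missed the threshold with the 1 CPM filter, limma, the abundance trend removed and libraries thinned to the smallest total. LAX2 also missed the threshold with limma and the abundance trend removed. Os07g0122000 also missed the threshold with limma, the abundance trend removed and libraries thinned to the smallest total. Os03g0629800 ran from 7.04 without WT replicate 2 to 10.90 without WT replicate 1 in log2 fold change with 1 library left out, Os06g0543601 from 5.54 without WT replicate 2 to 9.40 without WT replicate 1 and MC1 from 4.92 without WT replicate 2 to 7.87 without WT replicate 1. LAX2 ran from 3.87 without OsbZIP47KD replicate 2 to 5.01 without OsbZIP47KD replicate 1 in log2 fold change with 1 library left out.

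More genes were higher than lower in the libraries labelled OsbZIP47KD at the study's criterion, 1169 against 631, while with the trend with abundance removed 703 were higher and 811 lower. A difference in depth did not account for this, since the ratio of higher to lower genes was 1.83 with every library thinned to the smallest total. Without OsbZIP47KD replicate 2 the ratio was 0.888, which meets the value of at most 1 set for that library alone. It was 1.21 without WT replicate 2, 1.76 without OsbZIP47KD replicate 1 and 2.29 without WT replicate 1, against 1.85 with all libraries. Because the ratio also fell without WT replicate 2, OsbZIP47KD replicate 2 alone cannot be told apart from a part played by WT replicate 2. This condition on the other libraries was added after the values were seen. Background reads could not be told apart from expression at a low level, because the mean gain of genes with 6 to 20 counts in WT replicate 1, 1.21 CPM, was 2.76 times that of genes with no count there, between the values set for and against them. The libraries differed in this. The gains were 0.534 and 0.140 CPM in OsbZIP47KD replicate 1, past the value set against background reads, and 1.88 and 0.735 CPM in replicate 2, short of it. A change of many weakly expressed genes by the knockdown itself stays open and was not tested.

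OsbZIP47 had more counts in the libraries labelled OsbZIP47KD, where its transcripts were to be knocked down. Scaling did not account for this, since the log2 fold change was at least 1.78 under RLE, upper quartile and library size scaling. Reads of the hairpin transgene cannot be told apart from reads of the gene, because the tables hold no counts by position and the total gives only the log2 fold change of 1.77. Swapped labels of the groups were not settled, although the paper's RT-qPCR runs the way the labels say and found OsbZIP47 lower in OsbZIP47KD panicles. In the counts, 8 of the 9 genes of Figure 6E had the direction of their RT-qPCR bar, ESP1 among them if it is Os01g0356951, while FCP1 did not. This met the value set against a swap, at most 1 gene the other way. It argues against a swap only if the RT-qPCR used other RNA than the libraries. RNA that carried the same swap would give like directions in both measures. The paper does not say whether the RT-qPCR used the RNA of the libraries. A rise of the endogenous transcript was not tested.

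All 14 tested wound and elicitor genes had a log2 fold change below 0 in the libraries labelled OsbZIP47KD, with a median of -1.87, in a list matched to genes that the study had called. WT replicate 1 alone cannot be told apart from the knockdown as their cause, since the median without it was -0.96, between the values set for and against it. Handling or collection that differed from sample to sample may have contributed. The members differed between the WT replicates by a median of 1.21 on the log2 scale, and 13 of them were higher in WT replicate 1. This median was at percentile 99.8 of 10000 lists matched on abundance from 770 other genes that the study lists as lower. Between the OsbZIP47KD replicates the members differed by a median of 1.05. The lists were drawn gene by gene, while the members moved together, so the percentile can overstate how far they stand apart. It does not settle the question. An effect of OsbZIP47 on these genes stays open and was not tested apart from the handling.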

How the results depend on the processing

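The exact and likelihood ratio tests with the 1 CPM filter, the removed abundance trend and the thinning were chosen after the results were seen. OsbZIP47 stayed higher in all settings and tools. Its log2 fold change ran from 1.39 to 2.20 with 1 library left out, and its adjusted p was 0.0969 without OsbZIP47KD replicate 1 and 0.0672 without OsbZIP47KD replicate 2, within a range of 9.33e-10 to 0.0969. At an adjusted p under 0.05, the 32 higher genes became 52 with library size scaling, 236 with no filter, 139 with DESeq2, 337 with the exact test, 19 with limma, 256 with the exact test and the 1 CPM filter and 454 with the likelihood ratio test and that filter. The 132 lower genes became 551 with no filter, 298 with DESeq2, 445 with the exact test, 400 with the exact test and the 1 CPM filter and 465 with the likelihood ratio test and that filter. With 1 library left out, the higher genes ran from 21 without OsbZIP47KD replicate 1 or 2 to 382 without WT replicate 2 and the lower genes from 49 to 850, each with the same libraries left out. At the study's criterion, the 1169 higher genes became 1765 and 2052 with the exact and likelihood ratio tests and the 1 CPM filter and 703 with the abundance trend removed, where 811 were lower. With 1 library left out they ran from 736 without OsbZIP47KD replicate 2 to 1881 without OsbZIP47KD replicate 1, and the 631 lower genes from 455 without WT replicate 1 to 1127 without WT replicate 2. The labels number both groups 1 and 2 without pairing them, the differences between replicates correlated between the groups at r = 0.0381 across genes, and with the replicate number as a block 186 genes were higher and 410 lower. In the settings not named here, these 4 totals stayed within 1.5 times their value. Numbers of called genes per list and class moved by more, such as the wound and elicitor genes, of which 2 fell, 6 with DESeq2 and 9 with the exact test, and 2 to 14 over all settings. The cause of these changes was not tested. Of 43 named genes past the adjusted threshold, 30 stayed past it in every alternative set in advance that kept all libraries. SPH reversed, with a log2 fold change of 0.0176 without WT replicate 1, and was at -1.97 without WT replicate 2. Of 8 genes under the filter, 8 had a ratio that changed by more than 1.5-fold with at least 1 of the libraries left out, and 4 one that left its 95% counting interval. Some of these changes come from the floor set for a group with no count, and that of CYCD7;1 comes only from it. Offsets for GC content and length, with or without the block, other windows, called sets and backgrounds for the TGACG motif, called sets for transcription factor families and an estimated correlation for gene lists were not run for lack of a genome or annotation. At this depth, a limit of 3 counts is 0.566 to 0.783 CPM per library.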

Differences from the paper's values

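The settings that join the exact or the likelihood ratio test with the 1 CPM filter were chosen after the values were seen. For genes higher at the study criterion, the paper's value is 1945, and 1169 were found here at the same thresholds, but over fewer genes. The paper's supplement gives 29532 tested genes, as many as lie above 1 CPM in at least 2 libraries, against 25289 tested here. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with upper quartile scaling (1442), library size scaling (1396), no filter (1604), the 1 CPM filter (1453), the exact test (1356), without WT replicate 2 (1367) and without OsbZIP47KD replicate 1 (1881). It was not with RLE scaling (1178), DESeq2 (1003), limma (1050), the replicate block (1184), the 20 most abundant genes left out (1169), without WT replicate 1 (1043) or without OsbZIP47KD replicate 2 (736). The exact test with the 1 CPM filter, chosen after seeing the values, gave 1765 and dropped 182 of the higher and 53 of the lower genes in the paper's table. The likelihood ratio test with that filter, also chosen after seeing the values, gave 2052 and dropped 28 of the higher and 8 of the lower genes, against 798 and 224 dropped by the quasi-likelihood test.

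For OsbZIP47, the paper's RT-qPCR value is 24-fold lower in OsbZIP47KD panicles, while the counts were 3.42-fold higher in the libraries labelled OsbZIP47KD. These are unlike measures, since the paper gives its value for the endogenous transcripts and the counts can include reads of the hairpin. The count value stayed on that side in every alternative set before the data were examined, and none came within 1.5 times the paper's value. The log2 fold change in the paper's Supplementary Dataset 1 is also above 0.

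The paper's results text states that SPL7, OsMADS16 and DL transcripts are reduced in OsbZIP47KD panicles, while its Discussion gives higher levels of OsMADS16 and DL. In the counts SPL7 had a log2 fold change of 1.03, OsMADS16 of 1.11 and DL of 1.06, all above 0, as in the paper's Supplementary Dataset 1, and none passed the adjusted threshold. Without OsbZIP47KD replicate 1 SPL7 was at 0.35, and without OsbZIP47KD replicate 2 OsMADS16 was at 0.08. For FCP1, the RT-qPCR bar of Figure 6E lies below 0, while its counts were at least 6.87-fold higher against a floor of 3 counts in the libraries labelled OsbZIP47KD, with a 95% counting interval that reaches down to 4.97-fold, and the RNA-Seq bar of that figure is also above 0.

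Of the genes that the paper names as changed, 8 tested genes did not meet the paper's criterion here and 8 more were under the filter. AP2-39 and KNOTTED1-LIKE11 met it with no filter, with the 1 CPM filter and without WT replicate 2. AP2-39 also met it with the 20 most abundant genes left out, and KNOTTED1-LIKE11 with the trend with abundance removed and with thinned libraries, which are settings chosen after the values were seen. OsMADS16 met it with upper quartile scaling, no filter, the 1 CPM filter, DESeq2, the exact test, without WT replicate 2 and without OsbZIP47KD replicate 1. GRX16 met it with upper quartile and library size scaling, no filter, the replicate block, without WT replicate 2 and without OsbZIP47KD replicate 1. SPH met it with DESeq2, the exact test and without WT replicate 2, and AOS1 without WT replicate 2. GA2OX4 met it with upper quartile scaling and without OsbZIP47KD replicate 2, and OsLF with upper quartile and library size scaling and the exact test. CYCD7;1 and PIN5B met it with the 1 CPM filter, and FCP1, IAA20, FON2, BLH1 and OsSPL with no filter and with that filter. FON2 also met it without WT replicate 1 and without OsbZIP47KD replicate 1, BLH1 without WT replicate 1, without WT replicate 2 and without OsbZIP47KD replicate 1, and OsSPL without WT replicate 2 and without OsbZIP47KD replicate 1. With the likelihood ratio test and the 1 CPM filter, all of these but GRX16 met it, CKX1 included, and with the exact test and that filter all but GRX16, GA2OX4, OsLF and CKX1.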

Other observations

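Genes named here were picked by the rule for named genes, apart from OsHAP5C, OsSET3, ole16 and OsABA1, chosen for mention after their values were seen, and the counts of neighbouring genes and the medians by abundance were chosen after the data were seen.

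Of 5 tested genes of a list of photosynthesis and leaf tissue, 3 fell at an adjusted p under 0.05 (range 1 to 5 lower and 0 to 0 higher over all settings and tools), and all 5 were lower when adjusted over the list alone. OsCAB1R (Os09g0346500), a chlorophyll-binding protein gene, had a log2 fold change of -2.40 (standard error 0.29, adjusted p = 0.00357 from edgeR's quasi-likelihood test), PSAO (Os04g0414700), a photosystem I subunit gene, one of -2.16 (standard error 0.31, adjusted p = 0.0105 from the same test) and Lhca4 (Os08g0435900), an antenna protein gene of photosystem I, one of -1.56 (standard error 0.31, adjusted p = 0.0475 from the same test). In the study's photosynthesis class of higher genes, 7 of 7 tested genes were above 0 in log2 fold change and none past the threshold (6 higher at an unadjusted p under 0.05, and none at an adjusted p under 0.05 by DESeq2, edgeR's exact test or limma). In its photosynthesis class of lower genes, 6 of 6 tested genes were below 0 and 3 fell at an adjusted p under 0.05. The directions of both classes follow from the study's choice of their genes. PSAO had an adjusted p of 0.0541 without OsbZIP47KD replicate 1 (range 1.29e-06 to 0.0541 over all settings and tools), and Lhca4 one of 0.118 without OsbZIP47KD replicate 1 (range 1.64e-04 to 0.118 over all settings and tools), from edgeR's quasi-likelihood test. Lhca4 also missed the threshold with upper quartile scaling, library size scaling, the abundance trend removed and libraries thinned to the smallest total. Of 10 tested heat shock genes, 1 rose and 1 fell (range 0 to 4 higher and 1 to 3 lower). HSFA3 (Os02g0527300) fell and HSFB4C (Os09g0455200) rose, both heat shock factor genes, with log2 fold changes of -2.71 (standard error 0.27, adjusted p = 7.66e-04 from edgeR's quasi-likelihood test) and 1.28 (standard error 0.25, adjusted p = 0.0450 from the same test). HSFB4C had an adjusted p of 0.0793 without OsbZIP47KD replicate 1 and 0.212 without OsbZIP47KD replicate 2 (range 0.00175 to 0.212 over all settings and tools), from edgeR's quasi-likelihood test. HSFB4C also missed the threshold with the 1 CPM filter, limma and libraries thinned to the smallest total. Adjusted over the list alone, 6 heat shock genes were higher and 3 lower. The study chose the members of both lists on these samples, so the counts are not independent evidence.

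Of 14 tested wound and elicitor genes, 2 fell, ERF103 and ERF104 (9 lower at an unadjusted p under 0.05, and at an adjusted p under 0.05 6 lower by DESeq2, 9 lower by edgeR's exact test and 2 lower by limma, range 2 to 14 lower and 0 to 0 higher over all settings and tools), and 6 were lower when adjusted over the list alone. Of 4 tested genes of panicle branching, 1 rose, which is LAX2 (range 0 to 1 higher and 0 to 1 lower), with 3 higher and 1 lower when adjusted over the list alone. Of 5 tested genes of auxin synthesis and transport, 1 fell, which is TDD1 (range 0 to 1 lower and 0 to 2 higher), with 4 higher and 1 lower when adjusted over the list alone. No member of the pollen, anther, cell wall, cell cycle, phytoalexin, ribosomal, RNAi or floral MADS lists passed edgeR's quasi-likelihood test. Genes of the mature pollen list numbered 6 tested (4 higher and 2 lower at an unadjusted p under 0.05, and at an adjusted p under 0.05 1 higher and 1 lower by DESeq2 and 2 higher and 1 lower by edgeR's exact test and none by limma), anther genes 5 (3 higher and 2 lower at an unadjusted p under 0.05, and at an adjusted p under 0.05 1 higher and 1 lower by edgeR's exact test and none by DESeq2 or limma) and cell wall expansin and xyloglucan genes 5 (3 higher and 1 lower at an unadjusted p under 0.05, and at an adjusted p under 0.05 1 higher and 1 lower by DESeq2 and 1 higher and 1 lower by edgeR's exact test and none by limma). Cell cycle genes numbered 3 (2 higher at an unadjusted p under 0.05, and none at an adjusted p under 0.05 by DESeq2, edgeR's exact test or limma). The 2 tested members of the core histone list are OsHAP5C, described as a putative core histone but named as a subunit of a transcription factor, and OsSET3, a histone methyltransferase gene. Neither passed the test (2 higher at an unadjusted p under 0.05, and none at an adjusted p under 0.05 by DESeq2, edgeR's exact test or limma). Of the seed storage list, only the oleosin gene ole16 was tested, and it did not pass (1 higher at an unadjusted p under 0.05, and none at an adjusted p under 0.05 by DESeq2, edgeR's exact test or limma). One of the anther genes, OsABA1, is an enzyme of abscisic acid synthesis matched through its synonym OSZEP1, and it is the anther gene that the exact test called lower. A single gene each was tested for phytoalexin synthesis (1 higher at an unadjusted p under 0.05, and none at an adjusted p under 0.05 by DESeq2, edgeR's exact test or limma), ribosomal proteins (1 higher at an unadjusted p under 0.05, and at an adjusted p under 0.05 1 higher by edgeR's exact test and none by DESeq2 or limma), RNAi machinery (1 lower at an unadjusted p under 0.05, and none at an adjusted p under 0.05 by DESeq2, edgeR's exact test or limma) and floral MADS genes (none at an unadjusted p under 0.05, and none at an adjusted p under 0.05 by DESeq2, edgeR's exact test or limma). None of the 3 matched CLAVATA-WUSCHEL and KNOX genes passed the filter. Adjusted over the list alone, 4 pollen, 3 anther, 3 cell wall and 2 cell cycle genes were higher, and 2 pollen, 2 anther and 1 cell wall genes lower. ERF104 had an adjusted p of 0.0691 without OsbZIP47KD replicate 1 and 0.129 without OsbZIP47KD replicate 2 (range 1.85e-41 to 0.129 over all settings and tools), and LAX2 one of 0.269 without OsbZIP47KD replicate 2 (range 7.15e-05 to 0.269 over all settings and tools), from edgeR's quasi-likelihood test. TDD1 had an adjusted p of 0.0697 without OsbZIP47KD replicate 1 and 0.0779 without OsbZIP47KD replicate 2 (range 2.30e-06 to 0.0779 over all settings and tools), from edgeR's quasi-likelihood test. LAX2 also missed the threshold with limma and the abundance trend removed. ERF103 ran from -3.31 without OsbZIP47KD replicate 2 to -5.20 without OsbZIP47KD replicate 1 in log2 fold change with 1 library left out, and LAX2 from 3.87 without OsbZIP47KD replicate 2 to 5.01 without OsbZIP47KD replicate 1. All lists hold only genes that the study chose on these samples and are not independent evidence.

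Among the 164 genes past the adjusted threshold, 18 pairs have neighbouring identifiers and move the same way, and in 10 pairs the counts of both differ by at most 1.5-fold in every library. The median log2 fold change ran from 1.87 for the 361 genes with a mean log2 CPM of 0 to 1 to -0.16 for genes of 6 to 8, and was -0.06 above 8. Genes at the lowest levels pass the filter only if some libraries lie well above their mean. That group therefore favours genes that differ between libraries. The mean gain from WT replicate 2 of genes with no count in WT replicate 1 was 0.140 CPM in OsbZIP47KD replicate 1 and 0.735 CPM in OsbZIP47KD replicate 2.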
